# Microfluidic platform accelerates tissue processing into single cells for molecular analysis and primary culture models

**DOI:** 10.1038/s41467-021-23238-1

**Published:** 2021-05-17

**Authors:** Jeremy A. Lombardo, Marzieh Aliaghaei, Quy H. Nguyen, Kai Kessenbrock, Jered B. Haun

**Keywords:** Lab-on-a-chip, Personalized medicine, Tissue engineering, Biomedical engineering, Microfluidics

## Abstract

Tissues are complex mixtures of different cell subtypes, and this diversity is increasingly characterized using high-throughput single cell analysis methods. However, these efforts are hindered, as tissues must first be dissociated into single cell suspensions using methods that are often inefficient, labor-intensive, highly variable, and potentially biased towards certain cell subtypes. Here, we present a microfluidic platform consisting of three tissue processing technologies that combine tissue digestion, disaggregation, and filtration. The platform is evaluated using a diverse array of tissues. For kidney and mammary tumor, microfluidic processing produces 2.5-fold more single cells. Single cell RNA sequencing further reveals that endothelial cells, fibroblasts, and basal epithelium are enriched without affecting stress response. For liver and heart, processing time is dramatically reduced. We also demonstrate that recovery of cells from the system at periodic intervals during processing increases hepatocyte and cardiomyocyte numbers, as well as increases reproducibility from batch-to-batch for all tissues.

## Abstract (web summary)

Existing methods for tissue dissociation are inefficient and lead to variable outcomes and biases. Here, the authors present a microfluidic platform that combines digestion, disaggregation and filtration of tissue to allow single cell analysis and RNA sequencing.

## Introduction

Tissues are highly complex ecosystems containing a diverse array of cell subtypes. Significant variation can also arise within a given subtype due to differences in activation state, genetic mutations, epigenetic distinctions, stochastic events, and microenvironmental factors^1,2^. This has led to a rapid growth in studies attempting to capture cellular heterogeneity, and thereby gain a better understanding of tissue and organ development, normal function, and disease pathogenesis^3–9^. For example, in the context of cancer, intratumor heterogeneity is a key indicator of disease progression, metastasis, and the development of drug resistance^10–14^. High-throughput single-cell analysis methods such as flow cytometry, mass cytometry, and single-cell RNA sequencing (scRNA-seq) are ideal for identifying single cells in a comprehensive manner based on molecular information^15,16^, and these methods have already begun to transform our understanding of complex tissues by enabling identification of previously unknown cell types and states^8,17–19^. However, a critical barrier to these efforts is the need to first process tissues into a suspension of single cells. Current methods involve mincing, digestion, disaggregation, and filtering that are labor-intensive, time consuming, inefficient, and highly variable^20,21^. Thus, new approaches and technologies are critically needed to ensure reliability and wide-spread adoption of single-cell analysis methods for tissues. This would be particularly important for translating single-cell diagnostics to human specimens in clinical settings. Moreover, improved tissue dissociation would make it faster and easier to extract primary cells for ex vivo drug screening, engineered tissue constructs, and stem/progenitor cell therapies^22–25^. Patient-derived organ-on-a-chip models, which seek to recapitulate complex native tissues for personalized drug testing, are a particularly exciting future direction that could be enabled by improved tissue dissociation^22,26–30^.

scRNA-seq has recently emerged as a powerful and widely adaptable analysis technique that provides the full transcriptome of individual cells. This has enabled comprehensive cell reference maps, or atlases, to be generated for normal and diseased tissues, as well as identification of previously unknown cell subtypes or functional states^31,32^. For example, an atlas recently generated for normal murine kidney uncovered a new collecting duct (CD) cell with a transitional phenotype and an unexpected level of cellular plasticity^4^. Moreover, an atlas of primary human breast epithelium linked distinct epithelial cell populations to known breast cancer subtypes, suggesting that these subtypes may develop from different cells of origin^3^. For melanoma, scRNA-seq was used to identify three transcriptionally distinct states, one of which was drug sensitive, and further demonstrated that drug resistance could be delayed using computationally optimized therapy schedules^33^. While scRNA-seq is clearly a powerful diagnostic modality, the process of breaking down the tissue into single cells can introduce confounding factors that may negatively influence data quality and reliability. One factor is the lack of standardization, which can lead to substantial variation across different research groups and tissue types. Another significant concern is that incomplete breakdown could bias results toward cell types that are easier to liberate. A recent study utilizing single-nuclei RNA sequencing with murine kidney samples found that endothelial cells and mesangial cells (MC) were underrepresented in scRNA-seq data^34^. Finally, lengthy enzymatic digestion times have been shown to alter transcriptomic signatures and generate stress responses that interfere with cell classification^35–39^. Addressing these concerns would help propel the exciting field of scRNA-seq into the future for tissue atlasing and disease diagnostics.

Microfluidic technologies have advanced the fields of biology and medicine by miniaturizing devices to the scale of cellular samples and enabling precise sample manipulation^40–44^. Most of this work has focused on manipulating and analyzing single cells^44–48^. Only a small number of studies have addressed tissue processing, and even fewer have focused on breaking down tissue into smaller constituents^49–51^. We previously developed a microfluidic device that specifically focused on breaking down cellular aggregates into single cells^52,53^. This dissociation device contained a network of branching channels that progressively decreased in size down to ~100 µm, and contained repeated expansions and constrictions to break down aggregates using shear forces. We then developed a device for on-chip tissue digestion using the combination of shear forces and proteolytic enzymes^54^. Finally, we developed a filter device containing nylon mesh membranes that removed large tissue fragments, while also dissociating smaller cell aggregates and clusters^55^. The microfluidic digestion, dissociation, and filter devices each enhanced single cell recovery when operated independently. To date, however, we have not combined these technologies to maximize performance and execute a complete tissue processing workflow on-chip. Moreover, we have not validated microfluidically processed cell suspensions using scRNA-seq.

In this work, we present a microfluidic platform comprised of three different tissue-processing technologies that enhances the breakdown of tissue and produces single-cell suspensions that are immediately ready for downstream single-cell analysis or other use. First, we design a digestion device that can be loaded with minced tissue and operated with minimal user interaction. Next, we integrate the dissociation and filter technologies into a single unit, and optimize the two-device platform using murine kidney to produce single cells more quickly and in higher numbers than traditional methods. Using the optimized protocol, we evaluate different tissue types using two single-cell analysis methods. For murine kidney and breast tumor tissues, microfluidic processing can produce >2-fold more epithelial cells and leukocytes, and >5-fold more endothelial cells. Using scRNA-seq, we show that device processed samples are highly enriched for endothelial cells, fibroblasts, and basal epithelium. We also demonstrate that stress responses are not induced in any cell type, and can even be reduced if shorter processing times are employed. For murine liver and heart, significant single cell numbers are obtained after only 15 min, and even as short as 1 min. Interestingly, we find that substantially more hepatocytes and cardiomyocytes are obtained if sample is recovered at discrete intervals, most likely because these cell types are sensitive to shear forces. Importantly, the microfluidic platform can significantly shorten processing time or enhance single cell recovery for all tissue types studied, and in some cases accomplish both, while increasing batch-to-batch reproducibility and maintaining viability. Furthermore, the entire tissue processing workflow is performed in an automated fashion. Thus, our microfluidic platform holds exciting potential to advance diverse applications that require the liberation of single cells from tissues.

## Results

We designed a digestion device that would not require manual device assembly. Instead, minced tissue is loaded through a port at the top of the device, which can then be sealed using a cap or stopcock. Scalpel mincing of tissue into ~1 mm^3^ pieces is ubiquitous, and therefore this format will be compatible with a wide array of tissue types and dissociation protocols. The full design layout of the minced tissue digestion device is shown in Fig. 1a, including the loading port, a chamber that retains the tissue in place, and fluidic channels that administer fluid shear forces and deliver proteolytic enzymes. These features were arranged across six layers of hard plastic, including two fluidic channel layers, two “via” layers, a top end cap with hose barbs and loading port, and a bottom end cap. The tissue chamber is in the uppermost fluidic layer, directly beneath the loading port and a 2.5 mm diameter via, and a detailed schematic is shown in Fig. 1b. We employed a square geometry, with 5 mm length and width, to allow tissue to be evenly distributed during loading. Chamber height was 1.5 mm, slightly larger than minced tissue, to prevent clogging during sample loading and device operation. Fluidic channels were placed upstream and downstream of the tissue chamber, and in both cases, we employed four channels that were 250 µm wide. The symmetric channel design was chosen for the minced format because there is a greater emphasis on prevention of clogging. We also extended channel length to 4 mm to prevent larger tissue pieces from squeezing all the way through the channels, but flared the end to make it easier to connect with the underlying via layer.

**Fig. 1:**
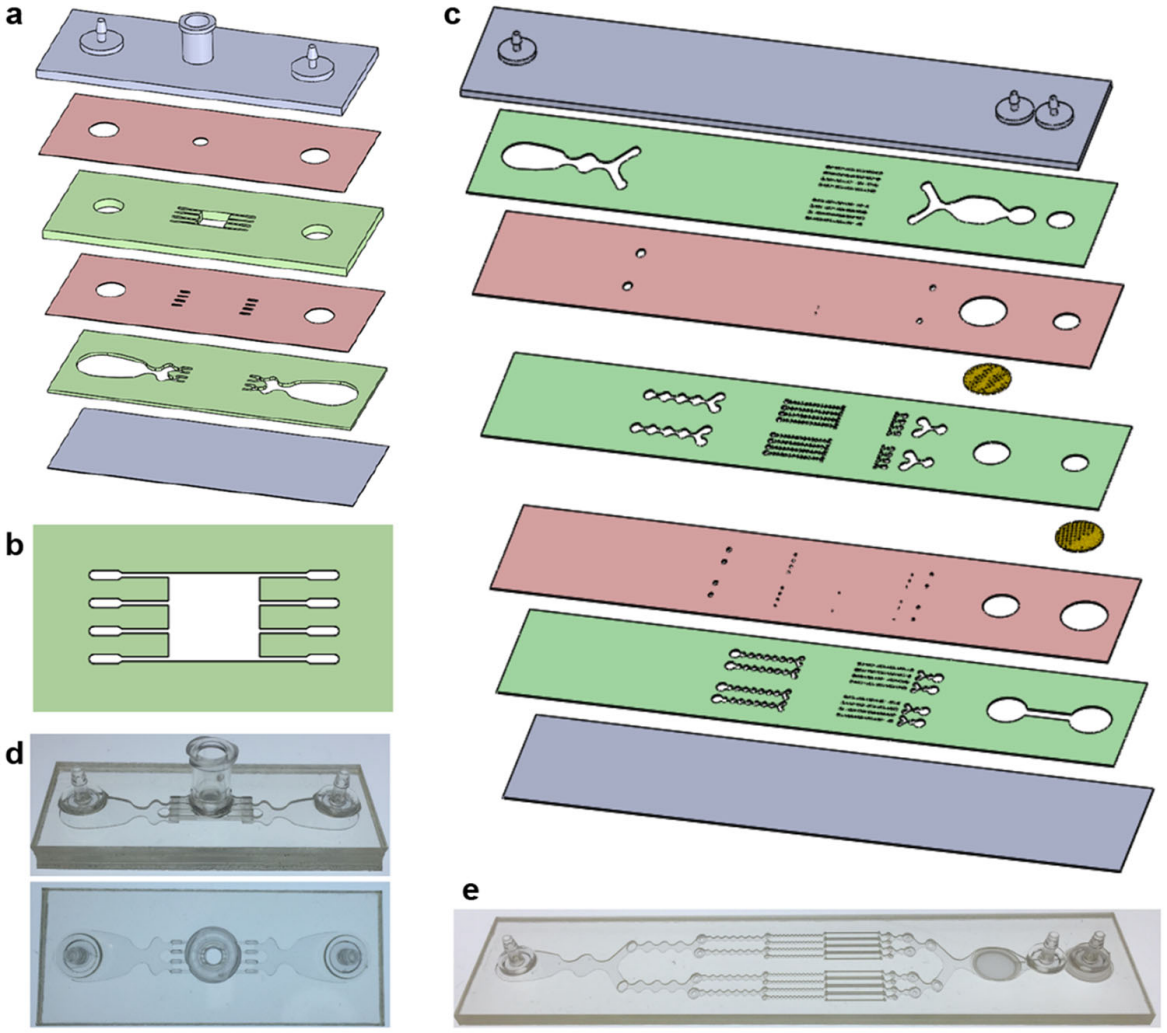
Microfluidic tissue processing platform. **a** Schematic of the minced tissue digestion device. Design includes six total layers, including two fluidic layers (green), 2 via layers (red), and the top and bottom end caps (gray). Tissue is loaded through the luer port and into the tissue chamber. **b** Schematic of the tissue chamber. Fluidic channels direct hydrodynamic shear forces and proteolytic enzymes, while also retaining minced tissue pieces in the chamber. **c** Schematic of the integrated dissociation/filter device. Tissue fragments and cell aggregates from the digestion device will be further broken down by hydrodynamic shear forces and nylon mesh filters. **d** Pictures of the fabricated minced digestion device. **e** Picture of the fabricated dissociation/filter device.

The dissociation and filter devices will process tissue fragments and cell aggregates that are small enough to leave the tissue chamber of the digestion device. This includes disaggregation via shear forces generated within the branching channel array and via physical interaction with nylon mesh filters^52,55^. For this work, we have integrated the dissociation and filter devices into a single unit to minimize holdup volume and simplify operation. The original designs were both arranged across seven layers, and thus were directly integrated, as shown in Fig. 1c.

The minced digestion and integrated dissociation/filter devices were fabricated using a commercial laminate process, with channel features laser micro-machined into hard plastic (PMMA or polyethylene terephthalate (PET)). All layers and other components were then aligned and bonded using pressure sensitive adhesive. Photographs of the fabricated devices are shown in Fig. 1d, e.

We first evaluated the minced digestion device using adult murine kidney samples. The kidney is a complex organ composed of anatomically and functionally distinct structures, and adult kidney tissue has a dense extracellular matrix that is challenging to dissociate into single cells^52,55,56^. Freshly dissected kidneys were minced using a scalpel to ~1 mm^3^ pieces and loaded into the minced digestion device through the luer port. The device and tubing were then primed with PBS containing 0.25% type I collagenase, the luer input port was sealed using a stopcock, and fluid was recirculated through the device using a peristaltic pump. We initially tested flow rates of 10 and 20 mL/min, which were used in previous work^52,54,55^. After 15 or 60 min of recirculation, sample was collected, washed, and genomic DNA (gDNA) was extracted to assess total cell recovery. A control was minced and gDNA was directly extracted to provide an upper recovery limit. At 10 mL/min, gDNA was ~15% and 60% of the control after 15 and 60 min, respectively (Fig. 2a). Increasing flow rate to 20 mL/min improved results to ~40% and 85%, respectively. Images of the tissue chamber were captured at the end of each experiment, and representative results are shown in Fig. 2b. We consistently observed tissue remaining in the chamber or adjacent channels at 10 mL/min, corroborating low gDNA recovery results. After 60 min at 20 mL/min, only a small amount of tissue was found within channels/vias, which helps explain why gDNA recovery was slightly lower than the control. Another possibility is that cells were damaged or destroyed during recirculation. To address this concern, we recirculated MCF-7 breast cancer cells through the system and assessed cell number and viability (see Supplementary Information, Supplementary Fig. S1). We observed that cell recovery decreased by ~10% after recirculating through the digestion device, regardless of flow rate or time. Moreover, results were similar after recirculating through the peristaltic pump alone, and cell viability remained high for all conditions tested. This confirms that sample loss was most likely related to holdup within the system or transfer steps, and not damage. Since 20 mL/min was more effective at clearing the tissue chamber and isolating gDNA, this flow rate was used for the remainder of the study.

**Fig. 2:**
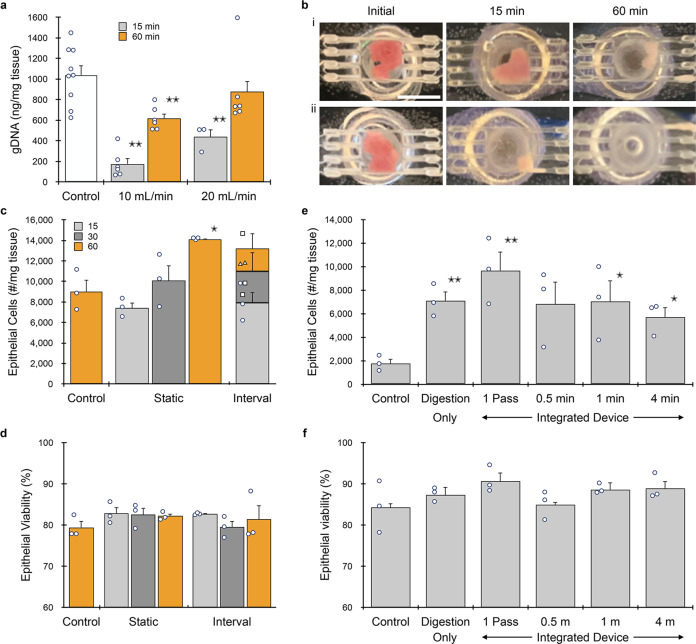
Device optimization using murine kidney. **a** Kidneys (*n* = 3 to 9 independent samples) were harvested, minced, and processed using the minced digestion device at 10 or 20 mL/min flow rate for 15 or 60 min, and total genomic DNA (gDNA) was quantified. gDNA was extracted directly from the control, and thus this represents maximum recovery. Results at 20 mL/min flow rate were superior, particularly at the shorter time point. **b** Pictures of tissue within the minced digestion device chamber before and after 15 or 60 min of processing at 10 (i) or 20 (ii) mL/min flow rate. Significant tissue remained at 10 mL/min, while tissue was largely absent at 20 mL/min. **c** Single EpCAM+ epithelial cells were quantified by flow cytometry after samples (*n* = 3) were processed with the minced digestion device for 15, 30, or 60 min. We also evaluated recovery of sample at different time intervals, with more collagenase added to continue processing of remaining tissue. **d** Epithelial cell viability was ~80% for all control and device conditions (*n* = 3). **e** Samples (*n* = 3) were processed with the integrated dissociation/filter device following 15 min of digestion device treatment. A single pass through the integrated device produced optimal results. **f** Epithelial cell viability was at ~85–90% for all conditions (*n* = 3). Data are presented as mean values ± SEM from at least three independent experiments. Circles indicate values for experimental replicates. For the stacked plot, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided *T* test was used for statistical testing. Stars indicate *p* < 0.05 and double stars indicate *p* < 0.01 relative to the control at the same digestion time. *p* values for all comparisons are presented in the Source Data file.

Next, we analyzed single cells using flow cytometry. Cell suspensions were labeled using a panel of antibodies and fluorescent probes specific for EpCAM (epithelial cells), TER119 (red blood cells), CD45 (leukocytes), and 7-AAD (live/dead), as listed in Table 1. We found that single epithelial cell numbers increased with processing time, from 15 to 60 min, producing up to ~14,000 cells/mg tissue (Fig. 2c). This represents a 1.5-fold increase relative to the control, which was digested for 60 min under constant agitation, followed by repeated pipetting and vortexing to replicate standard tissue dissociation protocols. We also note that after only 15 min in the digestion device, epithelial cells were statistically similar to the control digested for four-fold longer time. We also investigated an interval operation format, which involved processing for short time periods, eluting the cell suspension, replacing collagenase in the digestion device, and continuing recirculation. We observed that epithelial cell numbers accumulated through each time point of interval operation in a comparable manner to static operation. This demonstrates that interval collection does not compromise results, and suggests that epithelial cells can withstand long-term recirculation. Epithelial cell viability was ~80% for all control and device conditions, further confirming that device processing did not adversely affect cells (Fig. 2d). Results in terms of cell number and viability were similar for leukocytes (see Supplementary Information, Supplementary Fig. S2a, b).

**Table 1:** Flow cytometry probe panels.

Assay	Antibody		Fluorophore					Positive cells
	Clone	Dilution (µg/mL)	Kidney (initial)	Kidney (final)	Tumor	Liver	Heart	
EpCAM	G8.8	7	PE	PE	PE	N/A	N/A	Epithelial cells
TER-119	TER-119	5	AF647	AF647	AF647	AF647	AF647	Red blood cells
CD45	30-F11	5 (AF488) or 12.5 (BV510)	AF488	BV510	BV510	BV510	BV510	Leukocytes
Viability	N/A	3.33 (7-AAD) or 1:1000 (ZV)	7-AAD	7-AAD	7-AAD	7-AAD	Zombie Violet	Dead cells
CD31	MEC13.3	8	N/A	AF488	AF488	AF488	AF488	Endothelial cells
ASGPR1	8D7	10	N/A	N/A	N/A	PE	N/A	Hepatocytes
Troponin T	REA400	0.15	N/A	N/A	N/A	N/A	PE	Cardiomyocytes

We then investigated whether the integrated dissociation/filter device can further enhance single cell yield following the digestion device. We performed initial tests using the MCF-7 model, and found that recirculation at 20 mL/min, even for short periods of time, resulted in low viability (see Supplementary Information, Supplementary Fig. S1c,f). At 10 mL/min, single cells increased by ~20% after 30 s of recirculation, with no change in viability, which is similar to previous work using a syringe pump^53^. Longer recirculation times enhanced single cell numbers but decreased viability. Thus, we selected to evaluate short recirculation times at 10 mL/min using minced kidney that had been processed using the digestion device for 15 min. As a final step, sample was passed through the nylon mesh membranes in the filter component at 10 mL/min. Single epithelial cell recovery numbers are presented in Fig. 2e. The digestion device produced four-fold more single cells than the control that was also digested for 15 min. A single pass through the integrated device increased single epithelial cells by ~40% compared to digestion alone, which was ~5.5-fold greater than the control. Recirculation through the branching channel array produced fewer cells than the single pass. Epithelial cell viability was ~85–90% for all conditions (Fig. 2f). Similar results were observed for leukocytes (see Supplementary Information, Supplementary Fig. S2c,e). Based on these results, we selected a single pass through the integrated dissociation/filtration device for all work with kidney. We also note that the integrated device obviates the need for a cell straining step prior to flow cytometry.

We further evaluated kidney under different digestion times using the full microfluidic platform. We also added endothelial cells (via CD31, Table 1) to the flow cytometry panel, since they are difficult to isolate using traditional dissociation methods^34^. Minced tissue was loaded into the digestion device and processed under static (15 or 60 min) or interval (1, 15, and 60 min) formats, and then passed through the integrated dissociation/filter device one time. Controls were minced, digested (15 or 60 min), disaggregated by vortexing/pipetting, and filtered using a cell strainer. Results for epithelial cells are presented in Fig. 3a, and are generally similar to optimization studies (Fig. 2c), although epithelial cells increased to ~20,000/mg tissue. This was ~40% higher than the optimization study due to the integrated dissociation/filter, and overall more than double the 60 min control. Surprisingly, the 1 min interval produced ~1500 epithelial cells/mg, which was similar to the 15 min control. This time point was chosen primarily to eliminate erythrocytes (see Supplementary Information, Supplementary Fig. S3). Device processing was even more effective for endothelial cells (Fig. 3b), which exceeded the 60 min control by >5-fold. Findings for leukocytes (Fig. 3c) were generally similar to epithelial cells. We note a slight decrease in total cell recovery for the interval format relative to the 60 min static condition for all cell types, although this was not statistically significant. This modest decrease may have been due to sample loss during transfer and/or priming steps. Alternatively, cell clusters may have eluted in the early intervals, which would have otherwise been broken down if they remained within the digestion device. Population distributions for each cell type and processing condition are shown in Fig. 3d. Relative to the 60 min control, endothelial cells were enriched for all device conditions except the 1 min interval. Leukocytes were present at similar levels except in the 15 min control, where they were underrepresented. Interestingly, batch-to-batch reproducibility, as measured by the coefficient of variance (see Supplementary Information, Supplementary Table S1), decreased with processing time for each condition, and was lowest for the microfluidic system using intervals. Viability for all three cell types after device processing was similar to or exceeded controls (see Supplementary Information, Supplementary Fig. S4).

**Fig. 3:**
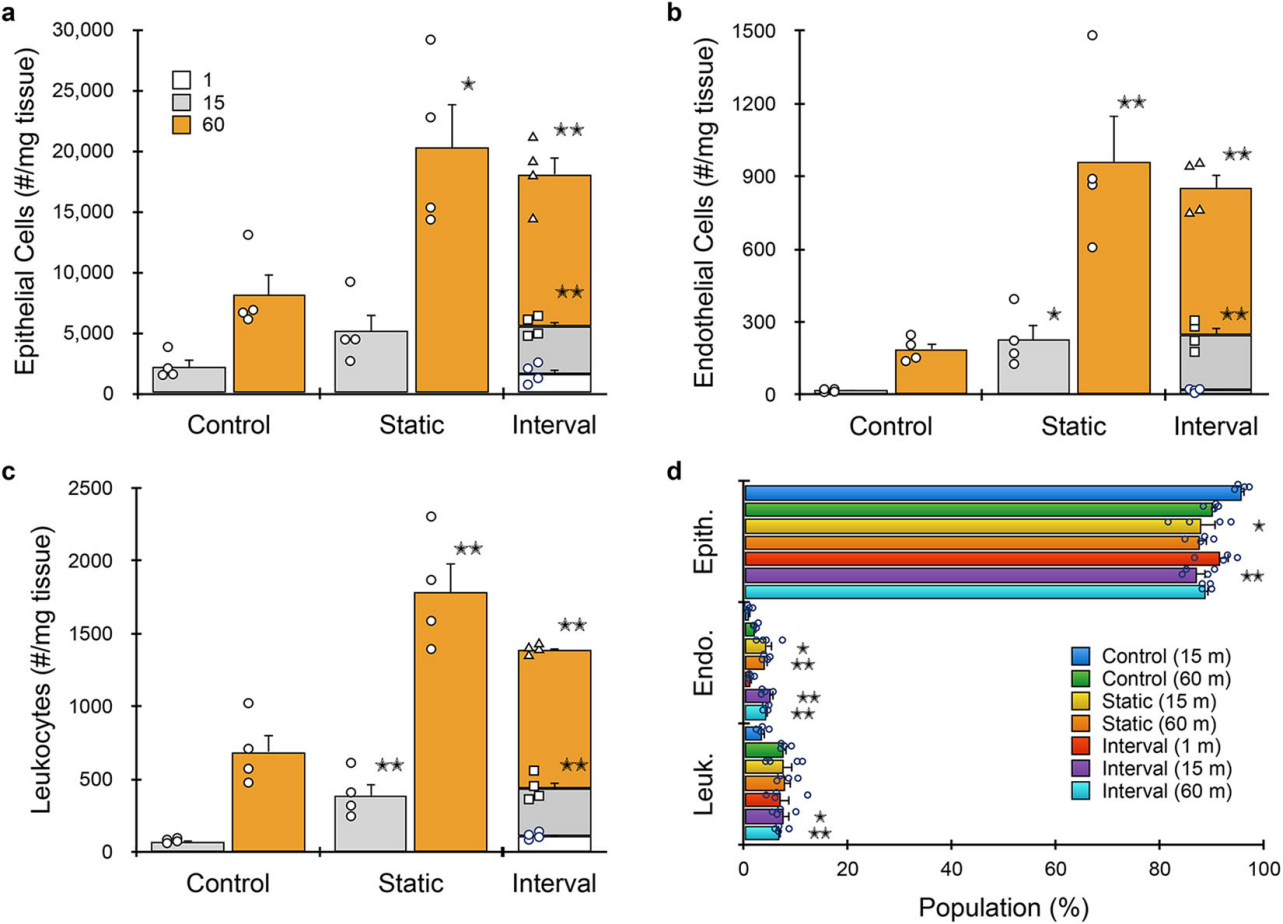
Microfluidic platform results for murine kidney. Kidneys (*n* = 4 independent samples) were harvested, minced, processed with the digestion device for 15 or 60 min, passed through the integrated dissociation/filtration device one time, and resulting cell suspensions were analyzed using flow cytometry. We also evaluated interval recovery at 1, 15, and 60 min time points from the same tissue sample. Controls were minced, digested for either 15 or 60 min, pipetted/vortexed, and passed through a cell strainer. **a** Single EpCAM+ epithelial cells increased by 2.5-fold with microfluidic processing. Interval results were comparable to static, and the 1 min interval produced comparable cell numbers to the 15 min control. Trends were similar for **b** endothelial cells and **c** leukocytes. Microfluidic processing was particularly effective for endothelial cells, yielding >5-fold more cells than the control at 60 min. **d** Population distributions obtained for each processing condition. Endothelial cells were enriched for all device conditions except the 1 min interval relative to controls. Data are presented as mean values ± SEM from at least three independent experiments. Circles indicate values for experimental replicates. For stacked plots, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided *T* test was used for statistical testing. Stars indicate *p* < 0.05 and double stars indicate *p* < 0.01 relative to the control at the same digestion time. *p* values for all comparisons are presented in the Source Data file.

Next we performed scRNA-seq, which has been used to catalog the diverse cell types residing within murine kidney and to create atlases^4,56–59^. Kidney tissue was processed using the device platform and collected at 15 and 60 min intervals, and we also evaluated a 60 min control. 

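The kidney data consisted of 3 droplet libraries from 12-week-old male C57BL/6 mice, an inbred laboratory strain, with 1 library each from the 60 min control, the 15 min platform interval and the 60 min platform interval. According to the paper's reporting summary, control and device conditions of a replicate shared 1 source mouse. With 1 library per condition, no difference between conditions had a replicate check and no test was run. The intervals given for kidney are 95% intervals that cover counting error only, exact binomial (Clopper-Pearson) for shares and exact Poisson for counts. The authors aligned the reads to the mm10 mouse genome with Cell Ranger and evened out read depth between the libraries when joining them. They deposited whole-number counts of unique molecular identifiers (UMIs) for each gene and cell, before their own filters. A UMI is a short random barcode attached to each captured RNA molecule, so amplified copies of 1 molecule are counted once. The deposited matrix covered 31053 genes. The control library held 8233 cells and 69691783 UMIs, with a median of 5987 UMIs and 1798 genes per cell. The 15 min library held 12082 cells and 116998401 UMIs (medians 7976 UMIs and 2036 genes), and the 60 min library 13719 cells and 112969440 UMIs (medians 5575 UMIs and 1770 genes). The paper's values in Supplementary Table S2 are 6091, 8244 and 5575 UMIs per cell in the same order, in a column headed as a mean. They lie near these medians, while the means of the deposited cells were 8465, 9684 and 8235 UMIs. Every value given here uses the deposited counts. From these counts, the study's limits on genes and mitochondrial share were applied again. Counts were scaled to 10000 UMIs per cell and log-transformed, and the libraries were clustered together on 2000 variable genes, 20 principal components and a resolution of 0.5. The paper's text does not give the number of components or the resolution. Clusters were called after a cell type ("-like") only from lists of marker genes fixed beforehand. The thresholds of the naming rule were written after the clusters had been seen, and its form for sub-clusters was completed after their shares had been set beside the study's. Clusters left without a name held 0.578% of control cells, 0.131% of 15 min cells and 1.70% of 60 min cells. One of them, with 34, 11 and 120 cells, scored highest for the endothelial list, with all 10 of its genes detected. The 7 genes of the B lymphocyte list were detected in it as well. It stayed unnamed because its leading genes held 1 marker of another class and no endothelial marker. The endothelial-like values leave it out. Doublets, droplets that caught more than 1 cell, were removed only through the upper limit on genes per cell. The doublet caller Scrublet marked 1.36% of the control cells with at least 200 genes and 3.98% of those at 60 min, but only 3 of 11521 at 15 min, where it did not work. The Y-linked gene Ddx3y had 41.9 CPM (UMIs of the gene scaled to a common library total) in the control, 36.1 at 15 min and 56.3 at 60 min, while Xist, which female cells express, was at 0.0574, 0.0684 and 0.142 CPM.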

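Limits of 200 to 3000 genes and at most 50% mitochondrial UMIs kept 5886 control cells (71.5%), 8390 cells of the 15 min interval (69.4%) and 9936 cells of the 60 min interval (72.4%). The upper gene limit applied to 19.3, 22.9 and 19.5% of the deposited cells in that order, and the mitochondrial limit to 9.22, 7.68 and 8.27%. Among the kept cells, the median UMI count was 5071 in the control, 6611.5 at 15 min and 4583 at 60 min. Their median mitochondrial share was 7.38% in the control and 8.59% at 60 min, compared with 20.4% at 15 min. In all, 24212 kidney cells entered the clustering.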

Live single cells were isolated from debris and dead cells using fluorescence-activated cell sorting (FACS), loaded onto a droplet-enabled 10X Chromium platform, and 34,034 cells were sequenced at an average depth of ~60,000 reads/cell. scRNA-seq quality metrics are shown in Supplementary Information, Supplementary Table S2, and were comparable across the conditions. After filtering, we used Seurat to identify (Fig. 4a) and annotate (see Supplementary Information, Supplementary Fig. S5) seven cell clusters^60^. This included two clusters of proximal tubules (convoluted, or S1, and straight, or S2–S3), endothelial cells, macrophages, B lymphocytes, and T lymphocytes. The final cluster was heterogenous, and included cells from the distal convoluted tubule (DCT), Loop of Henle (LOH), and CD, as well as MC. 

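Control cells numbered 1051 proximal tubule S1-like, 1212 proximal tubule S2–S3-like, 577 endothelial-like, 881 macrophage-like, 313 B lymphocyte-like and 190 T lymphocyte-like cells. The joint group of distal tubule, loop of Henle, collecting duct and mesangial-like cells held 527. At 15 min the same classes held 2421, 3520, 392, 163, 244, 123 and 198 cells, and at 60 min 1415, 856, 2418, 1522, 624, 532 and 1052 cells. Dendritic cell-like, NK cell-like and granulocyte-like clusters separated in addition, with 568, 121 and 48 cells at 60 min and 146, 52 and 38 in the control. With 30 components, dendritic cell-like cells numbered 173 at 60 min and 102 in the control, and a shallow cluster with 422 and 48 cells stayed unnamed.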

All seven clusters were represented in control and device conditions (see Supplementary Information, Supplementary Fig S6a). The relative number of cells in each cluster is shown in Fig. 4b. 

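S1-like cells made up 17.9% of the kept control cells, 28.9% at 15 min and 14.2% at 60 min. For S2–S3-like cells the shares were 20.6, 42.0 and 8.62%. A further proximal tubule-like cluster, whose S1 and S2–S3 marker scores lay within 0.5 of each other on the log2 scale, was not assigned to a segment. It held 14.7% of control cells, 14.8% at 15 min and 6.15% at 60 min. This gap was set after the shares of the proximal tubule-like clusters had been set beside the study's.

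**Figure D1:**
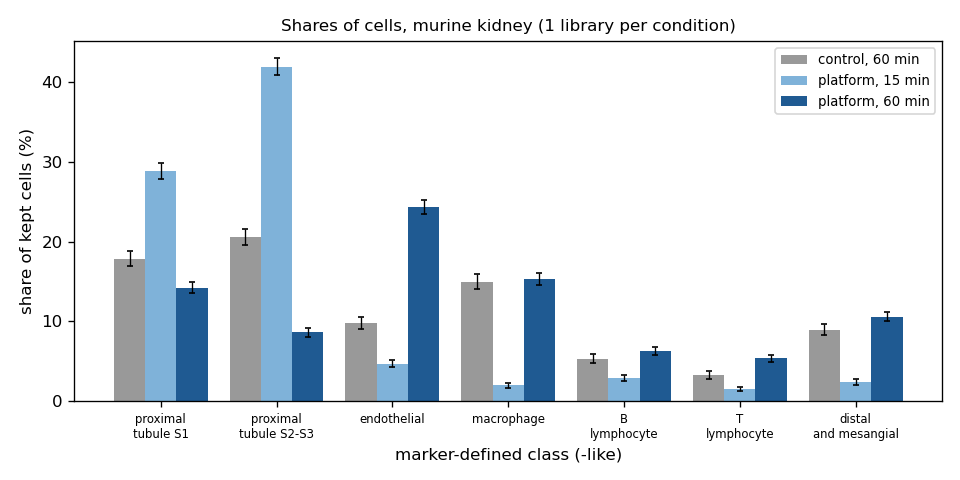
Share of the kept cells (%, vertical axis) in each kidney class for the control and the 15 and 60 min platform intervals. Bars give the share in 1 library, with error bars for the 95% exact binomial interval (counting error only), and the S2–S3-like bar is tallest at 15 min (42.0%).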

Proximal tubules were the predominant cell population, representing ~53% of the control, which closely matched a recently published mouse kidney atlas^4^. 

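Of the kept control cells, 3128 fell in proximal tubule-like clusters, a share of 53.1% (95% interval 51.9 to 54.4%). Macrophage-like cells followed with 15.0% (14.1 to 15.9%), endothelial-like cells with 9.80% (9.05 to 10.6%) and the joint distal and mesangial group with 8.95% (8.24 to 9.71%). B lymphocyte-like and T lymphocyte-like cells came to 5.32 and 3.23%.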

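In the 15 min interval, 7183 of 8390 kept cells were proximal tubule-like, or 85.6% (84.8 to 86.4%). This was 32.5 percentage points above the control (31.0 to 33.9 points). Assigning each cell to its highest marker score without clusters moved this difference most, to 36.1 points. Without the upper limits on genes and mitochondrial share it was 29.5 points.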

Proximal tubules were further enriched in the 15 min device condition, comprising ~86% of the cell suspension. The other cell populations were underrepresented relative to the control, most by ~2-fold, but reaching as high as 8-fold for macrophages. However, it is unclear whether this was caused by diminished recovery or simply dilution by proximal tubules. 

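At 15 min, macrophage-like cells made up 1.94% of the kept cells (1.66 to 2.26%), so the control's share was 7.70 times as high. For macrophage, dendritic cell and granulocyte-like cells counted together, the control's share was 7.95 times that at 15 min. The same ratio was 2.10 for endothelial-like, 1.83 for B lymphocyte-like and 2.20 for T lymphocyte-like cells, and 3.79 for the distal and mesangial group. The interval of the 15 min share lay below that of the control for each of these classes.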

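Proximal tubule-like cells numbered 2882 of the 9936 kept cells of the 60 min interval, a share of 29.0% (28.1 to 29.9%). Relative to the control, the share fell by 24.1 percentage points (interval −25.7 to −22.6 points). The 60 min share was 0.798 times the control's for S1-like cells and 0.418 times for S2–S3-like cells.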

The 60 min device interval only contained ~29% proximal tubules, but we surmise that most had already been removed in the 15 min interval. Endothelial cells were clearly enriched at 60 min, increasing to ~25% of the suspension, while remaining cell types remained close to control values. 

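Endothelial-like cells came to 24.3% (23.5 to 25.2%) of the kept cells at 60 min, 2.48 times the control's share and 14.5 points above it (13.4 to 15.7 points). The difference was 12.1 points without the upper limits on genes and mitochondrial share, the alternative that moved it most. Macrophage-like cells differed from the control by 0.350 points (−0.814 to 1.49 points), an interval that includes 0. T lymphocyte-like cells were 2.13 points higher (1.48 to 2.75 points), B lymphocyte-like cells 0.962 points higher (0.204 to 1.70 points) and the distal and mesangial group 1.63 points higher (0.675 to 2.57 points).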

Similar trends were observed within the DCT, LOH, DC, and MC sub-clusters (see Supplementary Information, Supplementary Figs. S6b, c). 

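A second clustering of the distal and mesangial group alone gave loop of Henle-like cells at 2.11% of all kept control cells, 0.834% at 15 min and 3.45% at 60 min. Distal convoluted tubule-like cells came to 2.17, 0.524 and 2.57%, and collecting duct-like cells to 2.87, 0.536 and 2.38%. Mesangial-like cells were rare, with 21 cells in the control, 4 at 15 min and 59 at 60 min. Their sub-cluster was led by Ren1, Acta2, Rgs5, Tagln and Myh11. The kidney marker lists held none for smooth muscle cells or pericytes, so such cells cannot be told apart from mesangial cells here. Thin limb-like and fibroblast-like sub-clusters also separated. A sub-cluster led by proximal tubule genes such as Slc34a1 and Kap stayed unnamed, and held 0.782% of the control, 0.322% of the 15 min and 0.926% of the 60 min cells.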

To compare population percentages obtained from scRNA-seq (Fig. 4b) and flow cytometry (Fig. 3d), consideration must be given to which cell populations were likely to express each marker. 

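The CD45 gene Ptprc (ENSMUSG00000026395; chromosome 1, 138062861 to 138175708 of mm10) and the CD31 gene Pecam1 (ENSMUSG00000020717; chromosome 11, 106654217 to 106750628) were read per class over the 3 kidney libraries. Ptprc reached 837 CPM in T lymphocyte-like, 462 CPM in macrophage-like and 375 CPM in B lymphocyte-like cells. In proximal tubule-like cells, which should lack it, Ptprc was at 0.599 CPM. Because the share of cells with a UMI rises with depth, cells were also thinned to 1000 UMIs. At least 1 Ptprc UMI was found in 95.1% of T lymphocyte-like cells (57.2% after thinning, 15 cells left out), 85.7% of macrophage-like cells (37.5%, 50 left out) and 70.5% of B lymphocyte-like cells (31.5%, 34 left out). In proximal tubule-like cells the share was 0.394% (0.0785%, 451 left out). Median UMIs per cell were 6571 in proximal tubule-like, 5200 in T lymphocyte-like, 6322.5 in macrophage-like and 3594 in B lymphocyte-like cells. Pecam1 stood at 824 CPM in endothelial-like cells, where 91.5% of cells had a UMI (55.8% after thinning, 113 left out, median 3837 UMIs). It was found in 0.227% of proximal tubule-like, 3.08% of macrophage-like and 25.0% of B lymphocyte-like cells (0.0314, 0.755 and 7.67% after thinning).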

*CD45* and *CD31* gene expression was well correlated with the appropriate clusters (see Supplementary Information, Supplementary Fig. S7). For *EpCAM*, DCT and CD cells have been shown to express at high levels, while proximal tubules and LOH cells ranged from low to undetectable^61^. 

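Epcam (ENSMUSG00000045394; chromosome 17, 87635979 to 87651129 of mm10) stood at 460.0 CPM in the distal and mesangial group and at 1.00 CPM in proximal tubule-like cells. Within that group it was at 654 CPM in loop of Henle-like, 474 CPM in collecting duct-like, 181 CPM in distal convoluted tubule-like and 29.6 CPM in mesangial-like cells. At least 1 Epcam UMI was found in 66.7% of loop of Henle-like cells (40.6% after thinning each cell to 1000 UMIs, 76 cells left out), 61.3% of collecting duct-like cells (32.6%, 64 left out) and 38.6% of distal convoluted tubule-like cells (18.3%, 60 left out). Their median depths were 2887, 3485.5 and 2694 UMIs. T lymphocyte-like cells, which should lack the gene, had a UMI in 4.97% of cells at a median of 5200 UMIs, and in 0.964% after thinning (15 left out). Mesangial-like cells had a UMI in 8.33% of cells, at a median of 5561 UMIs, and in 0 of 79 thinned cells (5 left out), which is not above this background. The share in proximal tubule-like cells was 0.591% (0.0785% after thinning, 451 left out).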

Inspection of sequencing results indicated that *EpCAM* was highly expressed by at least a subset of the DCT, LOH, CD, and MC sub-clusters (see Supplementary Information, Supplementary Fig. S7). Interestingly, proximal tubules were predominantly *EpCAM*-negative, but this could be explained by low basal expression and/or a potential secondary factor such as low protein turnover. We used the brightest fluorophore phycoerithrin (PE), to stain EpCAM to help discern low level expression, but it is possible that some cell proximal tubules remained undetectable. Assuming all proximal tubule, DCT, LOH, CD, and MC clusters were EpCAM+, we calculated population percentages of ~62, 88, and 40% for the control, 15 min device, and 60 min device conditions, respectively. This is directly in line with flow cytometry results for the 15 m device case, but considerably lower for the others. 

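Adding the proximal tubule-like clusters and the distal and mesangial group gave 62.1% of kept cells in the control (60.8 to 63.3%), 88.0% at 15 min (87.3 to 88.7%) and 39.6% at 60 min (38.6 to 40.6%).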

We note that if flow cytometry missed any of these cell types due to low EpCAM expression, it would only widen the disparity. Instead, we contend that the comprehensive manner in which scRNA-seq identifies cell types is superior to flow cytometry, particularly when a clear positive biomarker for all cell subpopulations is lacking. Flow cytometry is better suited to cell counting, however, and based on those results, device processing consistently produced comparable numbers of cells at 15 min and at least 50% more cells at 60 min, relative to the 60 min control. 

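The aggregate of the platform is the 15 min share times a weight plus the 60 min share times a second weight. With weights of 1 and 1.5, the weighted 60 min share of endothelial-like cells was 36.5% and their aggregate 41.2%, in percent of the cells of 1 control. The aggregate was 129% for proximal tubule-like cells, 24.9% for macrophage-like cells and 18.2% for the distal and mesangial group. Weights taken from the cell numbers in the flow cytometry source data were 0.493 and 1.57, and gave aggregates of 87.7% for proximal tubule-like and 40.5% for endothelial-like cells.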

We used these estimates as weighting factors (1× for 15 min, 1.5× for 60 min), along with percentages in Fig. 4b, to calculate aggregate device platform yields (see Supplementary Information, Supplementary Table S3). 

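Relative to the control's share, the platform aggregate was 4.20 for endothelial-like cells (95% interval 3.86 to 4.57). It was 2.43 for proximal tubule-like (2.37 to 2.50), 2.32 for B lymphocyte-like (2.04 to 2.63), 2.94 for T lymphocyte-like (2.51 to 3.45) and 1.66 for macrophage-like cells (1.54 to 1.80), and 2.04 for the distal and mesangial group (1.85 to 2.25). All leukocyte-like classes together gave 2.14 (2.03 to 2.24). Clustering at a resolution of 1 moved the endothelial-like ratio most, to 4.41. The flow cytometry weights lowered the proximal tubule-like ratio to 1.65.

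**Figure D2:**
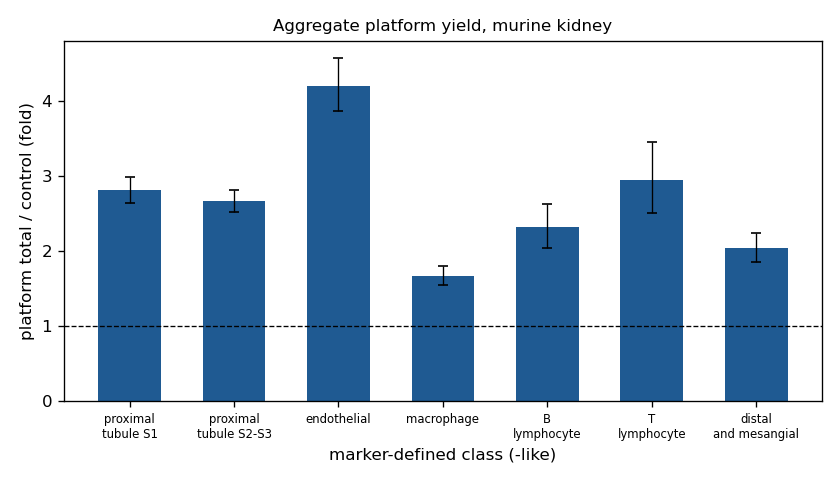
Platform aggregate relative to the control for each kidney class (1 means equal to the control). The ratio of weighted shares is drawn with its 95% interval (counting error only, 1 library per condition), and endothelial-like cells lie highest at 4.20.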

Total endothelial cell recovery was ~4-fold greater than the control, while other cell types were ~2- to 2.5-fold greater, which all match flow cytometry (Fig. 3a–c). While the true weighing factors may be slightly different, it does appear that the relative numbers between control and device platform are consistent between flow cytometry and scRNA-seq. However, the relative numbers across cell types varies considerably, which may have resulted from biasing during FACS collection or droplet loading in the 10X Chromium system, which have been documented previously^62^. Our results suggest a preferential selection of endothelial cells and leukocytes during these steps. Nevertheless, we conclude that our microfluidic device platform can address cell-specific biasing of kidney tissue during isolation by enriching endothelial cells, which have been shown to be underrepresented using standard tissue dissociation workflows^34^, while maintaining all other cell subtypes at similar numbers. 

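As shares of the platform aggregate rather than of the control, endothelial-like cells were 16.5%, proximal tubule-like cells 51.6%, all leukocyte-like cells 23.5% and the distal and mesangial group 7.30%. The paper first sets the population percentages of the 3 conditions side by side, weights the intervals by the cell numbers of flow cytometry and divides the aggregate by the control. It also reports that these ratios match its flow cytometry cell numbers, which had replicates. From the larger ratio of endothelial cells and the smaller ratios of the other types, the paper concludes that the platform enriches endothelial cells and keeps the other cell subtypes.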

We note that only a few potential podocytes were observed in either control or device samples (see Supplementary Information, Supplementary Fig. S8), which may be attributed to the fact that we only utilized collagenase for enzymatic digestion. 

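Of the kept kidney cells, 31 had a UMI of the podocyte gene Nphs1. No cluster was podocyte-like.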

Kidney atlases prepared using Liberase also lacked podocytes^34^, while the combination of collagenase and Pronase, as well as a cold-active protease, yielded podocyte cell clusters^36^. This indicates that the choice of enzyme is still important even in settings with enhanced mechanical forces.

**Fig. 4:**
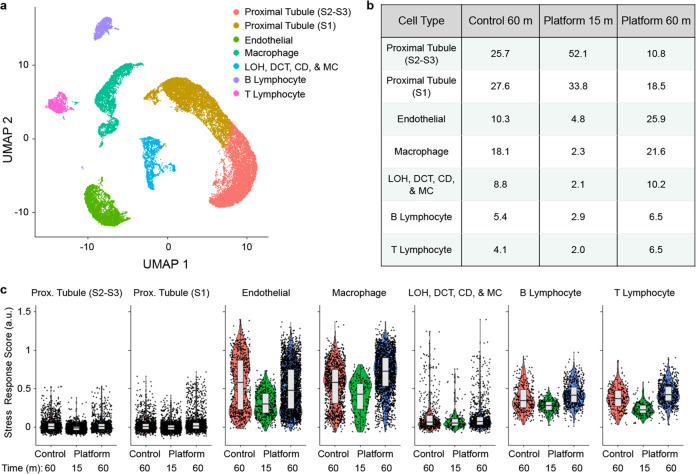
scRNA-seq of murine kidney (*n* = 1). Cell suspensions obtained from the microfluidic platform at 15 and 60 min intervals, as well as the 60 min control, were sorted by FACS to remove dead cells and debris, loaded onto a 10X Chromium chip, and sequenced at >50,000 reads/cell. **a** UMAP displaying seven cell clusters that correspond to two different proximal tubule subtypes, endothelial cells, macrophages, B lymphocytes, and T lymphocytes. The seventh cluster contained a mixed population corresponding to distal convoluted tubules (DCT), loop of Henle (LOH), collecting duct (CD), and mesangial cells (MC). **b** Population distributions for each cell cluster and processing condition. Proximal tubules were predominantly eluted from the microfluidic platform in the 15 min interval, while endothelial cells and macrophages were enriched in the 60 min interval. **c** Stress response scores, displayed in violin plots, were generally lower for the 15 min device interval. Horizontal line depicts median and edges of box depict 1^st^ and 3^rd^ quartiles.

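Macrophage, dendritic cell and granulocyte-like cells together made up 21.5% of the kept cells at 60 min (20.7 to 22.3%) and 18.1% in the control (17.1 to 19.1%). Macrophage-like cells alone were at 15.3% (14.6 to 16.0%) at 60 min, and their interval overlapped that of the control.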

Lastly, we evaluated stress response genes, which can interfere with cell identification using transcriptomic information. Induction of stress responses has been linked to conventional tissue dissociation protocols^34,36,38,39^. Since a large number of genes have been implicated, we calculated a stress response score based on a published set of 140 stress response genes (Fig. 4c) that were reported in previous scRNA-seq work^39,63^. 

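A stress score was computed for each cell as the mean log-normalized expression of 12 stress response genes minus that of 100 control genes per gene, drawn from the same of 24 expression bins. The genes were Nr4a1, Gadd45b, Atf3, Egr1, Jun, Junb, Jund, Fos, Fosb, Hsp90aa1, Hspa8 and Hspd1. The longer list of stress genes that the paper cites was not used here. Every cell was first thinned to 1000 UMIs, because scores move with depth, and shallower cells were left out. Mean scores in the control, with the SD between cells, were −0.236 (SD 0.308) for S1-like and −0.107 (SD 0.378) for S2–S3-like cells. The distal and mesangial group had 0.117 (SD 0.722), T lymphocyte-like cells 0.397 (SD 0.523), B lymphocyte-like cells 0.414 (SD 0.575), macrophage-like cells 0.873 (SD 0.890) and endothelial-like cells 0.985 (SD 1.00). Thinning left out 71 S1-like, 40 S2–S3-like, 71 distal and mesangial, 2 T lymphocyte-like, 11 B lymphocyte-like, 20 macrophage-like and 37 endothelial-like control cells.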

We found that stress response scores were cell type specific, with proximal tubules exhibiting the lowest values, as recently observed^38^. Stress response scores were generally lower for the 15 min interval condition compared to the 60 min interval and control cases. This is consistent with previous findings that shortening enzymatic digestion time reduces dissociation-induced transcriptional artifacts^36,38^. 

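At 15 min the mean score was lower than in the control in 7 of 7 classes, and in 6 or 7 of the compared classes under each alternative tried. One of the 7, S1-like cells, differed by only −0.00266. This is smaller in size than 0.0197, the difference between 2 sets of 500 simulated macrophage-like cells over 31053 genes with no change. Both sets were drawn from 1 profile and thinned alike, so 0.0197 is the scatter of 1 draw. Cells of 1 profile lack the variation between real cells, so this value sets no lower limit for a real class. The score fell by 0.638 in endothelial-like, by 0.271 in T lymphocyte-like, by 0.159 in B lymphocyte-like, by 0.122 in macrophage-like and by 0.118 in S2–S3-like cells, and by 0.255 in the distal and mesangial group. The endothelial-like difference was −0.636 in SDs of the control cells. Without thinning, the differences were −0.620 in endothelial-like, −0.325 in T lymphocyte-like, −0.145 in B lymphocyte-like, −0.168 in macrophage-like, −0.191 in S2–S3-like and −0.0507 in S1-like cells, and −0.209 in the distal and mesangial group. Thinning left out 10 endothelial-like, 0 T lymphocyte-like, 4 B lymphocyte-like, 9 macrophage-like, 22 S2–S3-like, 25 S1-like and 41 distal and mesangial cells at 15 min.

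**Figure D3:**
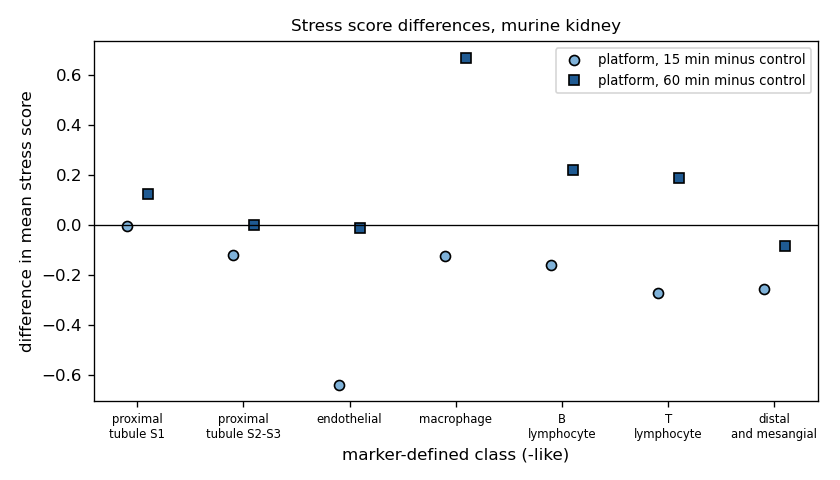
Difference of the mean stress score from the control (vertical axis, score units) for each kidney class at 15 and 60 min, cells thinned to 1000 UMIs. Each point compares 1 platform library with 1 control library, so no error is drawn, and the points at 15 min lie below 0, that of S1-like cells at −0.00266.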

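At 60 min the mean score differed from the control by 0.671 in macrophage-like cells (0.753 SDs of the control cells), 0.220 in B lymphocyte-like, 0.187 in T lymphocyte-like and 0.125 in S1-like cells. In S2–S3-like cells it differed by 0.000252, in endothelial-like cells by −0.00932 and in the distal and mesangial group by −0.0821. The score was above the control in 5 of 7 classes, and in 4 to 7 of them under the alternatives. Without thinning, the differences were 0.666 in macrophage-like, 0.268 in B lymphocyte-like, 0.247 in T lymphocyte-like, 0.148 in S1-like, 0.0266 in S2–S3-like and 0.00127 in endothelial-like cells, and −0.0523 in the distal and mesangial group. The endothelial-like difference thus changed its sign. With a wider list of 120 stress genes, the macrophage-like difference was 0.226, or 0.728 SDs of the control cells. The thinned differences of S2–S3-like and endothelial-like cells were smaller in size than the scatter of 1 draw between the simulated cells with no change. Thinning left out 21 macrophage-like, 19 B lymphocyte-like, 13 T lymphocyte-like, 52 S1-like, 66 S2–S3-like, 66 endothelial-like and 103 distal and mesangial cells at 60 min.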

Importantly, we found no evidence that exposure to fluid shear stresses within the digestion device heightened the stress response for any cell type. This suggests that time was the predominant factor, which can be mitigated using the interval concept offered by our microfluidic platform. Expression values for selected stress response genes are individually shown in the Supplementary Information, Supplementary Fig. S9.

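In endothelial-like cells, Atf3 (chromosome 1, 191170296 to 191218039 of mm10) stood at 1245 CPM in the control (1200.1 to 1292 CPM), 69.5 CPM at 15 min (57.0 to 83.9 CPM) and 837 CPM at 60 min (819 to 855 CPM). Hsp90aa1 was at 2498, 393 and 2262 CPM in the same order, and Jun at 4577, 3735 and 6283 CPM. In macrophage-like cells, Fos (chromosome 12, 85473890 to 85477273) stood at 1671 CPM in the control (1638 to 1704 CPM), 3757 CPM at 15 min (3631 to 3887 CPM) and 4762 CPM at 60 min (4718 to 4806 CPM). Hsp90aa1 in these cells was at 2782, 518 and 4420.3 CPM, and Gadd45b at 458, 50.5 and 220.4 CPM. S2–S3-like cells had 171 CPM of Fos in the control and 2.73 CPM at 15 min (1382 and 82 UMIs). Among the largest falls per class at 15 min, the chemokine gene Cxcl2 in macrophage-like cells was at 3806 CPM in the control and 149 CPM at 15 min. The heat shock gene Hspa1a in B lymphocyte-like cells was at 2016 and 21.4 CPM.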

Solid tumors can exhibit high degrees of intratumoral heterogeneity, which has been directly implicated in cancer progression, metastasis, and the development of drug resistance^12,13^. This heterogeneity has successfully been captured using scRNA-seq and linked to survival for glioblastoma, drug resistance in melanoma, and prognosis for colorectal cancer^3,63–67^. Moreover, it is expected that expanded application of scRNA-seq in clinical settings will soon emerge to provide molecular and cellular information for guiding personalized therapies^68^. Due to abnormal extracellular matrix composition and density, however, tumor tissues are considered to be amongst the most difficult epithelial tissues to dissociate^55,69,70^. We evaluated microfluidic processing of mammary tumors that spontaneously arise in MMTV-PyMT transgenic mice. We first optimized the minced digestion and integrated dissociation/filter devices separately. The digestion device generated ~2-fold more EpCAM+ epithelial cells than the controls after 15 and 30 min, and the difference extended to 2.5-fold after 60 min (see Supplementary Information, Supplementary Fig. S10a). Viability was higher for device processed samples than controls at all time points (see Supplementary Information, Supplementary Fig. S10b). We then tested the integrated dissociation/filter device and again found that a single pass was optimal (see Supplementary Information, Supplementary Fig. S10c, d). In this case, recirculation for 1 and 4 min produced similar cell numbers, but with lower viability.

Results for the full microfluidic device platform are shown in Fig. 5, and were generally similar to kidney, but with two- to three-fold lower cell counts/mg tissue overall. However, the device platform still produced significantly more cells than controls. Epithelial cells were ~2-fold higher at both time points (Fig. 5a). Endothelial cells were again liberated more effectively by device processing, with five-fold more cells recovered after 15 min and ten-fold more after 60 min (Fig. 5b). Leukocytes increased by three- and five-fold after 15 and 60 min, respectively (Fig. 5c). The interval format produced similar total epithelial cell and leukocyte numbers when compared to the corresponding static time point. However, ~30% more endothelial cells were obtained from intervals. We also note that a remarkably large number of epithelial cells (>15%) were obtained at the 1 min interval. Relative population percentages are shown in Fig. 5d. Device processing enriched for endothelial cells and leukocytes at all but the 1 min time point, which remained similar to controls. As with kidney, microfluidic processing was associated with higher batch-to-batch reproducibility, as measured by the coefficient of variation (see Supplementary Information, Supplementary Table S4). Viability for all three cell types were similar to the 15 min control and exceeded the 60 min control (see Supplementary Information, Supplementary Fig. S11). Thus, the microfluidic platform liberated more single cells from tumor, while also better preserving cell viability.

**Fig. 5:**
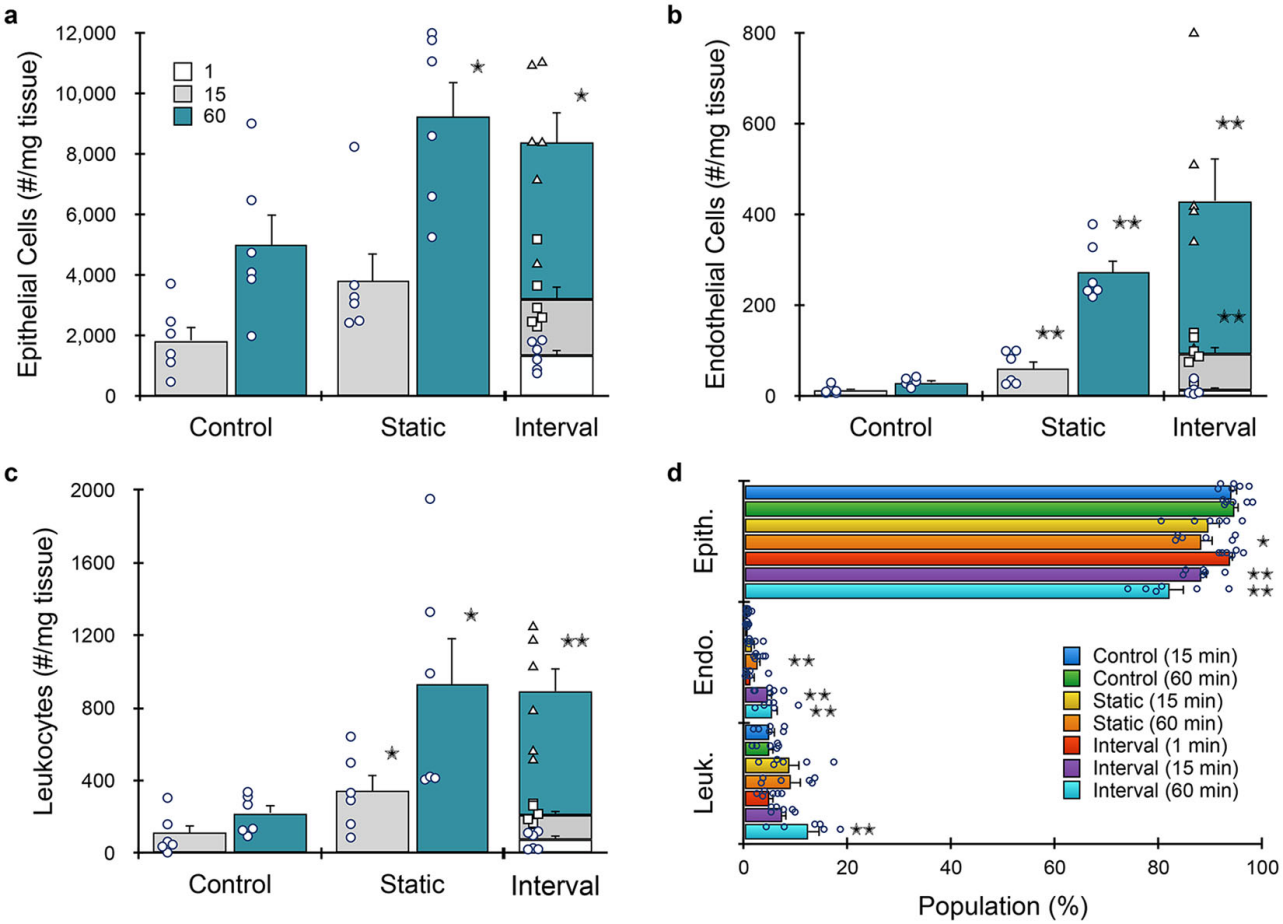
Microfluidic platform results for murine breast tumor. Breast tumors from MMTV-PyMT mice (*n* = 6) were resected, minced, processed with the microfluidic platform, and analyzed by flow cytometry. **a** EpCAM+ epithelial cells were ~2-fold higher at both time points. **b** Endothelial cells were enhanced even more by the microfluidic platform, with five- and ten-fold more cells recovered after 15 and 60 min, respectively. **c** Leukocytes increased by three- and five-fold after 15 and 60 min, respectively. The interval format produced similar total cell numbers relative to the corresponding static time point, except for endothelial cells, which were slightly higher. **d** Population distributions obtained for each processing condition. Device processing enriched both endothelial cells and leukocytes at all but the 1 min time point. Data are presented as mean values ± SEM from at least three independent experiments. Circles indicate values for experimental replicates. For stacked plots, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided *T* test was used for statistical testing. Stars indicate *p* < 0.05 and double stars indicate *p* < 0.01 relative to the control at the same digestion time. *p* values for all comparisons are presented in the Source Data file.

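The tumor data consisted of 3 droplet libraries of mammary tumors from 10-week-old female MMTV-PyMT mice, in which a mammary promoter drives the polyoma middle T oncogene. As for kidney, 1 library each came from the 60 min control and the 15 and 60 min platform intervals, so no test was run, and the intervals given for the tumor are 95% intervals that cover counting error only. The authors processed the reads as for kidney and deposited UMI counts before their filters. The control library held 8177 cells and 90414805 UMIs, with a median of 8195 UMIs and 2298 genes per cell. The 15 min library held 8198 cells and 101222030 UMIs (medians 10285.5 UMIs and 2836.5 genes), and the 60 min library 8152 cells and 97006183 UMIs (medians 10031.5 UMIs and 2562 genes). The paper's values in Supplementary Table S2 are 8412, 10286 and 10788 UMIs per cell, under the heading of a mean, and the means of the deposited cells were 11057, 12347 and 11899.7 UMIs. The deposited counts were used here. Normalization, clustering and naming followed the kidney settings, with the epithelial-like clusters clustered a second time. Clusters that were not named held 12.7% of the kept control cells, 3.19% at 15 min and 7.89% at 60 min. One of them was epithelial by its markers but shallow, with 477, 68 and 166 cells in the control, 15 min and 60 min libraries, a median of 1888 UMIs in the control and no marker among its 10 leading genes. The other had 252, 117 and 309 cells, or 4.39, 2.02 and 5.13% of the kept cells. It scored highest for the macrophage list, with all 10 of its genes detected. It stayed unnamed because its 10 leading genes, among them Chil3, Lyz1, Plac8 and Ccr2, held 1 dendritic cell marker and no macrophage marker. The macrophage-like values of the tumor leave this cluster out. Scrublet marked 1.54% of control cells, 2.40% at 15 min and 2.12% at 60 min, and these cells were left out only as an alternative. Xist stood at 1538, 1521 and 1379 CPM, and no UMI of Ddx3y was counted in any tumor library.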

We then performed scRNA-seq, again using the 15 and 60 min device intervals and the 60 min control. 

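Cells with 200 to 4000 genes and at most 25% mitochondrial UMIs were kept, 5736 in the control (70.1%), 5802 at 15 min (70.8%) and 6024 at 60 min (73.9%). The gene limit applied to 14.5, 19.8 and 15.9% of the deposited cells and the mitochondrial limit to 15.3, 9.40 and 10.2%. Kept cells had median UMI counts of 8210.5, 9228 and 9476.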

A total of 24,527 cells were sequenced at an average of ~45,000 reads per cell. 

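The 17562 kept tumor cells gave clusters that were epithelial-like, with 3069 control, 3904 15 min and 2450 60 min cells. In the same order, macrophage-like clusters held 888, 955 and 1416 cells, endothelial-like clusters 346, 268 and 819, T lymphocyte-like clusters 335, 253 and 385, fibroblast-like clusters 40, 71 and 301 and granulocyte-like clusters 308, 129 and 80 cells. A separate pericyte-like cluster held 21, 37 and 98 cells. One of the 2 T lymphocyte-like clusters was led by Xcl1, Nkg7, Gzmb, Cd7, Gzmc, Ctsw, Cd3g, Trdc, Klrd1 and Il2rb, of which Cd3g is on the T lymphocyte list and Nkg7 on the NK cell list. In all, 7 genes of the T lymphocyte list and 5 of the NK cell list were detected in it. It held 79.7, 72.7 and 47.8% of the class in the control, 15 min and 60 min libraries.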

We identified six clusters corresponding to epithelial cells, macrophages, endothelial cells, T lymphocytes, fibroblasts, and granulocytes (Fig. 6a). 

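In the control, 53.5% of the kept cells (52.2 to 54.8%) lay in named epithelial-like clusters. When every cluster was given to its best-scoring class, a setting chosen after the clusters had been seen, the shallow cluster joined them and the control share was 61.8%. Macrophage-like cells made up 15.5% (14.6 to 16.4%), endothelial-like cells 6.03% (5.43 to 6.68%) and T lymphocyte-like cells 5.84% (5.25 to 6.48%).

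**Figure D4:**
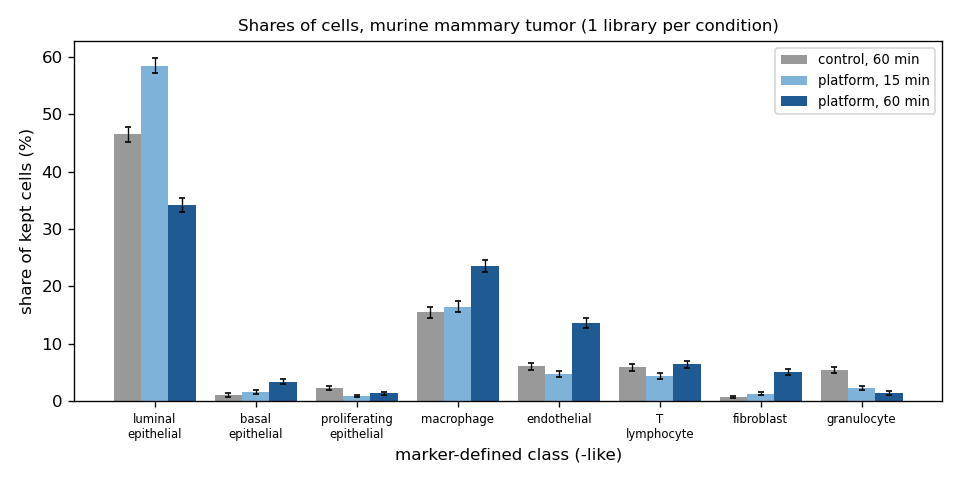
Share of the kept cells (%, vertical axis) in each tumor class for the control and the 15 and 60 min platform intervals. Bars give the share in 1 library, with error bars for the 95% exact binomial interval (counting error only), and luminal-like cells are the tallest bars in each library.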

Epithelial cells were the predominant cell population, representing 62.0% of control cells (Fig. 6b). 

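The epithelial-like share was 67.3% at 15 min (66.1 to 68.5%), 13.8 percentage points above the control (12.0 to 15.5 points). At 60 min it was 40.7% (39.4 to 41.9%), and the share dropped by 12.8 points (interval −14.6 to −11.0 points). Giving every cluster to its best-scoring class moved both differences most, to 6.64 points at 15 min and −18.4 points at 60 min.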

Epithelial percentages increased slightly in the 15 min interval and decreased in the 60 min interval. 

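Within the epithelial-like cells, the second clustering named luminal, basal and proliferating sub-clusters from lists that include Krt18, Krt14 and Mki67, so the levels of these genes check the labels only. Krt14 (chromosome 11, 100203162 to 100207548 of mm10) stood at 2078 CPM in basal-like, 102 CPM in luminal-like and 176 CPM in proliferating cells. Krt18 (chromosome 15, 102028180 to 102032027) was at 2702 CPM in luminal-like, 1171 CPM in proliferating and 722 CPM in basal-like cells. Mki67 (chromosome 7, 135689784 to 135716361) was at 269 CPM in proliferating, 2.09 CPM in luminal-like and 2.90 CPM in basal-like cells. Stress or immune genes led 3 of the luminal-like sub-clusters. Hspa1a and Hspa1b were in one, Csf3, Fosl1, Cxcl1 and Cxcl2 in another and the interferon response genes Ifit1 and Isg15 in the last. The sub-cluster with Csf3 held 714 cells in the control, 21 at 15 min and 235 at 60 min. In the same order, the one with Hspa1a held 629, 896 and 899 cells, and the one with Ifit1 142, 320 and 119.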

We identified three sub-clusters within the epithelial population corresponding to luminal, basal, and proliferating luminal cells based on expression of *Krt14*, *Krt18*, and *Mki67*, respectively (see Supplementary Information, Supplementary Fig. S12). The luminal subtype dominated, as expected for MMTV-PyMT tumors. 

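Luminal-like cells came to 46.5% of the kept control cells, 58.5% at 15 min and 34.2% at 60 min. The share was 12.0 points above the control at 15 min (10.2 to 13.8 points) and dropped by 12.3 points at 60 min (interval −14.0 to −10.5 points).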

The basal subpopulation was enriched with device processing, while the proliferating luminal subpopulation was underrepresented. These results suggest that basal epithelium is more difficult to dissociate. 

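Basal-like cells numbered 58 in the control, 92 at 15 min and 203 at 60 min, or 1.01% (0.769 to 1.31%), 1.59% (1.28 to 1.94%) and 3.37% (2.93 to 3.86%) of the kept cells. The intervals of the control and 15 min shares overlapped, while the difference between them was 0.575 points (0.161 to 0.996 points). Proliferating cells numbered 129, 49 and 79, or 2.25% (1.88 to 2.67%), 0.845% (0.625 to 1.11%) and 1.31% (1.04 to 1.63%).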

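Epcam was at 2399.9 CPM in the epithelial-like cells of the tumor, with at least 1 UMI in 98.8% of them (84.0% after thinning to 1000 UMIs, 76 cells left out, median 9511 UMIs). T lymphocyte-like cells, which should lack it, had 136 CPM and a UMI in 31.8% of cells (8.20% after thinning, 22 left out, median 6582 UMIs). Macrophage-like cells had 57.1 CPM and a UMI in 21.0% (4.04%, 62 left out, median 11208 UMIs). Ptprc stood at 764 CPM in granulocyte-like, 598 CPM in T lymphocyte-like and 343 CPM in macrophage-like cells, with a UMI in 77.6, 88.6 and 88.7% of cells (55.3, 48.8 and 28.7% after thinning). In epithelial-like cells it was at 1.15 CPM, with a UMI in 0.944% (0.160% after thinning). Granulocyte-like cells had a median of 1936 UMIs, and thinning left out 27 of them. Pecam1 stood at 979 CPM in endothelial-like cells, with a UMI in 94.1% (59.0% after thinning, 21 left out, median 7135 UMIs). Epithelial-like cells had 4.43 CPM of it and a UMI in 2.92% (0.407% after thinning).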

Comparing cell populations between scRNA-seq and flow cytometry was more straightforward since EpCAM, CD45, and CD31 all correlated well with the expected cell types (see Supplementary Information, Supplementary Fig. S13). However, fibroblasts were not detected by flow cytometry, and account for a significant portion of the 60 min device condition. 

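Fibroblast-like cells came to 5.00% of the kept cells at 60 min (4.46 to 5.58%), compared with 0.697% in the control (0.499 to 0.948%) and 1.22% at 15 min (0.957 to 1.54%). With the pericyte-like cluster added, the shares were 6.62, 1.06 and 1.86%.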

As with kidney, tumor epithelial percentages were significantly higher in flow cytometry data, which would further suggest biasing during sorting and/or droplet encapsulation. If we combine the population percentages in Fig. 6b with the same weighting factors used for kidney (1× for 15 min, 1.5× for 60 min), we can again calculate aggregate device platform yields (see Supplementary Information, Supplementary Table S5). 

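With weights of 1 and 1.5, the aggregate in percent of the control's cells was 128% for epithelial-like, 51.7% for macrophage-like, 25.0% for endothelial-like, 13.9% for T lymphocyte-like, 8.72% for fibroblast-like and 4.22% for granulocyte-like cells. Weights from the tumor flow cytometry source data were 0.394 and 1.18.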

Differences for the device aggregate relative to the control were ~2-fold for epithelial cells and 2.5- to 3-fold for T lymphocytes and macrophages, which are all similar to flow cytometry results (Fig. 5a, c). 

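Relative to the control's share, the aggregate was 2.40 for epithelial-like (95% interval 2.33 to 2.47), 2.39 for T lymphocyte-like (2.10 to 2.72) and 3.34 for macrophage-like cells (3.11 to 3.58). With the flow cytometry weights these ratios were 1.39, 1.59 and 2.21. The macrophage-like ratios leave out the unnamed cluster that scored highest for macrophages. It held 252 cells in the control, 117 at 15 min and 309 at 60 min.

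**Figure D5:**
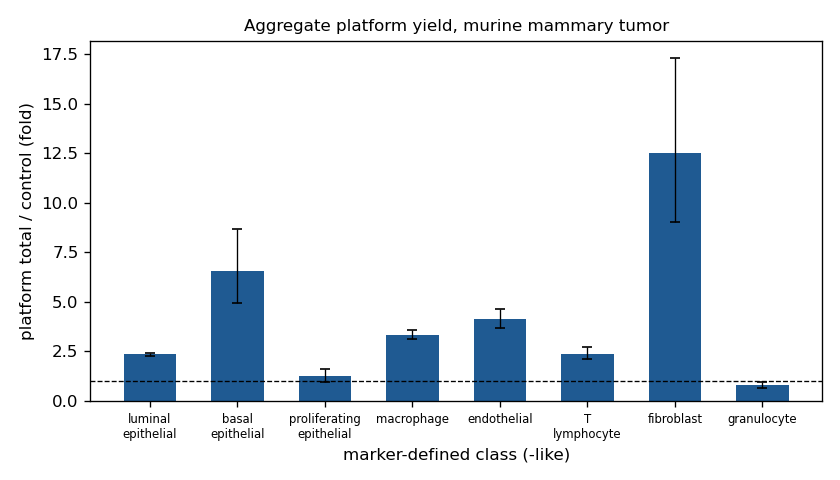
Platform aggregate relative to the control for each tumor class (1 means equal to the control). The ratio of weighted shares is drawn with its 95% interval (counting error only, 1 library per condition). Fibroblast-like cells are highest at 12.5 and granulocyte-like cells lowest at 0.785.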

Endothelial cells were ~4-fold greater for the device platform, which is lower than the 10-fold difference from flow symmetry (Fig. 5b). 

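Endothelial-like cells made up 4.62% of the kept cells at 15 min (4.09 to 5.19%) and 13.6% at 60 min (12.7 to 14.5%). Their aggregate was 4.15 times the control's share (3.69 to 4.66), and 2.97 times with the flow cytometry weights, the alternative that moved it most.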

Notably, fibroblasts were enriched by 10-fold using the device platform. 

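The fibroblast-like aggregate was 12.5 times the control's share, with an interval of 9.04 to 17.3 that reflects the 40 fibroblast-like control cells. Across the alternatives it ranged from 8.87, without the upper limits on genes and mitochondrial share, to 13.2, with Scrublet's calls left out. For fibroblast-like and pericyte-like cells together it was 11.1 (8.52 to 14.4).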

Our results confirm that tissue processing with the microfluidic device platform can improve isolation of all cell types by at least 2.5-fold, as well as difficult to liberate cell types such as endothelial cells, fibroblasts, and basal epithelium by 4- to 10-fold.

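As shares of the aggregate itself, epithelial-like cells were 51.3%, macrophage-like cells 20.7%, endothelial-like cells 10.0% and fibroblast-like cells 3.49%. Proliferating cells had an aggregate of 1.25 times the control's share (0.979 to 1.60). The paper weights the percentages of the intervals by the factors it used for kidney and sets the aggregates against the control. It also compares these ratios with its replicated flow cytometry, where the endothelial increase was larger. From these results, the paper concludes that the platform improves the isolation of cell types from the tumor. It gives a larger improvement for endothelial cells, fibroblasts and basal epithelium.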

**Fig. 6:**
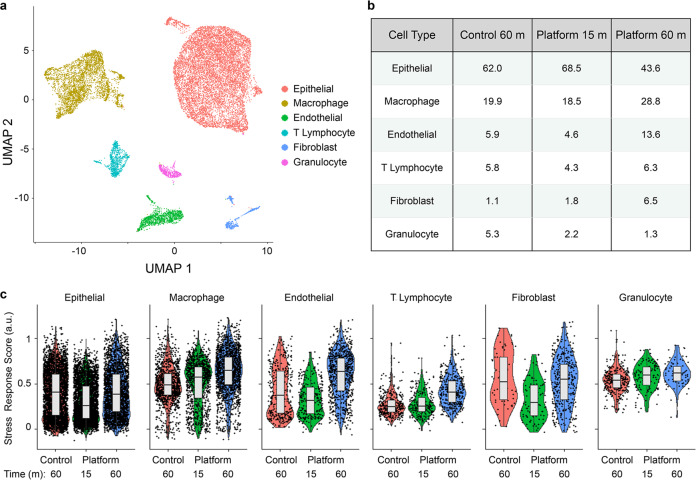
scRNA-seq of murine mammary tumor (*n* = 1). Cell suspensions obtained from the microfluidic platform at 15 and 60 min intervals, as well as the 60 min control, were processed and analyzed using similar methods to kidney. **a** UMAP displaying six cell clusters that correspond to epithelial cells, macrophages, endothelial cells, T lymphocytes, fibroblasts, and granulocytes. **b** Population distributions for each cell cluster and processing condition. Epithelial cells were predominantly eluted from the microfluidic platform in the 15 min interval, while endothelial cells and fibroblasts were enriched in the 60 min interval. Fibroblasts were enriched in both platform conditions, while granulocytes were depleted. **c** Stress response scores, displayed in violin plots, were generally similar across conditions and cell types. Horizontal line depicts median and edges of box depict 1^st^ and 3^rd^ quartiles.

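Granulocyte-like cells were at 5.37% of the kept cells in the control (4.80 to 5.98%), 2.22% at 15 min (1.86 to 2.64%) and 1.33% at 60 min (1.05 to 1.65%). Their aggregate was 0.785 times the control's share (0.659 to 0.935).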

Finally, we determined stress response scores as described for kidney. The importance of stress responses can be heightened for tumor since some response genes, such as members of the *Jun* and *Fos* families, have been associated with metastatic progression and drug resistance^38,71–73^. 

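Mean tumor scores in the control, computed as for kidney from the 12 genes with cells thinned to 1000 UMIs, were −0.0272 (SD 0.369) in T lymphocyte-like, 0.411 (SD 0.424) in granulocyte-like, 0.432 (SD 0.754) in epithelial-like, 0.443 (SD 0.644) in macrophage-like, 0.453 (SD 0.759) in endothelial-like and 0.991 (SD 0.747) in the 40 fibroblast-like cells. At 15 min the score differed from the control by 0.557 in macrophage-like, 0.412 in granulocyte-like and 0.249 in T lymphocyte-like cells, and by −0.0446 in epithelial-like, −0.107 in endothelial-like and −0.617 in fibroblast-like cells. With the wider list of 120 stress genes, the macrophage-like difference was 0.0312, or 0.142 SDs of the control cells, compared with 0.864 SDs for the 12 genes. The T lymphocyte-like difference was 0.0227, or 0.172 SDs, compared with 0.675 SDs. At 60 min the differences were 0.621 in macrophage-like (0.965 SDs of the control cells), 0.509 in T lymphocyte-like (1.38 SDs), 0.397 in endothelial-like, 0.217 in granulocyte-like, 0.168 in epithelial-like and 0.0469 in fibroblast-like cells. Without thinning, the 15 min differences were 0.530 in macrophage-like, 0.438 in granulocyte-like, 0.289 in T lymphocyte-like, −0.0703 in epithelial-like, −0.181 in endothelial-like and −0.667 in fibroblast-like cells. At 60 min they were 0.626, 0.206, 0.564, 0.171, 0.359 and −0.0626 in that order, so that the fibroblast-like difference changed its sign. Thinning left out 22 control, 14 15 min and 26 60 min macrophage-like cells, and in the same order 34, 21 and 21 epithelial-like, 11, 1 and 9 endothelial-like, 10, 4 and 8 T lymphocyte-like, 0, 1 and 12 fibroblast-like and 19, 4 and 4 granulocyte-like cells.

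**Figure D6:**
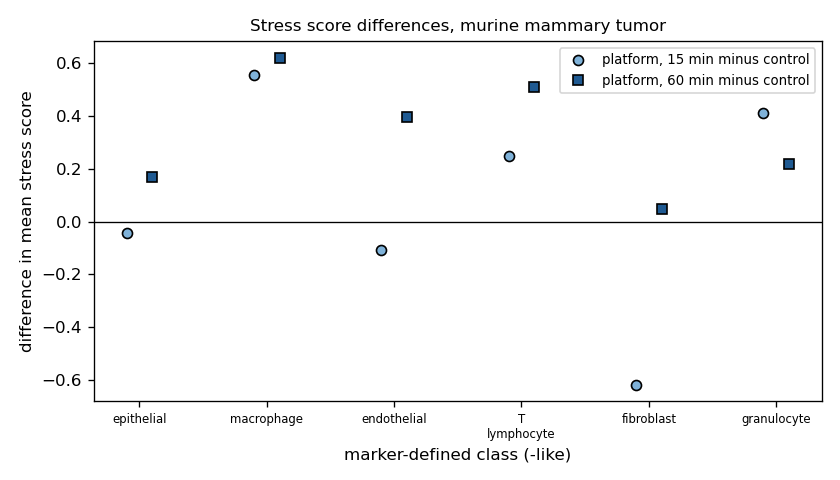
Difference of the mean stress score from the control (vertical axis, score units) for each tumor class at 15 and 60 min, cells thinned to 1000 UMIs. Each point compares 1 platform library with 1 control library, so no error is drawn, and macrophage-like cells lie above 0 at both time points.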

Stress response scores were similar across all cell types and conditions for tumor (Fig. 6c). It is possible that tumor cells are more sensitive to dissociation-induced transcriptional changes, and that even shorter intervals would be necessary to lower these responses. 

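Jun (chromosome 4, 95049034 to 95052222 of mm10) in macrophage-like tumor cells was at 739 CPM in the control (722 to 756 CPM), 3902 CPM at 15 min (3861 to 3942 CPM) and 2651 CPM at 60 min (2626 to 2676 CPM). Egr1 (chromosome 18, 34859823 to 34864984) was at 247, 1635 and 789 CPM in the same cells. Gadd45b, in contrast, was at 683, 195 and 623 CPM, and Hsp90aa1 at 1037, 623 and 2411 CPM. In T lymphocyte-like cells, Nr4a1 (chromosome 15, 101254269 to 101274795) was at 53.1 CPM in the control (44.9 to 62.4 CPM), 234 CPM at 15 min (212 to 258 CPM) and 459 CPM at 60 min (432 to 487 CPM). In the T lymphocyte-like cluster led by Xcl1 and Nkg7 it was at 40.6, 180.4 and 305 CPM, and in the other at 165, 483 and 729.8 CPM. In endothelial-like cells, Atf3 was at 609.7, 268 and 1258 CPM. Outside the 12 genes, the largest changes per class included Cxcl3 in macrophage-like cells, at 106 CPM in the control and 0.767 CPM at 15 min (1082 and 7 UMIs). They also included Hspa1a in T lymphocyte-like cells, at 82.4 CPM in the control and 1340.4 CPM at 60 min, with 64.3 and 1176 CPM in the cluster led by Xcl1 and Nkg7 and 244 and 1630.2 CPM in the other.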

Expression values for selected stress response genes are individually shown in the Supplementary Information, Supplementary Fig. S14.

The liver plays a major role in drug metabolism and is frequently assessed for drug-induced toxicity. In fact, liver damage is one of the leading causes of post-approval drug withdrawal^22,74,75^. Thus, in vitro screening of drugs against primary liver tissue is a critical component of preclinical testing. Increasingly, organ-on-a-chip systems are being employed to better maintain hepatocyte functionality and activity in culture settings and to enable personalized testing on patient-derived primary cells^27,76^. While liver is softer and generally easier to dissociate, hepatocytes are well known to be fragile, and thus liver presents a unique dissociation challenge^77^. As such, we hypothesized that shorter device processing times would be effective for liver. For these experiments, murine liver was minced into ~1 mm^3^ pieces and hepatocytes were detected based on ASGPR1 expression. We first processed liver using the minced digestion device for either 15 or 60 min. After 15 min, hepatocyte recovery was ~4-fold higher for the device than the comparable control (Fig. 7a). Continued digestion of the control increased hepatocyte numbers further. Counterintuitively, continued processing in the digestion device diminished hepatocyte yield by approximately half. We believe this finding was caused by the combination of two factors: softer liver tissue is effectively broken down at earlier time points and fragile hepatocytes are more sensitive to damage from recirculation. We also tested a single pass through the integrated dissociation/filtration device, and found that hepatocyte recovery decreased. This was likely due to the large size of hepatocytes (~30 µm), which caused them to be retained or damaged by the 15 µm membrane. It also appears that damage may have been additive, as viability dropped to 45% after 60 min digestion device treatment and passing through the integrated device, while all other conditions were ~80% (Fig. 7b). Removing the 15 µm filter from the integrated dissociation/filter device increased hepatocytes by 30% relative to the digestion device alone, and by nearly three-fold relative to the control, while maintaining viability (see Supplementary Information, Supplementary Fig. S15).

**Fig. 7:**
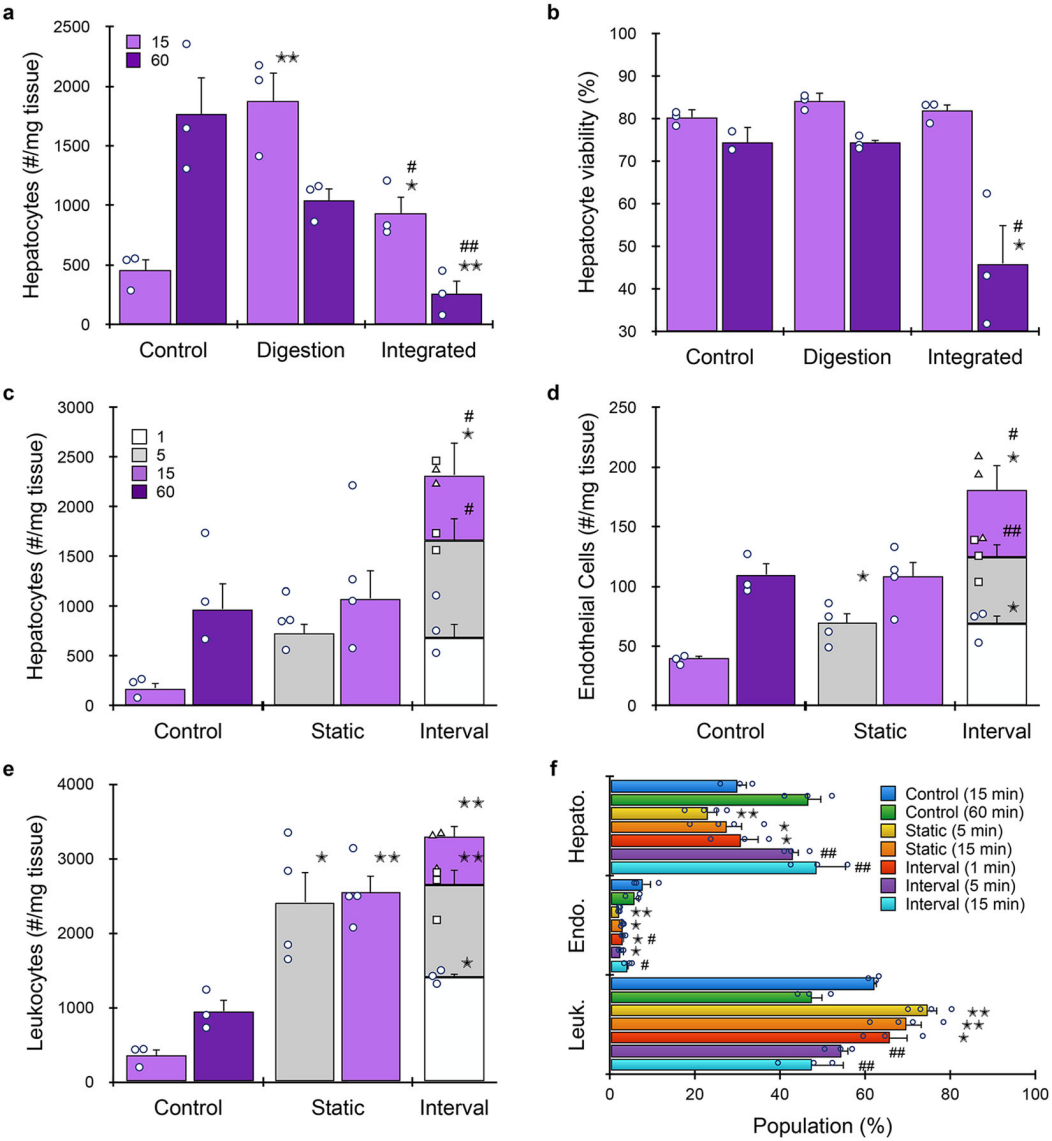
Microfluidic platform results for murine liver. **a**, **b** Liver (*n* = 3 or 4 independent samples) was harvested, minced, and evaluated with the minced digestion device alone and in combination with the integrated dissociation/filter device. Hepatocytes were identified and quantified by flow cytometry. **a** The digestion device increased hepatocyte recovery by ~4-fold at 15 min, but continued digestion and passing through the integrated dissociation/filter device one time decreased hepatocyte yield, likely due to the large size and fragile nature of hepatocytes. **b** Hepatocyte viability was ~75–80% for all conditions, except the 60 min integrated condition. **c**–**f** Results using shorter digestion times and a single pass with a dissociation/filtration device containing only the 50 µm filter. **c** After only 5 min of microfluidic processing, four-fold more cells were obtained than the 15 min control and only slightly less than the 60 min control. Interval recovery enhanced hepatocyte yield by ~2.5-fold relative to the 60 min control and 15 min static conditions. The 1 min interval contributed substantially, producing ~70% as many hepatocytes as the 60 min control. Similar results were observed for **d** endothelial cells and **e** leukocytes, although the benefit of intervals was less pronounced. **f** Population distributions obtained for each processing condition. Microfluidic processing generally enriched for leukocytes, although there was a shift to hepatocytes for the later intervals. Data are presented as mean values ± SEM from at least three independent experiments. Circles indicate values for experimental replicates. For stacked plots, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided *T* test was used for statistical testing. Stars indicate *p* < 0.05 and double stars indicate *p* < 0.01 relative to the 60 min control. Cross-hatches indicate *p* < 0.05 and double cross-hatches indicate *p* < 0.01 relative to the static condition at the same digestion time. *p* values for all comparisons are presented in the Source Data file.

Based on the initial optimization studies, we concluded that the microfluidic device platform should utilize short processing times and the modified dissociation/filter device with only the 50 µm filter. After 5 min digestion device processing, ~700 hepatocytes were recovered/mg liver tissue (Fig. 7c). This was four-fold higher than the 15 min control and just slightly less than the 60 min control (~1000 hepatocytes/mg). Increasing digestion device processing time to 15 min enhanced hepatocyte recovery by 40%, to the same level as the 60 min control. The most striking results were observed under the interval format. After only 1 min, ~700 hepatocytes/mg tissue were recovered. Adding the 5 and 15 min intervals resulted in ~2400 hepatocytes/mg, for a ~2.5-fold enhancement relative to both the 60 min control and 15 min static conditions. Hepatocyte viability remained at 90% for controls and most device conditions (see Supplementary Information, Supplementary Fig. S16a). Similar trends were observed for endothelial cells (Fig. 7d) and leukocytes (Fig. 7e), including significant recovery from the 1 min interval and enhanced overall cell numbers using the interval format. For endothelial cells, interval operation was ~1.5-fold higher than the 60 min control and 15 min static device cases. For leukocytes, static device operation produced >2.5-fold more cells than the 60 min control, and interval operation further enhanced recovery to ~3.5-fold. Given the strong performance of the device platform with leukocytes and their relative abundance in liver compared to kidney and tumor, cell suspensions were enriched for leukocytes in comparison to the 60 min control (Fig. 7f). This was particularly true for the static time points and the 1 min interval. Interestingly, the three interval conditions contained very different representations of hepatocytes and leukocytes, suggesting that the choice of elution time could serve as a means to crudely select for one population over the other, if that was so desired. Batch-to-batch reproducibility was highest for microfluidic processing using intervals for all but endothelial cells (see Supplementary Information, Supplementary Table S6). Viability for endothelial cells and leukocytes remained similar to or greater than controls (see Supplementary Information, Supplementary Fig. S16b, c).

Taken together, the performance of the microfluidic processing platform with liver was quite unique relative to kidney and tumor. We believe that this caused by the fact that fluid shear forces are needed to break down tissue, but can also damage some cell types that have already been liberated. All tissues require proper balancing of these effects. For softer tissues like liver, the balance must be shifted away from breakdown and toward preservation, particularly for sensitive hepatocytes, which can be accomplished using interval recovery. Endothelial cells and leukocytes also exhibited some sensitivity to over-processing, although to a lesser degree. It is unclear whether this finding can be generalized to other tissues, including kidney and tumor. Liver sinusoidal endothelial cells are highly specialized, with abundant fenestrae and no underlying basement membrane^78^. These properties could also make sinusoidal endothelial cells particularly sensitive to damage. For leukocytes, we did not distinguish between those that originated within the liver, which would predominantly be Kupffer cells, from those that came from blood, which may be less sensitive to shear. Future studies directly assessing Kupffer cells, as well as hepatic stellate cells, would be of high interest, particularly to make progress toward complex liver models that utilize multiple cell types^74,79–81^.

Heart failure is another leading cause of drug withdrawal from the market, combining with liver failure to account for ~70% of withdrawals^74,75^. Thus, there is robust interest in developing heart-on-chip technologies using primary cardiomyocytes for preclinical drug screening^30,74,75,82,83^. Cardiomyocytes have been shown to be highly sensitive to mechanical and enzymatic dissociation techniques^84,85^. In addition, they are disproportionately long in one direction, on the order of 100 μm or more^86^. For these experiments, murine heart was minced into ~1 mm^3^ pieces and cardiomyocytes were detected based on Troponin T expression. Since Troponin T is an intracellular marker, we used a fixable viability dye, Zombie Violet, in place of 7-AAD. Given potential concerns about cardiomyocyte size and shape, we first tested the effect of filter pore size in the integrated dissociation/filtration device. After 15 min processing with the minced digestion device, sample was passed through the original integrated dissociation/filter device with both 50 and 15 µm pore size membranes or the modified version with only the 50 μm membrane. Cell numbers and viability were similar for all conditions (see Supplementary Information, Supplementary Fig. S17), and thus we selected to use the original version with both membranes for heart tissue.

Next we evaluated the full microfluidic platform at different digestion times. We again focused on shorter processing times due to the potential sensitivity of cardiomyocytes. After 5 min treatment with the digestion device, ~2000 cardiomyocytes were recovered per mg heart tissue (Fig. 8a). This was lower than both the 15 and 60 min controls, by ~half and one-third, respectively. Increasing digestion device processing to 15 min increased recovery to ~12,000 cells/mg, which was ~2-fold higher than the 60 min control. As with kidney, the interval format further increased cardiomyocyte recovery to ~18,000 cells/mg. Endothelial cell (Fig. 8b) and leukocyte (Fig. 8c) yields from the microfluidic device platform were significantly lower than the 60 min control. The interval format did improve recovery for both cases, but the 60 min control remained higher by ~2-fold for endothelial cells and ~1.5-fold for leukocytes. Based on this differential recovery, device platform processing resulted in significant enrichment of cardiomyocytes (Fig. 8d). Batch-to-batch reproducibility was highest for microfluidic processing using intervals (see Supplementary Information, Supplementary Table S7). Viabilities for all three cells types were similar to controls (see Supplementary Information, Supplementary Fig. S18). Considering results for all tissues in a comprehensive manner, heart likely lies in between the kidney/tumor and liver extremes. The tissue is still challenging to break down, which is why recovery was low at the early time points. Digestion was likely to be particularly ineffective on its own for cardiomyocytes due to strong intracellular connections formed by desmosomes and adherins junctions, while the microfluidic platform may provide the shear stresses necessary to break these connections and separate cardiomyocytes. However, the sensitivity of cardiomyocytes to mechanical damage is a confounding factor, which makes longer digestion times unlikely to improve results. Endothelial cells can arise from both vessels and the endocardium that lines the walls of the atrial and ventricular chambers. We contend that endocardium was liberated effectively by digestion alone since the chambers can be readily accessed by collagenase. As seen for kidney and tumor, however, blood vessels require longer time for effective release of endothelium, even with the device platform. This suggests that our results were likely dominated by endocardium, and that damage was the predominant reason for reduced recovery. The fact that interval recovery improved results for all cell types assessed in both heart and liver indicates that this mode is critical for optimal performance. In fact, temporal resolution should likely be increased, or ideally, be continuous, to prevent cell damage. Nevertheless, the microfluidic platform as currently configured and operated in this study consistently improved the recovery of single cells from diverse tissue types based on increased total cell yield, decreased processing time, and in some cases, both.

**Fig. 8:**
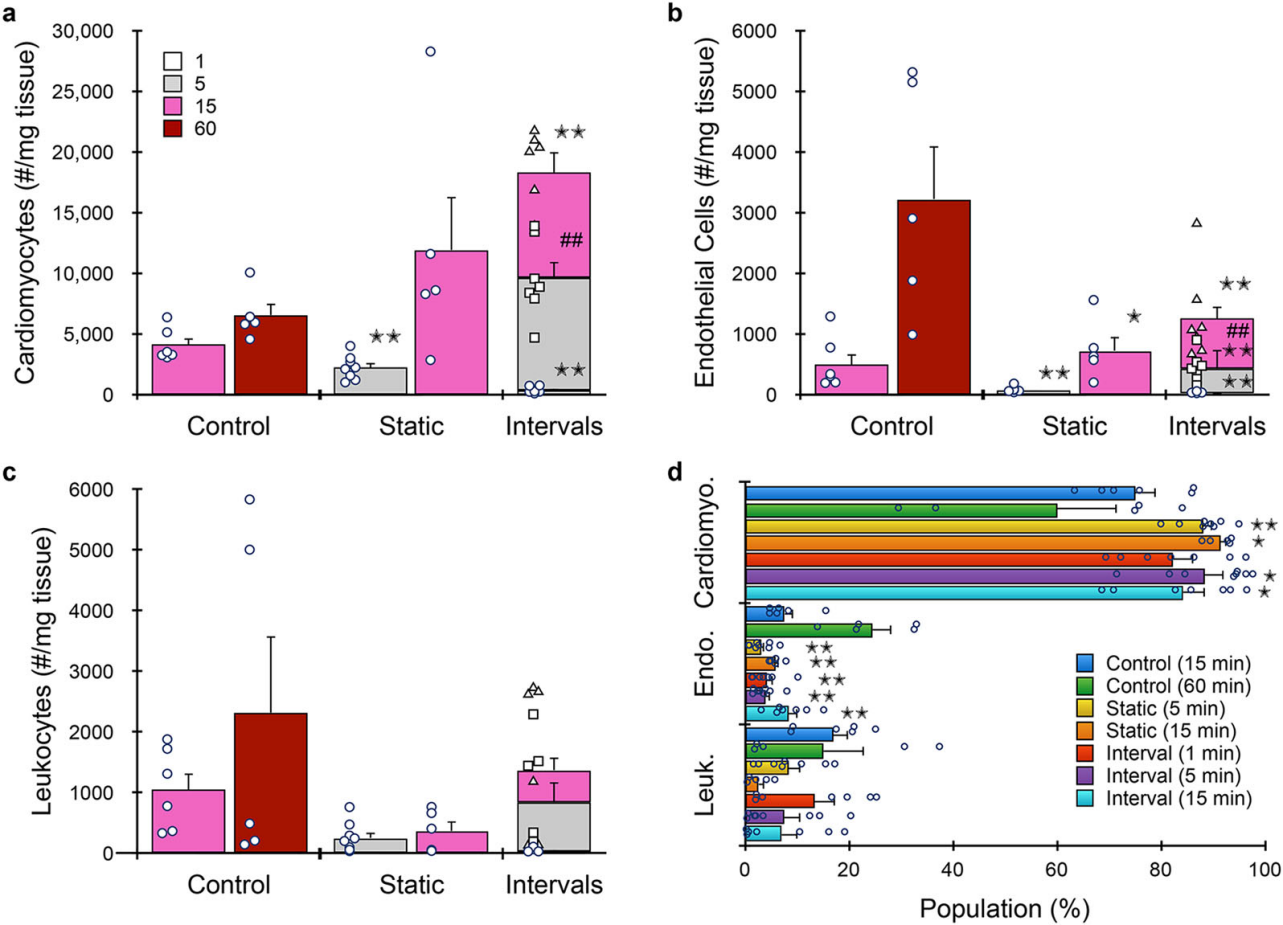
Microfluidic platform results for murine heart. Hearts (*n* = 5 to 8 independent samples) were resected, minced, processed with the microfluidic platform (both 50 and 15 µm membranes), and analyzed by flow cytometry. We employed shorter digestion device time points due to the sensitivity of cardiomyocytes. **a** Microfluidic processing produced ~12,000 cardiomyocytes per mg after 15 min, which was ~2-fold higher than the 60 min control. Interval recovery produced optimal results again, increasing by ~50% and ~3-fold relative to the 15 min static and 60 min control conditions. **b** Endothelial cell and **c** leukocyte yields were significantly lower than the 60 min control under both static and interval formats. Interval recovery did improve results, but remained ~2-fold lower than the 60 min controls. **d** Population distributions obtained for each processing condition. Microfluidic processing generally enriched for cardiomyocytes. Data are presented as mean values ± SEM from at least three independent experiments. Circles indicate values for experimental replicates. For stacked plots, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided *T* test was used for statistical testing. Stars indicate *p* < 0.05 and double stars indicate *p* < 0.01 relative to the 60 min control. Cross-hatches indicate *p* < 0.05 and double cross-hatches indicate *p* < 0.01 relative to the static condition at the same digestion time. *p* values for all comparisons are presented in the Source Data file.

We have presented a microfluidic tissue processing platform comprised of a digestion device with features to facilitate loading and processing of minced specimens, as well as a dissociation/filter device that was integrated. Inclusion of all three device concepts completes the full tissue dissociation workflow so that single cell suspensions are immediately ready for downstream analysis or alternative use. The minced digestion device accelerated tissue breakdown and produced significantly more single cells than traditional methods, while the integrated dissociation/filter device increased yield further, while also increasing reproducibility and fully maintaining viability. A diverse array of tissue types was tested that exhibited a wide range of properties, and two different single-cell analysis methods, flow cytometry and scRNA-seq, were utilized. We also introduced a processing scheme, interval operation, which allowed us to extract single cells at different time points during microfluidic digestion. We found that tissues that were physically tougher and more robust, such as kidney and tumor, could be processed continuously, producing similar cell numbers in less time (15 vs 60 min) and ~2.5-fold more single cells in total. scRNA-seq further confirmed that endothelial cells, fibroblasts, and basal epithelial cells were all enriched by the microfluidic platform, with each increasing by 4- to 10-fold. In addition, we found that shorter digestion times were associated with lower stress responses for some cell types, but otherwise microfluidic processing did not add to the stress response in any case. These results clearly confirm that the microfluidic tissue processing platform holds exciting potential to advance scRNA-seq studies by reducing cell subtype-biasing, processing time, and/or stress response. For tissues that were softer and may contain sensitive cell types, like liver and heart, we found that processing times could be dramatically reduced and that interval operation was critical to avoid cell damage. These results will advance goals in tissue engineering and regenerative medicine, and could be particularly exciting for patient-derived organ-on-a-chip models for pharmacological studies. By focusing on minced specimens, our microfluidic tissue processing platform can readily be incorporated into the dissociation workflows for most, if not all, organs and tissues. Minimizing tissue pre-processing would be advantageous, and will be pursued in future work, along the lines of our original digestion device for larger tissue cores. Another future goal will be to further decrease interval recovery time points to better protect fragile cells, intentionally enrich certain cell subtypes, and minimize stress responses. Ideally, we would integrate a cell separation strategy that would make it possible to elute single cells from the platform as soon as they are generated. We will also evaluate more tissues, focusing on performance optimization across diverse properties and cell subtypes, as well as explore alternative proteolytic enzymes such as cold-active proteases^36,38^. An important validation for all tissues will be to compare cell subtype numbers and ratios after dissociation to the ground truth determined using an alternate method, possibly comprehensive probe-based imaging. This will confirm recovery efficiency and biasing, and will be a major focus in future work. Finally, we envision incorporating microfluidic cell sorting and detection capabilities into the platform to create fully integrated and point-of-care technologies for cell-based diagnostics and drug testing, with a focus on human tissues for clinical applications.

## Methods

### Device fabrication

Microfluidic minced digestion and integrated dissociation/filter devices were fabricated by ALine, Inc. (Rancho Dominguez, CA). Briefly, fluidic channels, vias, and openings for membranes, luer ports, and hose barbs were etched into PMMA or PET layers using a CO_2_ laser. Nylon mesh membranes were purchased from Amazon Small Parts (15 and 50 μm pore sizes; Seattle, WA) as large sheets and were cut to size using the CO_2_ laser. Device layers and other components (hose barbs, nylon mesh membranes) were then assembled, bonded using adhesive, and pressure laminated to form monolithic devices.

### Murine tissue models

Kidney, liver, and heart were harvested from freshly sacrificed BALB/c or C57B/6 mice (Jackson Laboratory, Bar Harbor, ME) that were determined to be waste from a research study approved by the University of California, Irvine’s Institutional Animal Care and Use Committee (courtesy of Dr. Angela G. Fleischman). Mammary tumors were harvested from freshly sacrificed MMTV-PyMT mice (Jackson Laboratory, Bar Harbor, ME). All mice were maintained at the University of California, Irvine according to the guidelines of the Institutional Animal Care and Use Committee. For kidneys, a scalpel was used to prepare ~1 cm long x ~1 mm diameter strips of tissue, each containing histologically similar portions of the medulla and cortex. Tissue strips were then further minced with a scalpel to ~1 mm^3^ pieces. Liver, mammary tumor, and heart were uniformly minced with a scalpel to ~1 mm^3^ pieces. Minced tissue samples were then weighed and either processed with the devices as described below or processed as controls. Controls were placed within microcentrifuge tubes, digested at 37 °C in a shaking incubator under gentle agitation for 15, 30, or 60 min, and mechanically disaggregated by repeated pipetting and vortexing. 0.25% collagenase type I (Stemcell Technologies, Vancouver, BC) was used for both control and device processed conditions. Finally, cell suspensions were treated with 100 Units of DNase I (Roche, Indianapolis, IN) for 10 min at 37 °C and washed by centrifugation into PBS+1% BSA (PBS+).

### Minced digestion device operation

A step-by-step protocol describing digestion device operation can be found at Protocols.io^87^. Minced digestion devices were prepared by affixing 0.05” ID tubing (Saint-Gobain, Malvern, PA) to the device inlet and outlet hose barbs, which was then connected to an Ismatec peristaltic pump (Cole-Parmer, Wertheim, Germany) with 2.62 mm ID tubing (Saint-Gobain, Malvern, PA). Prior to experiments, devices and tubing were incubated with SuperBlock (PBS) blocking buffer (Thermo Fisher Scientific, Waltham, MA) at room temperature for 15 min to reduce nonspecific binding of cells to channel walls and washed with PBS+. Minced pieces of tissue were loaded into the device tissue chamber through the luer inlet port. Devices and tubing were then primed with 0.25% collagenase type I solution (StemCell Technologies, Vancouver, BC), and the luer port was closed off using a stopcock. The experimental setup consisting of the device, tubing, and peristaltic pump was then placed inside a 37 °C incubator to maintain optimal enzymatic activity. The collagenase solution was recirculated through the device and tubing using the peristaltic pump at a flow rate of 10 or 20 mL/min for the specified time.

### Quantification of DNA recovered from cell suspensions

Purified gDNA content of digested kidney tissue suspensions was assessed using a Nanodrop ND-1000 (Thermo Fisher, Waltham, MA) following isolation using a QIAamp DNA Mini Kit (Qiagen, Germantown, MD) according to the manufacturer’s instructions. gDNA for device processed samples represents the cellular contents eluted from the device after operation, while gDNA for control samples represent the total amount of gDNA present in these samples.

### Cell aggregate studies

MCF-7 human breast cancer cells were obtained from ATCC (Manassas, VA) and cultured as recommended. Prior to experiments, confluent monolayers were briefly digested for 5 min with trypsin-EDTA, which released cells with a substantial number of aggregates. Cell suspensions were prepared for experiments by centrifugation and resuspension in PBS+. MCF-7 cells were then recirculated through the peristaltic pump system alone, or through the system with a digestion or integrated dissociation/filter device attached using methods described in the main text. For the initial study, flow was recirculated only through the dissociation portion of the integrated device but not passed through the nylon filters of the filtration component for final sample collection in order to avoid confounding effects. To achieve this, the effluent outlet of the integrated device was closed off during pump operation using a stopcock. For all three tests, we used 5, 10, or 20 mL/min flow rates, and recirculation times of 0.5, 1, 4, and 10 min. Following experiments, devices and tubing were washed with 2 mL PBS+ to flush out and collect any remaining cells. Cell counts and viability were obtained both before and after recirculation using a Moxi Flow cytometer with type MF-S cassettes (Orfo, Hailey, ID) and propidium iodide staining.

### Integrated dissociation/filter device operation

A step-by-step protocol describing device platform operation can be found at Protocols.io^87^. Following processing with the minced digestion device, tubing was connected from the outlet of the minced digestion device to the inlet of the integrated dissociation and filtration device. If recirculation was intended, tubing was connected from the cross-flow outlet to the peristaltic pump, while the outlet of the integrated device was closed off with a stopcock. Fluid was then pumped through the dissociation component at 10 mL/min flow rate. For final collection of the sample, or if only one pass through the dissociation component was utilized, the cross-flow outlet was closed off with a stopcock, and sample was pumped through at 10 mL/min and collected from the effluent outlet. Following all experiments, devices were washed with 2 mL PBS+ to flush out and collect any remaining cells. For time interval recovery, each PBS+ wash was followed by repriming of the device and tubing with collagenase solution, and the outlet of the minced digestion device was reconnected to the peristaltic pump for continued recirculation until the next collection period. Pictures of the fully integrated system, including pump, digestion, and dissociation/filter devices, are shown in the Supplementary Information, Supplementary Fig. S19 under recirculation and elution formats.

### Analysis of cell suspensions using flow cytometry

A step-by-step protocol describing flow cytometry analysis for kidney samples can be found at Protocols.io^88^. Cell suspensions were analyzed using tissue specific flow cytometry panels shown in Table 1. For initial studies with kidney, cell suspensions were stained concurrently with 5 μg/mL anti-mouse CD45-AF488 (clone 30-F11, BioLegend, San Diego, CA), 7 μg/mL EpCAM-PE (clone G8.8, BioLegend, San Diego, CA), and 5 μg/mL TER119-AF647 (clone TER-119, BioLegend, San Diego, CA) monoclonal antibodies for 30 min. Samples were then washed twice with PBS+ by centrifugation, stained with 3.33 μg/mL 7-AAD viability dye (BD Biosciences, San Jose, CA) on ice for at least 10 min, and analyzed on a Novocyte 3000 Flow Cytometer (ACEA Biosciences, San Diego, CA). Flow cytometry data were compensated using single stained cell samples or compensation beads (Invitrogen, Waltham, MA). Gates encompassing the positive and negative subpopulations within each compensation sample were used to calculate a compensation matrix in FlowJo (FlowJo, Ashland, OR). A sequential gating scheme (see Supplementary Information, Supplementary Fig. S20) was used to identify live and dead single epithelial cells, leukocytes, and red blood cells. Signal positivity was determined using appropriate fluorescence minus one (FMO) controls. Final studies with kidney, tumor, and liver used BV510 with CD45 (12.5 μg/mL, BioLegend, San Diego, CA) and also incorporated 8 μg/mL CD31-AF488 for endothelial cells. Liver demonstrations also replaced EpCAM-PE with 10 μg/mL ASGPR1-PE (clone 8D7, Santa Cruz Biotechnology, Dallas, TX) for hepatocytes. Heart demonstrations used 1:1000 dilution of Zombie Violet (BioLegend, San Diego, CA) instead of 7-AAD for viability, and replaced EpCAM-PE with 0.15 μg/mL Troponin T-PE (clone REA400, Milentyi Biotec, San Diego, CA) for cardiomyocytes.

### Flow cytometry gating protocol

Cell suspensions obtained from digested murine kidney, mammary tumor, liver, and heart samples were stained with the fluorescent probes listed in Table 1 and analyzed using flow cytometry. Acquired data were compensated and assessed using a sequential gating scheme (Supplementary Information, Supplementary Fig. S20). Gate 1 was based on FSC-A vs SSC-A, and was used to exclude debris near the origin. Gate 2 was used to select single cells based on FSC-A vs FSC-H. Gate 3 distinguished leukocytes based on CD45-BV510 positive signal and TER119-AF647 negative signal, while red blood cells were identified based on TER119-AF647 positive signal and CD45-BV510 negative signal. Gate 4 was applied to the CD45^(–)^/TER119^(–)^ cell subset and used to identify epithelial cells in kidney and tumor samples based on positive EpCAM-PE signal, hepatocytes in liver samples based on positive ASGPR1-PE signal, and cardiomyocytes in heart samples based on positive Troponin T-PE signal. Gate 5 was applied to the EpCAM^(–)^ cell subset in kidney and tumor samples, the ASGPR1^(–)^ cell subset in liver, and the Troponin T^(–)^ cell subset in heart tissue to identify endothelial cells based on positive CD31-AF488 signal. Finally, gate 6 was used to identify live cells in epithelial, hepatocyte, cardiomyocyte, leukocyte, and endothelial cell subsets based on negative 7-AAD or Zombie Violet (heart) signal. Appropriate isotype controls were initially used to assess nonspecific background staining, and appropriate FMO controls were used to determine positive signal cut-offs and set gates. Control samples were left unstained.

### Single-cell RNA sequencing

A step-by-step protocol describing scRNA-seq can be found at Protocols.io^89^. These studies used mice (12 weeks, male, C57BL/6 for kidney; 10 weeks, female, MMTV-PyMT for mammary tumor, both from Jackson Laboratory, Bar Harbor, ME), which were euthanized by CO_2_ inhalation. Kidneys and mammary tumors were dissected, minced into ~1 mm^3^ pieces, and prepared as described for the microfluidic platform (15 and 60 min digestion device intervals, single pass through integrated dissociation/filter device) or control (60 min digest) using 0.25% type I collagenase. Recovered cells were centrifuged (400×g, 5 min), treated with 100 Units of DNase I for 5 min at 37 °C, and washed by centrifugation into PBS+. Samples were then incubated with RBC lysis buffer for 5 min on ice, centrifuged, and resuspended in PBS+. Cells were stained with SytoxBlue (Life Technologies, Carlsbad, CA, USA) prior to FACS (FACSAria Fusion, BD Biosciences, Franklin Lakes, NJ) to remove dead cells and ambient RNA. Sorted live single cells (SytoxBlue-neg) were centrifuged and resuspended at a concentration of 1000 cells/µL in PBS with 0.04% BSA. The 10X Chromium system (10x Genomics, Pleasanton, CA) was then used for droplet-enabled scRNA-seq. Oil, cells, reagents, and beads were loaded onto an eight-channel microfluidic chip. Lanes were loaded with ~17,000 cells from each of the samples, determined using an automated cell counter (Countess II, Invitrogen, Carlsbad, CA). Library generation for 10x Genomics Single Cell Expression v3 chemistry was then performed according to the manufacturer’s instructions. An Illumina NovaSeq 6000 platform (Illumina, San Diego, CA) was used to sequence the samples at a depth of ~60,000 reads/cell for kidney and ~45,000 reads/cell for mammary tumor. Sequencing fastq files were aligned using 10x Genomics Cell Ranger software (version 3.1.0) to an indexed mm10 reference genome. Cell Ranger Aggr was used to normalize the mapped reads for cells across the libraries for each data set. Genes that were not detected in at least three cells were discarded from further analysis. Cells with low (<200) or high (>3000 for kidney; >4000 for mammary tumor) unique genes expressed were also discarded, as these potentially represent low quality or doublet cells, respectively^4^. Cells with high mitochondrial gene percentages were also discarded (>50% for kidney and >25% for mammary tumor), as these can also represent low quality or dying cells^90^. The Seurat pipeline was used for cluster identification^60^, principle component analysis was performed using genes that are highly variable, density clustering was performed to identify groups, and Uniform Manifold Approximation and Projection plots were used to visualize the groupings. For kidney, cell clusters were annotated using two approaches. First, top differential genes in each cluster were examined to determine the cell type of the cluster based on expression of known marker genes (e.g., *Kap*, *Napsa*, and *Slc27a2* for S2–S3 proximal tubules^36^, *Gpx3* for S1 proximal tubules^36^, *Emcn* for endothelial cells^34^, *Slc12a1* for LOH^4^, *Slc12a3* for DCT^4^, etc.). Second, since well-established atlases of murine kidney were available, we used a cell scoring method^63^ to compare marker gene signatures from each of our clusters to published datasets^4,91^ to confirm cluster annotations (see Supplementary Information, Supplementary Fig. S5). For tumor, cell clusters were annotated by examining top differential genes in each cluster to determine cell type based on expression of known marker genes (e.g., *EpCAM* for epithelial cells). Cellular stress responses were assessed using the same previously developed scoring method to compare stress response gene expression from each cluster to a previously published data set of known stress response genes^39,63^.

### Statistics

Data are represented as the mean ± standard error. Error bars represent the standard error from at least three independent experiments. *P* values were calculated from at least three independent experiments using Student’s *T* test. Coefficient of variation was calculated as the standard error divided by the mean to represent batch-to-batch reproducibility between experimental replicates.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files. All RNAseq data matrices along with their associated meta data have been deposited in the GEO database under accession code GSE163508 and SRA database under accession code PRJNA685210. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Microfluidic platform accelerates tissue processing into single cells for molecular analysis and primary culture models
**Source:** Nat Commun. 2021 May 17;12:2858. doi: 10.1038/s41467-021-23238-1
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Information

Microfluidic platform accelerates tissue processing into single cells for molecular analysis and primary culture models

Jeremy A. Lombardo<sup>1</sup>, Marzieh Aliaghaei<sup>2</sup>, Quy H. Nguyen<sup>3</sup>, Kai Kessenbrock<sup>3,4</sup>, and Jered B. Haun<sup>\*1,2,4,5,6</sup>

## Supplementary Note 1, Evaluation of pump and device recirculation using MCF-7 cells.

We first tested the effect of repeatedly recirculating through the peristaltic pump and minced digestion device using the MCF-7 human breast cancer cell line. This is a strongly cohesive cell type that retains a significant number of aggregates after routine cell culture, and thus requires more powerful dissociation methods.<sup>1</sup> Prior to experiments, confluent monolayers were briefly digested with trypsin-EDTA, centrifuged, and resuspended in PBS containing 1% BSA (PBS+). Sample was then loaded into peristaltic tubing that was either looped through the pump or connected to a minced digestion device. Following recirculation for different periods of time at different flow rates, sample was collected for measurement of single cell number and viability (propidium iodide exclusion) using a Moxi flow cytometer. Results are presented in Fig. S1, with cell numbers normalized to the control. We found that recirculation through the pump alone and the minced digestion device were both associated with a modest decrease of ~10 to 20% for all conditions tested, which was significant in many cases (Figs. S1a and b). Cell viabilities were consistently ~80%, similar to control. (Figs. S1d and e). We note that it was possible for cell number to increase due to aggregate dissociation or decrease due to cell destruction, and both of these factors should increase with hydrodynamic shear stress. Since total shear varied considerably across the conditions, both in terms of flow rate and processing time, our results suggest that the small decrease in cell number observed was associated with hold-up within the system or cell loss during transfer steps.

Next we tested recirculation through the branching channel dissociation device. Previous work with this technology utilized a back-and-forth approach, which was achieved using a syringe pump.<sup>1,2</sup> We utilized the new integrated dissociation/filter device for this study, but flow was recirculated only through the dissociation portion and not passed through the nylon filters so as to avoid confounding the results. Cell numbers obtained after recirculating at 5, 10, and 20 mL/min for 0.5, 1, 4, and 10 min are presented in Fig. S1c. No changes were observed at the 5 mL/min flow rate. At 10 mL/min, we found that cell number increased modestly for short

recirculation times, while longer recirculation enhanced single cell recovery by up to 2.5-fold. The 20 mL/min flow rate resulted in 2 to 4-fold increases for each time point. However, cell viability dropped precipitously for the conditions that provided the largest increases in single cell number (Fig. S1f). We note that the modest increase in cell number observed at 10 mL/min for short recirculation times, on the order of ~20%, is consistent with our previous work using a syringe pump and a back-and-forth format.<sup>1</sup> Moreover, the correlation between very large increases in single cell number and low viability was previously seen for the filter device when very small pore sizes (5 and 10  $\mu\text{m}$ ) were used.<sup>3</sup> Based on these results, we chose 10 mL/min as the optimal flow rate for the integrated dissociation/filter device, and focused on employing shorter processing times in order to increase single cell yields without compromising cell viability. We note that 10 mL/min is also the flow rate originally used with the filtration device.<sup>3</sup>

#### Supplementary Note 2, Platform optimization using murine kidney.

The new minced digestion device and integrated dissociation/filter device were separately optimized using murine kidney samples, and results for epithelial cells are presented in the main text and Fig. 2. Single leukocytes were also quantified by flow cytometry via CD45, and results are presented in Fig. S2. From the digestion device optimization study, we found that leukocyte yield (Fig. S2a) and viability (Fig. S2b) followed similar trends as epithelial cells. Leukocytes increased with recirculation time in the digestion device, exceeding the control at 60 min, but by a more modest ~30%. Moreover, both static and interval formats produced similar results. We did find that leukocyte viability was higher with digestion device processing for all but the 60 min interval. We then investigated whether the integrated dissociation/filter device could further enhance single cell yield following 15 min of digestion device processing. For leukocytes, recovery did not change for a single pass and decreased modestly with recirculation (Fig. S2c). Relative to the 15 min control, microfluidic device processing produced 7-fold more

cells. Leukocyte viability displayed an upward trend with additional processing, but differences were not significant (Fig. S2d).

#### Supplementary Note 3, Single cell analysis of murine kidney.

The full microfluidic platform was evaluated using murine kidney samples, and results for epithelial cell, endothelial cell, and leukocyte numbers are presented in Fig. 3 of the main text. Single RBCs were also quantified by flow cytometry via TER119, and results are presented in Fig. S3. RBCs generally eluted at earlier timepoints for device processing, with nearly 50% recovered in the 1 min interval. A significant portion of these RBCs can likely be attributed to blood that was released during organ harvesting and mincing. However, RBCs did still increase with digestion time for controls, indicating that the digestion device may rapidly wash out cells and blood from within undigested tissue. We also assessed cell viability by flow cytometry via 7-AAD dye, and results are presented in Fig. S4. Epithelial viability was highest, at ~95% for all control and device conditions (Fig. S4a). Endothelial (Fig. S4b) and leukocyte viabilities (Fig. S4c) ranged from ~60% to 90%, with the 60 min control at ~70% for both cases. Device processing resulted in higher viabilities for endothelial cells at all conditions except the 1 min interval, and leukocytes were elevated at the 15 min time points (static and interval).

We also performed scRNA-seq on kidney samples and identified seven cell clusters that are presented and analyzed in Fig. 4 of the main text. Sequencing quality control metrics are shown in Table S2, including mean reads per cell, mean UMI, median gene, total gene, and reads confidently mapped to genome/exonic regions/transcriptome. Results were similar for the control and both device time points. The fraction of reads in cell was also presented, and the high percentages indicate that ambient RNA contamination was minimal following sorting by FACS. 

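The fraction of reads in cells is the share of reads whose barcode belongs to a called cell. A separate measure is RNA of the main cell type counted in cells that should lack it. The abundant proximal tubule gene Kap was at 2383 CPM in kidney B and T lymphocyte-like cells of the control (2320.2 to 2447 CPM), 7266 CPM at 15 min (7139 to 7394 CPM) and 1895 CPM at 60 min (1858 to 1932 CPM). These were 5.45, 10.2 and 4.99% of the level in proximal tubule-like cells of the same library. For Miox the percentages were 4.97, 9.35 and 3.28%, for Gpx3 8.83, 11.8 and 6.84% and for Fxyd2 5.41, 10.3 and 5.15%. In the tumor, Krt18, Krt8, Wfdc18, Trf and Csn3 in T lymphocyte-like cells summed to 1309, 2469 and 1260.2 CPM, or 3.25, 6.08 and 3.46% of the epithelial-like level. Doublets that were not removed count towards these values as well.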

To confirm kidney cell cluster annotations, a cell scoring method<sup>4</sup> was used by implementing the "AddModuleScore" function from Seurat to compare marker gene signatures from each of the main cell clusters (Fig. S5a) and subclusters (Fig. S5b) to established

datasets.<sup>5,6</sup> We note that each of the seven cell clusters are represented in the control and both microfluidic processing conditions (Fig. S6a). We also evaluated the LOH, DCT, CD, & MC cluster by separating into the four different cell types. These correspond to the loop of Henle, distal convoluted tubule, collecting duct, and mesangial cells, which are each displayed in a UMAP diagram (Fig. S6b). The numbers obtained for each of these cells types are given in Fig. S6c, relative to the entire population. Each of these cell types were depleted in the 15 min platform interval, while the 60 min platform interval contained a proportional representation. 

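The loop of Henle-like share was 1.35 points above the control at 60 min (0.820 to 1.85 points). The collecting duct-like share differed by −0.496 points, with an interval of −1.03 to 0.0127 points that includes 0. For distal convoluted tubule-like cells the difference was 0.392 points (−0.108 to 0.867 points).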

We do note a slight enrichment of LOH cells and depletion of CD cells in the 60 min interval.

To facilitate correlations between scRNA-seq and flow cytometry results, we inspected for gene expression of *EpCAM*, *CD31*, and *CD45*. *EpCAM* was highly expressed predominantly in the main DCT, LOH, CD, & MC cluster (Fig. S7a), including each of the cell subsets (Fig. S7b). Proximal tubules were predominantly negative for *EpCAM*, possibly due to low basal expression and a potential secondary factor such as low protein turnover. *CD45* was highly expressed in the macrophage, B lymphocyte, and T lymphocyte clusters (Fig. S7c), and *CD31* was highly expressed in the endothelial cluster (Fig. S7d), as expected. In order to make quantitative comparisons, we made two assumptions. First, we inspected the cell numbers obtained by flow cytometry in Figs. 3a-c and deduced that microfluidic processing produced approximately equal number of total cells in the 15 min interval and ~50% more cells in the 60 min interval, relative to the 60 min control. Second, we considered that all proximal tubules, as well as all DCT, LOH, CD, and MC subtypes, are *EpCAM* positive. Based on these assumptions, we weighted the population percentages obtained for the 60 min device interval in Fig. 4b by 1.5 and added it to the 15 min values to estimate an aggregate value for the microfluidic platform. Results are presented in Table S3, which also includes normalization to the 60 min control and calculation of aggregate population percentages. Although these estimates require caveats, they do closely match flow cytometry results in Figs. 3a-c, with ~2.5-fold more epithelial cells (proximal tubule, DCT, LOH, CD), ~2- to 2.5-fold more leukocytes

(macrophage, B and T lymphocytes), and ~4-fold more endothelial cells produced with the microfluidic platform relative to the 60 min control. Moreover, aggregate population percentages for microfluidic processing were generally comparable to the 60 min control in Fig. 4b, with the exception that endothelial cells were enriched. The relative population percentages obtained from scRNA-seq do not match flow cytometry results in Fig. 3d, however, likely due to differential sorting or droplet encapsulation of these cell types. 

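The most UMIs of Nphs1 (ENSMUSG00000006649; chromosome 7, 30458315 to 30487223 of mm10) in any kept kidney cell were 25 in the control, 1 at 15 min and 5 at 60 min. Cells with a UMI of Nphs1 numbered 11, 5 and 15 in these libraries.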

We observed very few cells positive for the podocyte markers *Nphs1* or *Nphs2* in any of the conditions (Fig. S8), suggesting that podocytes were not isolated from kidney.

A stress response score was determined based on expression of 140 genes, as shown in the main text Fig. 4c. To provide more resolution to this result, the expression of 12 selected stress response genes are shown in Fig. S9 for each cell type. These results confirm that stress responses were generally similar between the control and device at 60 min, while values were lower for the 15 min device condition.

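Summed over the 12 genes, the kidney macrophage-like cells had 17271.5 CPM in the control (17166 to 17378 CPM), 15568.5 CPM at 15 min (15311 to 15829.6 CPM) and 31481 CPM at 60 min (31368 to 31594 CPM). Endothelial-like cells had 22320.5, 10221 and 23261 CPM, T lymphocyte-like cells 9319.6, 4933 and 10529.7 CPM and B lymphocyte-like cells 9667, 6780.0 and 12072 CPM. S1-like cells had 4140.2, 3504 and 5735 CPM, S2–S3-like cells 4349, 3209 and 4127 CPM and the distal and mesangial group 7470.3, 3398 and 5955 CPM.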

#### Supplementary Note 4, Processing and single cell analysis of murine breast tumor tissue.

We first optimized the minced digestion device and integrated dissociation/filter device separately using a murine breast tumor model (transgenic MMTV-PyMT). Samples were processed using the minced digestion device for 15, 30, or 60 min, and generated ~2- to 2.5-fold more epithelial cells than controls at the same time points (Fig. S10a). Epithelial cell viability was lower for controls than for device conditions at all digestion times (Fig. S10b). Next, we passed samples through the integrated dissociation/filter device following 15 min treatment with the digestion device. A single pass was found to be optimal in terms of epithelial cell yield (Fig. S10c) and viability (Fig. S10d), similar to kidney.

The full microfluidic platform was then evaluated, and results for epithelial cell, endothelial cell, and leukocyte numbers are presented in Fig. 5 of the main text. We also assessed cell viability by flow cytometry via 7-AAD dye, and results are presented in Fig. S11.

Epithelial cell viabilities were ~80% for all conditions except the 60 min control and 15 min device interval, which decreased to ~70% (Fig. S11a). Endothelial cell viability was generally low at ~60% (Fig. S11b). However, the 1 min device interval was higher at 75%, while the 60 min control and 15 min device interval were lower at 50% and 40%, respectively. Leukocyte viability remained ~80% for all but the 60 min control, which was ~60% (Fig. S11c).

We also performed scRNA-seq, and identified six cell clusters that are presented and analyzed in Fig. 6 of the main text. Sequencing quality control metrics are also shown in Table S2, and were similar for the control and both device time points. Epithelial cells were the predominant cluster, and we further identified three sub-clusters that corresponded to luminal, basal, and proliferating luminal cells (Fig. S12a). These sub-clusters were associated with expression of *Krt14*, *Krt18*, and *Mki67* genes (Fig. S12b). Population percentages, relative to the full population, are presented in Fig. S12c. 

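Besides luminal-like, basal-like and proliferating cells, 2 sub-clusters of epithelial-like cells stayed unnamed because their leading genes included more markers of another class than of their own. Together they came to 3.73% of the kept control cells, 6.34% at 15 min and 1.76% at 60 min. The smaller, led by Cd74, C1qa and Tyrobp, held 7, 9 and 11 cells.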

The luminal subtype was enriched in the 15 min interval, the basal subtype was enriched in the 60 min interval, and the proliferating luminal was under-represented at both time points.

We correlated scRNA-seq results to flow cytometry in a similar manner as kidney. *EpCAM* was now well-correlated with the main epithelial cluster (Fig. S13a), as well as each sub-cluster (Fig. S13b). *CD45* was highly expressed in macrophage, T lymphocyte, and granulocyte clusters (Fig. S13c), while *CD31* was highly expressed in the endothelial cluster (Fig. S13d). Microfluidic platform results were then aggregated using the same approach described for kidney, with 60 min interval results weighted by 1.5 and added to 15 min interval values, and results are presented in Table S5. These estimates again matched flow cytometry results for each cell population (Figs. 5a-c), with ~2-fold more epithelial cells and ~4-fold more endothelial cells produced with the microfluidic device relative to the 60 min control. Leukocyte values relative to the control were 3-fold higher for macrophages, 2.5-fold higher for T lymphocytes, and 20% lower for granulocytes. Notably, we found substantial increases for fibroblasts (>10-fold) and basal epithelial cells (>6-fold) with microfluidic processing. 

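The basal-like aggregate was 6.57 times the control's share, with an interval of 4.96 to 8.69 that reflects the small number of basal-like control cells. Assigning cells by marker score without clusters gave 4.35, the lowest value among the alternatives.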

Aggregate

population percentages for the microfluidic platform were generally comparable to the 60 min control in Fig. 6b, but with significant enrichment of macrophages, endothelial cells, and fibroblasts. As with kidney, the relative population percentages obtained from scRNA-seq do not match flow cytometry results in Fig. 5d, again suggesting differential sorting or droplet encapsulation for different cell types.

Lastly, the expression of 12 selected stress response genes are shown in Fig. S14 for each cell type. These results confirm that stress responses were generally similar across the control and device conditions.

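Summed over the 12 genes, tumor macrophage-like cells had 11576 CPM in the control (11509.7 to 11642 CPM), 22015 CPM at 15 min (21919 to 22111 CPM) and 21826 CPM at 60 min (21755 to 21897.5 CPM). T lymphocyte-like cells had 6522, 8996 and 12829 CPM, granulocyte-like cells 11252, 17974 and 15997 CPM, epithelial-like cells 14094, 13928 and 17115 CPM, endothelial-like cells 12609, 11249.8 and 18753 CPM and fibroblast-like cells 21843, 11922 and 21731 CPM.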

#### Supplementary Note 5, Isolation of hepatocytes from murine liver.

We tested the minced digestion device and integrated dissociation/filter device separately using murine liver, and found that the integrated device decreased hepatocyte yield (Fig. 7a) and viability (Fig. 7b). We hypothesized the second filter, with a pore size of 15  $\mu\text{m}$ , was too small for large and fragile hepatocytes. Therefore, we created a modified version of the integrated dissociation/filter device that omitted the second filter. After processing liver for 15 min with the minced digestion device, the cell suspension was passed through the modified dissociation/filter device one time, which increased hepatocytes by 30% relative to the digestion device alone and by nearly 3-fold relative to the control (Fig. S15a). Hepatocyte viability was preserved, remaining >85% for all conditions (Fig. S15b).

The full microfluidic platform (with modified filter device) was then evaluated, and results for hepatocyte, endothelial cell, and leukocyte numbers are presented in Fig. 7 of the main text. We also assessed cell viability by flow cytometry via 7-AAD dye, and results are presented in Fig. S16. Hepatocyte viability remained at ~90% for most conditions tested (Fig. S16a). A small increase was observed for static or interval processing conditions, but values were not significantly different than controls. Endothelial cell (Fig. S16b) and leukocyte (Fig. S16c) viabilities followed similar trends seen in hepatocytes, and were between ~70% and 85%.

#### Supplementary Note 6, Isolation of cardiomyocytes from murine heart.

We tested the minced digestion device, with and without the integrated dissociation/filter device using murine heart. This included both the original integrated device and the modified version without the 15  $\mu\text{m}$  filter that was created for liver. We found that after processing heart tissue for 15 min, cardiomyocyte numbers and viability were unchanged for each case (Fig. S17). As a result, we selected to use the standard version of the integrated dissociation/filter device with both 50 and 15  $\mu\text{m}$  filters for heart tissue.

The full microfluidic platform was then evaluated, and results for cardiomyocyte, endothelial cell, and leukocyte numbers are presented in Fig. 8 of the main text. We also assessed cell viability by flow cytometry via Zombie Violet dye, and results are presented in Fig. S15. Cardiomyocyte viability was ~70% for controls, while values for device processing were all at ~75-85% (Fig. S18a). Viabilities for endothelial cells (Fig. S18b) and leukocytes (Fig. S18c) were >80% for all device and control conditions.

Supplementary Table 1. Coefficient of variation values for kidney samples at different processing conditions.

| Condition     | Epithelial Cells | Endothelial Cells | Leukocytes |
|---------------|------------------|-------------------|------------|
| Control 15 m  | 24.5             | 15.4              | 10.4       |
| Control 60 m  | 20.2             | 13.2              | 17.3       |
| Static 15 m   | 27.2             | 25.3              | 20.3       |
| Static 60 m   | 17.1             | 19.2              | 11.1       |
| Interval 1 m  | 25.4             | 18.5              | 11.3       |
| Interval 15 m | 7.5              | 11.7              | 10.2       |
| Interval 60 m | 7.8              | 6.5               | 1.2        |

Supplementary Table 2. scRNA-seq metrics for kidney and breast tumor samples.

| Cond.       | Tissue       | Mean Reads/Cell | Mean UMI | Median Gene | Total Gene | Reads Mapped Confidently to |                |               | Fraction Reads in Cell |
|-------------|--------------|-----------------|----------|-------------|------------|-----------------------------|----------------|---------------|------------------------|
|             |              |                 |          |             |            | Genome                      | Exonic Regions | Transcriptome |                        |
| 60 Control  | Kidney       | 61626           | 6091     | 1818        | 20138      | 93.4%                       | 78.00%         | 75.1%         | 80.6%                  |
| 15 Platform |              | 57453           | 8244     | 2076        | 19761      | 93.6%                       | 78.5%          | 75.70%        | 91.4%                  |
| 60 Platform |              | 59596           | 5575     | 1770        | 21487      | 93.0%                       | 74.7%          | 71.60%        | 80.9%                  |
| 60 Control  | Breast Tumor | 44440           | 8412     | 2335        | 20908      | 90.5%                       | 68.5%          | 65.5%         | 92.7%                  |
| 15 Platform |              | 41371           | 10286    | 2836        | 20895      | 90.4%                       | 68.3%          | 65.0%         | 94.2%                  |
| 60 Platform |              | 47196           | 10788    | 2677        | 21357      | 91.1%                       | 69.8%          | 66.8%         | 95.5%                  |

Supplementary Table 3. Weighted population values for each cluster and sub-cluster in murine kidney. Population percentages for microfluidic processing in Fig. 4b were weighted (1x for 15 min and 1.5x for 60 min) and added to create total aggregate microfluidic platform values. These were normalized by the control and used to calculate total aggregate population distributions.

| Cluster                    | Device 60 m<br>(weighted) | Device Total<br>(weighted) | Device Total<br>(Norm. to control) | Device Total<br>(%) |
|----------------------------|---------------------------|----------------------------|------------------------------------|---------------------|
| Proximal Tubule<br>(S2-S3) | 16.2                      | 68.3                       | 2.7                                | 27.3                |
| Proximal Tubule<br>(S1)    | 27.8                      | 61.6                       | 2.3                                | 24.6                |
| Endothelial                | 38.9                      | 43.7                       | 4.2                                | 17.5                |
| Macrophage                 | 32.4                      | 34.7                       | 1.9                                | 13.9                |
| LOH, DCT, CD,<br>& MC      | 15.3                      | 17.4                       | 2.0                                | 7.0                 |
| LOH                        | 7.0                       | 7.9                        | 1.8                                | 3.1                 |
| DCT                        | 5.4                       | 6.2                        | 2.8                                | 2.5                 |
| CD                         | 2.1                       | 2.3                        | 1.8                                | 0.9                 |
| MC                         | 0.9                       | 1.3                        | 1.4                                | 0.5                 |
| B Lymphocyte               | 9.8                       | 12.7                       | 2.3                                | 5.1                 |
| T Lymphocyte               | 9.8                       | 11.8                       | 2.9                                | 4.7                 |

Supplementary Table 4. Coefficient of variation values for breast tumor samples at different processing conditions.

| Condition     | Epithelial Cells | Endothelial Cells | Leukocytes |
|---------------|------------------|-------------------|------------|
| Control 15 m  | 25.4             | 26.4              | 41.0       |
| Control 60 m  | 19.9             | 13.1              | 19.5       |
| Static 15 m   | 23.5             | 23.7              | 24.6       |
| Static 60 m   | 12.6             | 9.7               | 27.9       |
| Interval 1 m  | 14.2             | 37.2              | 25.9       |
| Interval 15 m | 14.0             | 17.0              | 11.7       |
| Interval 60 m | 12.2             | 21.6              | 14.3       |

Supplementary Table 5. Weighted population values for each cluster and sub-cluster in murine breast tumor. Population percentages for microfluidic processing in Fig. 6b were weighted (1x for 15 min and 1.5x for 60 min) and added to create total aggregate microfluidic platform values. These were normalized by the control and used to calculate total aggregate population distributions.

| Cluster      | Device 60 m<br>(weighted) | Device Total<br>(weighted) | Device Total<br>(Norm. to control) | Device Total<br>(%) |
|--------------|---------------------------|----------------------------|------------------------------------|---------------------|
| Epithelial   | 65.4                      | 133.9                      | 2.2                                | 53.5                |
| Luminal      | 59.1                      | 125.9                      | 2.1                                | 50.4                |
| Basal        | 4.5                       | 5.3                        | 6.6                                | 2.1                 |
| Lum. Prolif. | 1.8                       | 2.7                        | 1.2                                | 1.1                 |
| Macrophage   | 43.2                      | 61.7                       | 3.1                                | 24.7                |
| Endothelial  | 20.4                      | 25.0                       | 4.2                                | 10.0                |
| T Lymphocyte | 9.5                       | 13.8                       | 2.4                                | 5.5                 |
| Fibroblast   | 9.8                       | 11.6                       | 10.5                               | 4.6                 |
| Granulocyte  | 2.0                       | 4.2                        | 0.8                                | 1.7                 |

Supplementary Table 6. Coefficient of variation values for liver samples at different processing conditions.

| Condition     | Hepatocytes | Endothelial Cells | Leukocytes |
|---------------|-------------|-------------------|------------|
| Control 15 m  | 27.6        | 5.5               | 22.7       |
| Control 60 m  | 26.7        | 8.6               | 15.8       |
| Static 5 m    | 13.8        | 11.5              | 16.7       |
| Static 15 m   | 26.5        | 11.7              | 8.6        |
| Interval 1 m  | 20.6        | 11.3              | 3.7        |
| Interval 5 m  | 14.2        | 8.4               | 7.7        |
| Interval 15 m | 14.5        | 11.5              | 4.9        |

Supplementary Table 7. Coefficient of variation values for heart samples at different processing conditions.

| Condition     | Cardiomyocytes | Endothelial Cells | Leukocytes |
|---------------|----------------|-------------------|------------|
| Control 15 m  | 13.3           | 35.7              | 26.1       |
| Control 60 m  | 14.1           | 26.8              | 54.5       |
| Static 5 m    | 15.7           | 22.8              | 33.6       |
| Static 15 m   | 36.2           | 30.8              | 40.2       |
| Interval 1 m  | 28.9           | 27.4              | 28.4       |
| Interval 5 m  | 12.7           | 21.5              | 40.1       |
| Interval 15 m | 7.1            | 22.5              | 34.5       |

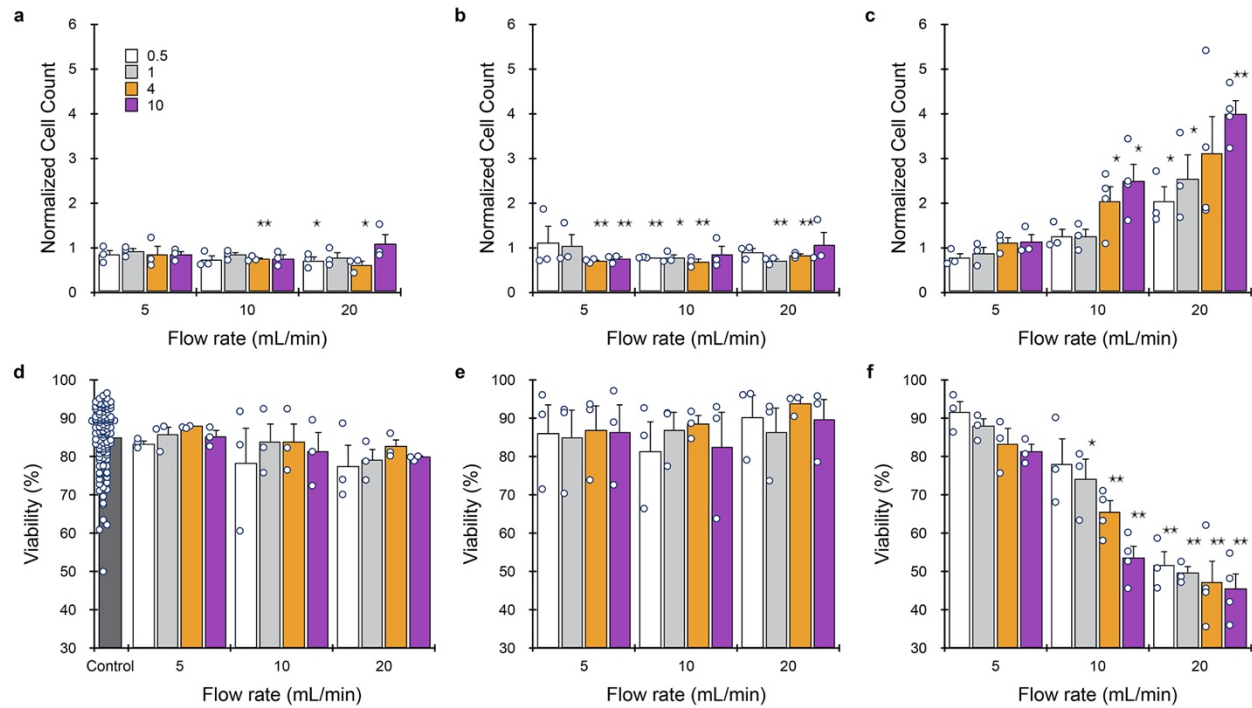

Supplementary Figure 1. Recirculation studies with MCF-7 cell line. MCF-7 breast cancer cells (n=3 or 4 independent samples for experimental conditions, n=112 independent samples for control) were continuously pumped through the (a,d) peristaltic pump, (b,e) minced digestion device, or (c,f) dissociation/filter device at different flow rates and for different time periods. (a-c) Cell counts were obtained and normalized to the control. Cell numbers decreased modestly for (a) pump alone and (b) digestion device under all conditions. (c) The dissociation device increased cell recovery for the longer time points at 10 mL/min and all time points at 20 mL/min. (d-f) Cell viability remained high for (d) pump only, (e) digestion device, and (f) dissociation device at 5 mL/min. However, higher flow rates decreased viability for the dissociation device, in a manner that correlated inversely with increases in single cell yield. Data are presented as mean values  $\pm$  SEM from at least three independent experiments. Circles indicate values for experimental replicates. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the control. p-values for all comparisons are presented in the Source Data file.

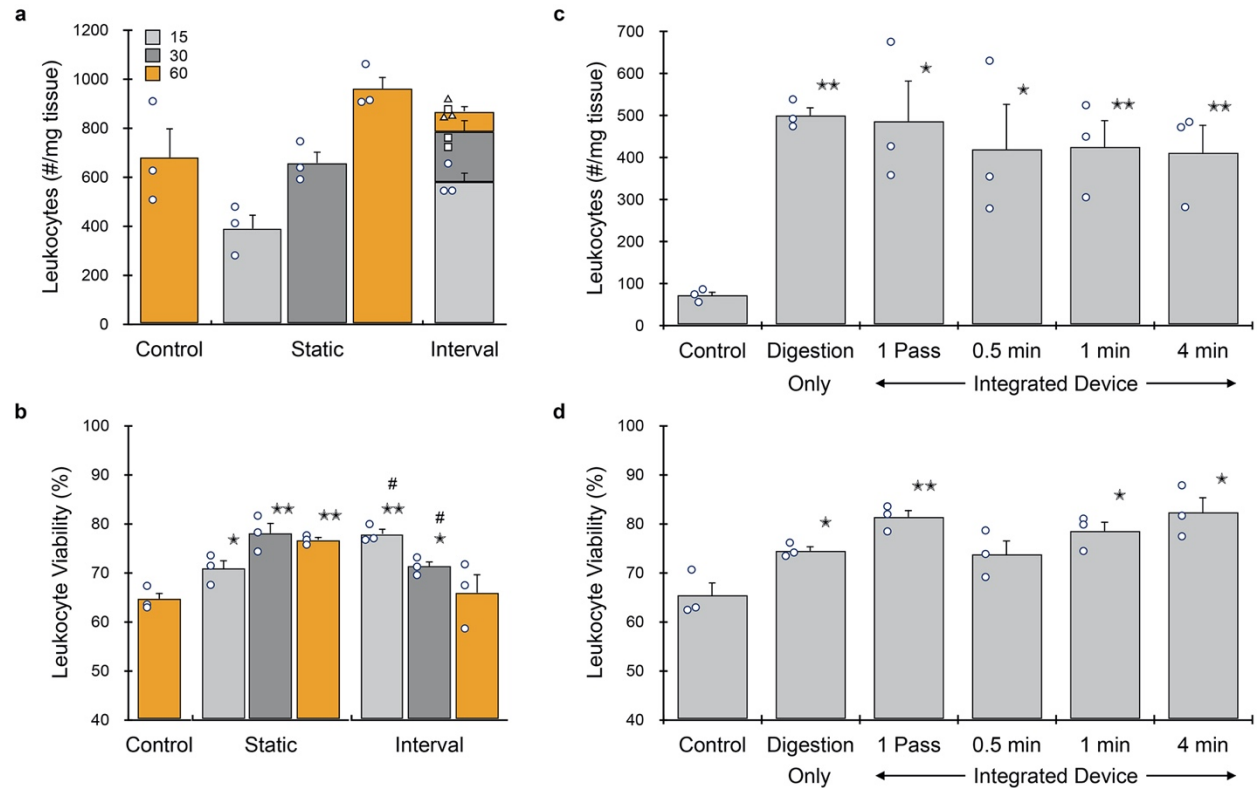

Supplementary Figure 2. Leukocyte results from optimization studies using murine kidney (n=3 independent samples). (a,b) Minced digestion device optimization under static and interval formats, compared to control that was digested for 60 min. (a) Leukocyte yield increased with digestion device processing time to ~1000/mg, exceeding the control by ~30%. Interval recovery did not affect results. (b) Viability increased from ~65% for control to >70% for all device conditions. (c,d) Integrated dissociation/filter device optimization using sample that was processed for 15 min in the digestion device, compared to control digested for 15 min. (c) Leukocyte recovery remained the same after a single pass and decreased modestly with recirculation. (d) Leukocyte viability was ~85-90% for all conditions. Data are presented as mean values  $\pm$  SEM from at least three independent experiments. Circles indicate values for experimental replicates. For the stacked plot, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the control. Cross-

hatches indicate  $p < 0.05$  relative to the static condition at the same digestion time. p-values for all comparisons are presented in the Source Data file.

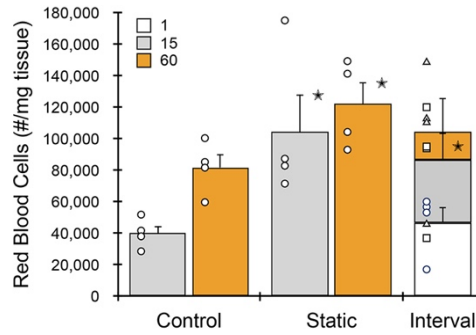

Supplementary Figure 3. Red blood cell results for murine kidney (n=4 independent samples). Most RBCs were eluted at early timepoints for device processing. Due to the high recovery after only 1 min, this time point was added to interval studies for all tissues. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates. For the stacked plot, experimental replicates are indicated by circles at 15 min, squares at 30 min, and triangles at 60 min. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  relative to the control at the same digestion time. p-values for all comparisons are presented in the Source Data file.

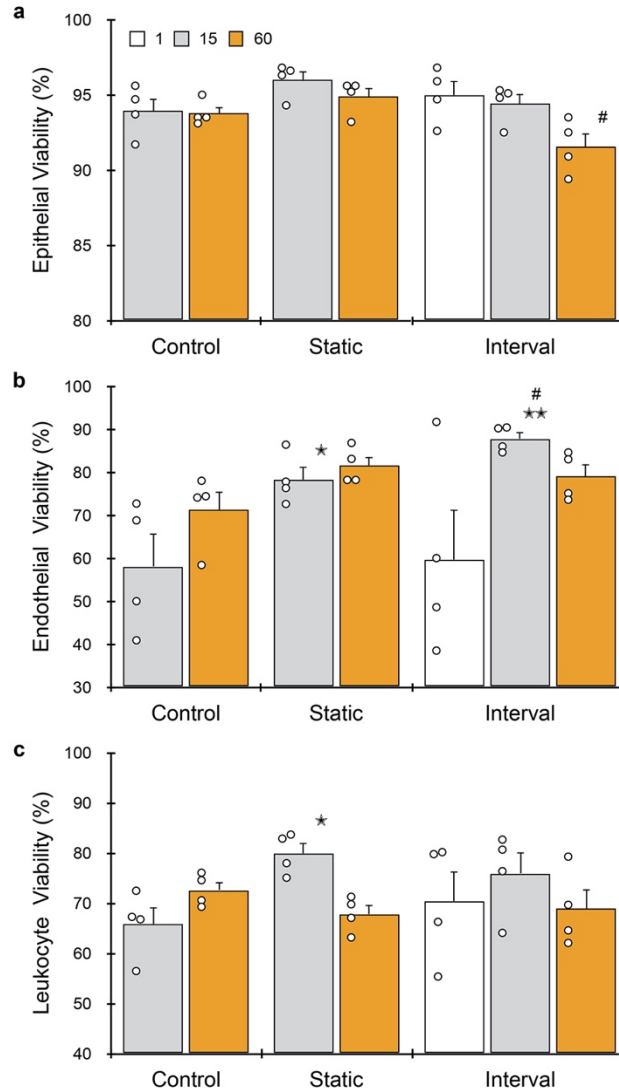

Supplementary Figure 4. Cell viability from final microfluidic platform studies using murine kidney (n=4 independent samples). (a) Epithelial cell viability was ~95% for all conditions. (b) Endothelial cell and (c) leukocyte viabilities ranged from ~60% to 90%, with the 60 min control at ~70% in both cases. Device platform processing resulted in higher viabilities for endothelial cells at all conditions except the 1 min interval, and leukocytes were elevated at the 15 min time points (static and interval). Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the control at the same digestion time. Cross-hatches indicate  $p < 0.05$  relative to the

static condition at the same digestion time. p-values for all comparisons are presented in the Source Data file.

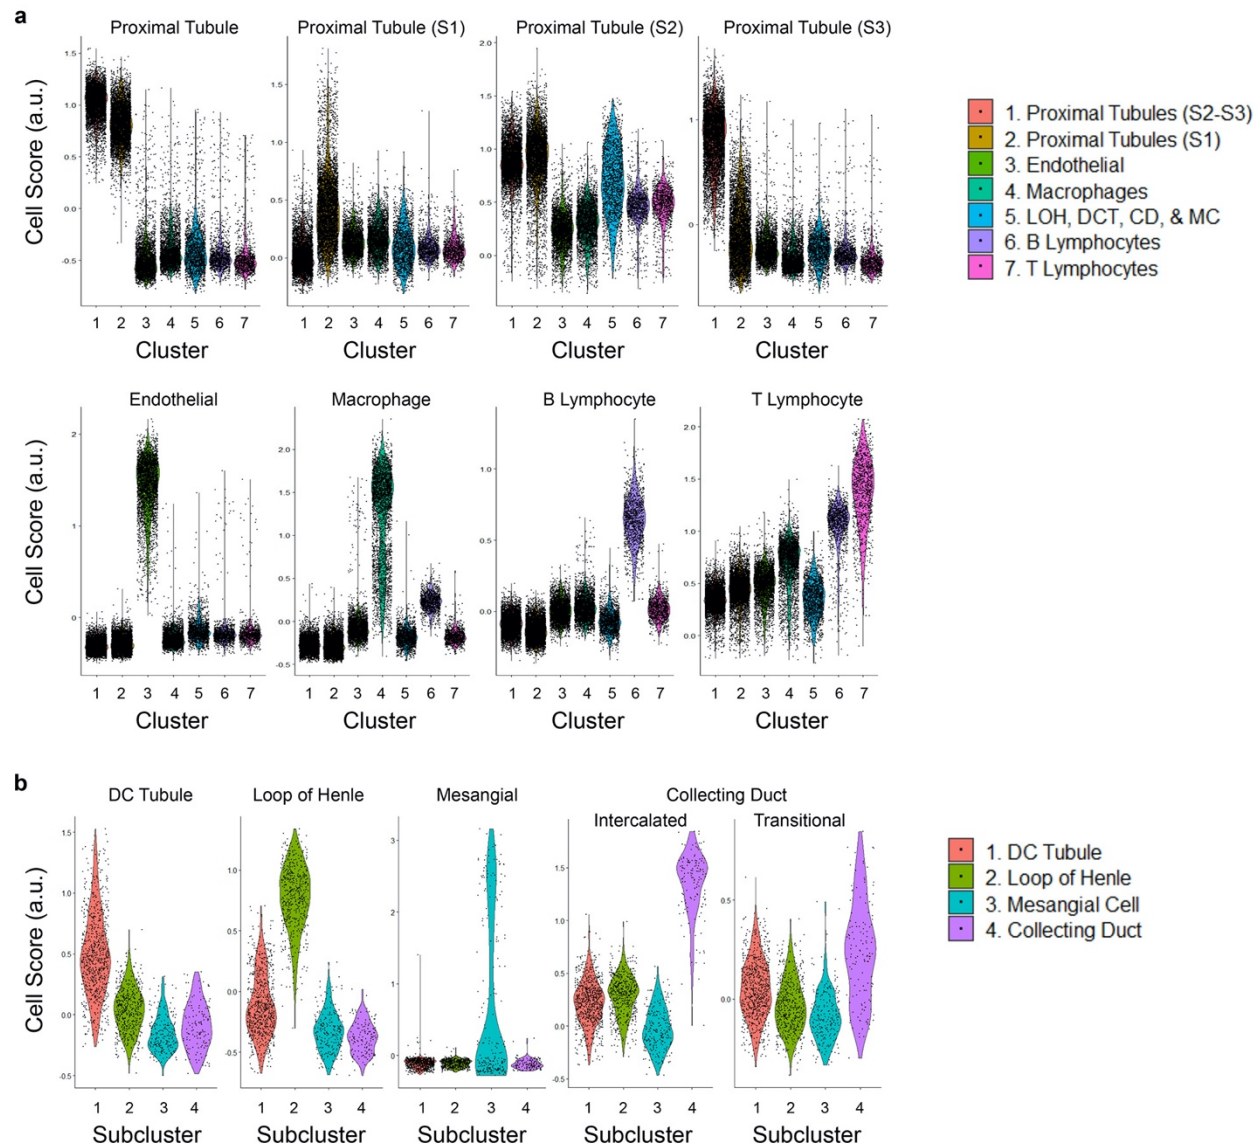

Supplementary Figure 5. Gene scoring of kidney cell types. Cell scoring results that were used to compare marker gene signatures for each of the (a) seven main clusters and (b) sub-clusters.

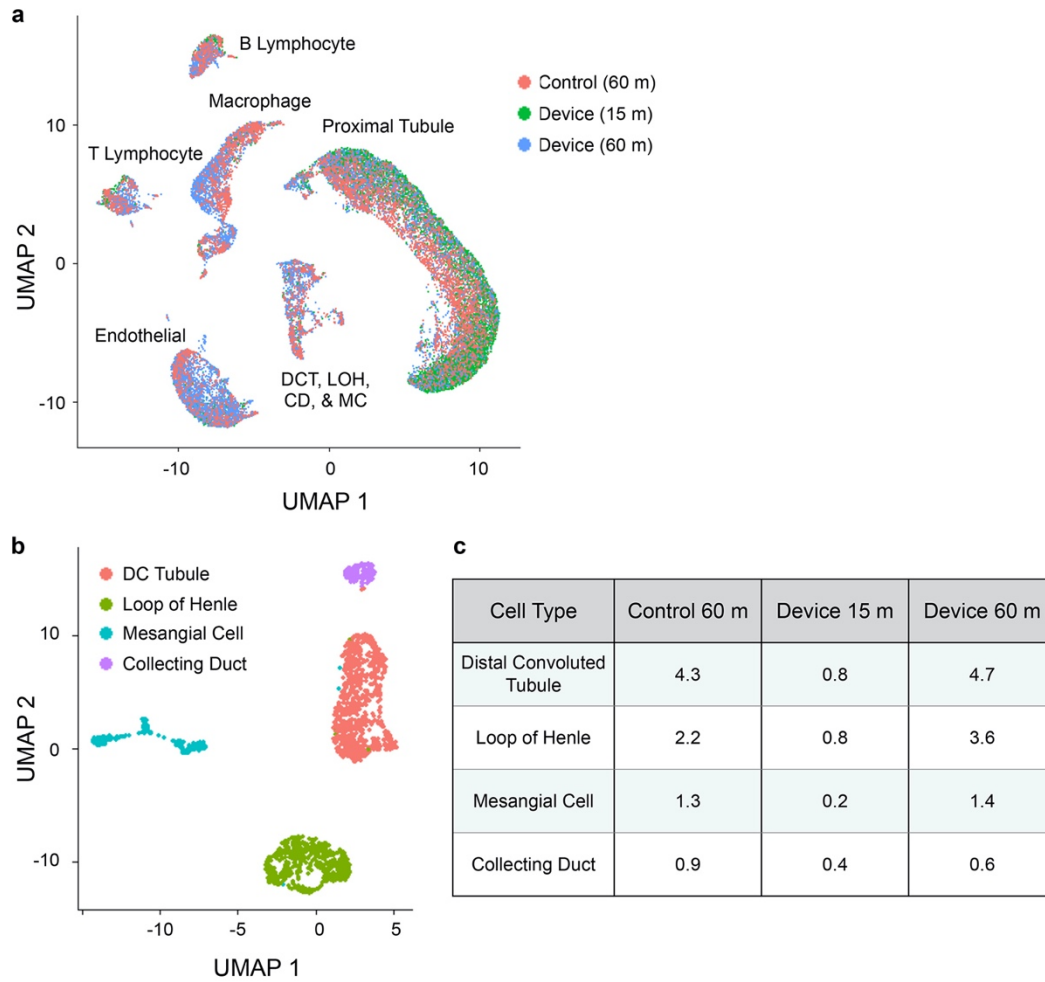

Supplementary Figure 6. scRNA-seq analysis for murine kidney (n=1). (a) All seven cell clusters were represented in control and device conditions. (b) UMAP representation showing the 4 sub-cluster within the DCT, LOH, CD, & MC cluster. (c) Distributions obtained for each sub-cluster, relative to the full population.

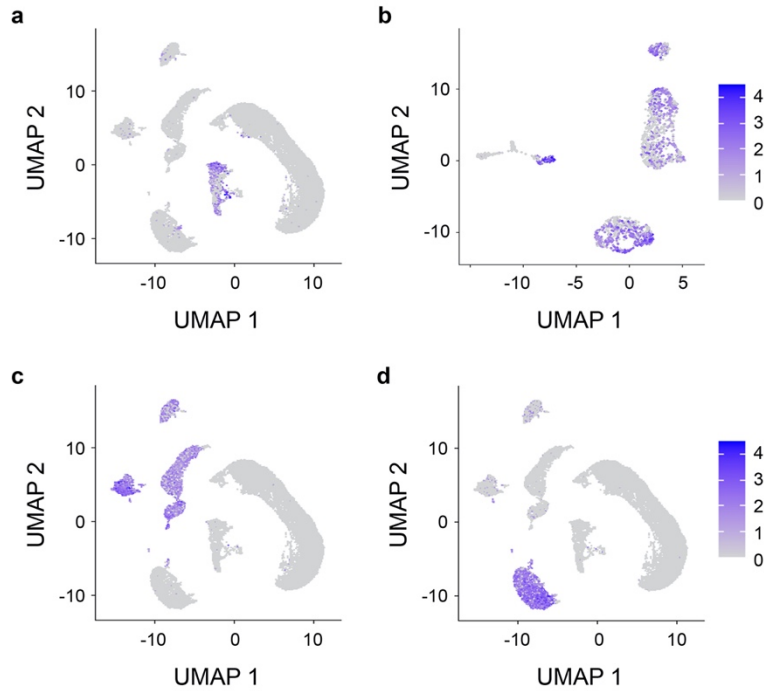

Supplementary Figure 7. Expression of *EpCAM*, *CD45*, and *CD31* in kidney clusters. (a,b) *EpCAM* was highly expressed within the (a) DCT, LOH, CD, & MC cluster and (b) each individual sub-cluster. (c) *CD45* was highly expressed in the macrophage, B lymphocyte, and T lymphocyte clusters. (d) *CD31* was highly expressed in the endothelial cluster.

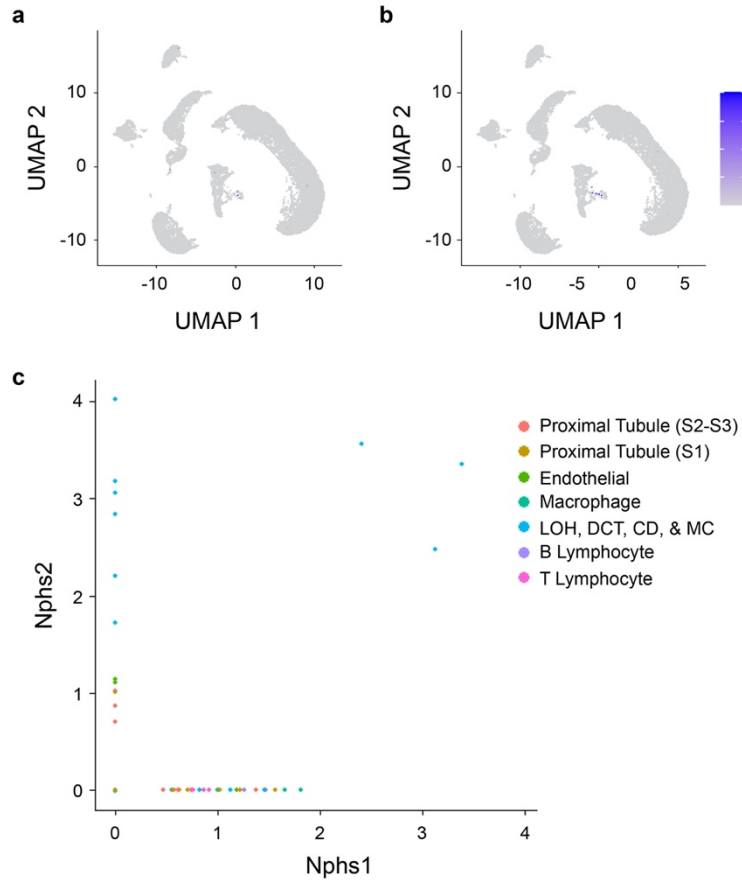

Supplementary Figure 8. Podocyte markers. Gene expression of (a) *Nphs1* and (b) *Nphs2*, with positive expression showing in only a small number of cells that were predominantly in the LOH, DCT, CD, & MC cluster. (c) Few cells were positive for both *Nphs1* and *Nphs2*.

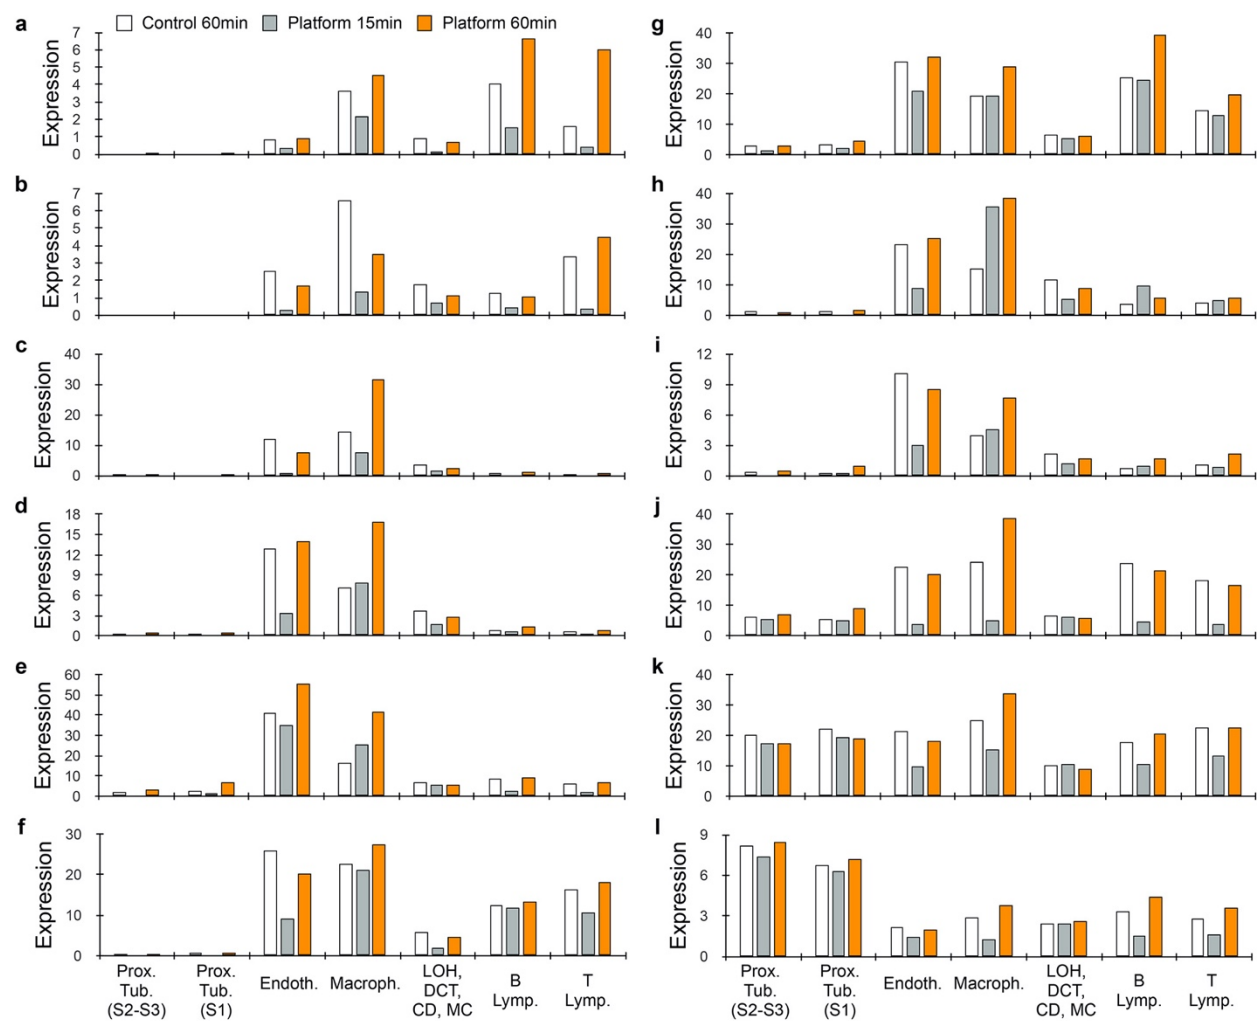

Supplementary Figure 9. Expression of select stress response genes for each kidney cell cluster. Average gene expression for common stress response genes including (a) *Nr4a1*, (b) *Gadd45b*, (c) *Atf3*, (d) *Egr1*, (e) *Jun*, (f) *Junb*, (g) *Jund*, (h) *Fos*, (i) *Fosb*, (j) *Hsp90aa1*, (k) *Hspa8*, and (l) *Hspd1*.

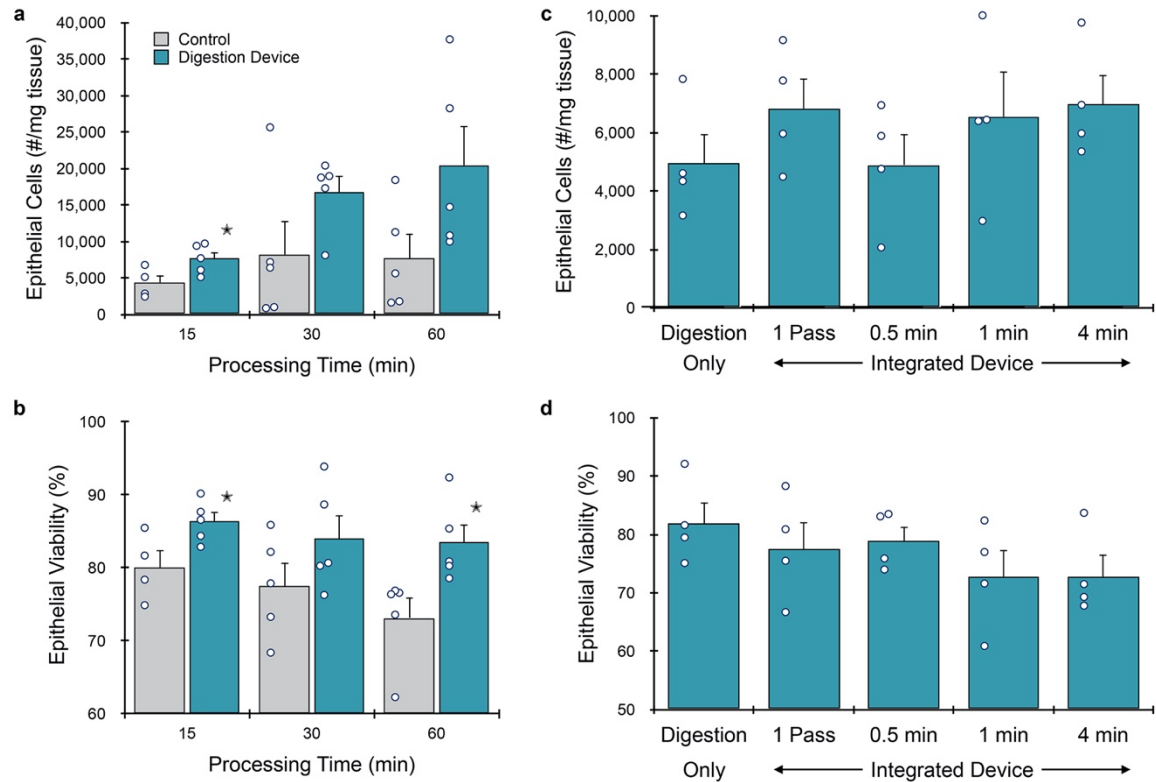

Supplementary Figure 10. Device optimization studies using murine breast tumor (n=4 or 5 independent samples). (a,b) Minced digestion device operated for different time points. (a) Epithelial cell yield increased by ~2- to 2.5-fold using the digestion device. (b) Viability was ~80% for the 15 min control and decreased slightly with time, while all device conditions were >85%. (c,d) Integrated dissociation/filter device optimization using sample that was processed for 15 min in the digestion device. (c) Epithelial recovery increased by 30% after a single pass, while recirculation produced similar or lower numbers. (d) Viability decreased slightly after dissociation/filter treatment, but changes were not significant. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for individual replicates. Two-sided T test was used for statistical testing. Stars indicate p < 0.05 relative to the control at the same digestion time. p-values for all comparisons are presented in the Source Data file.

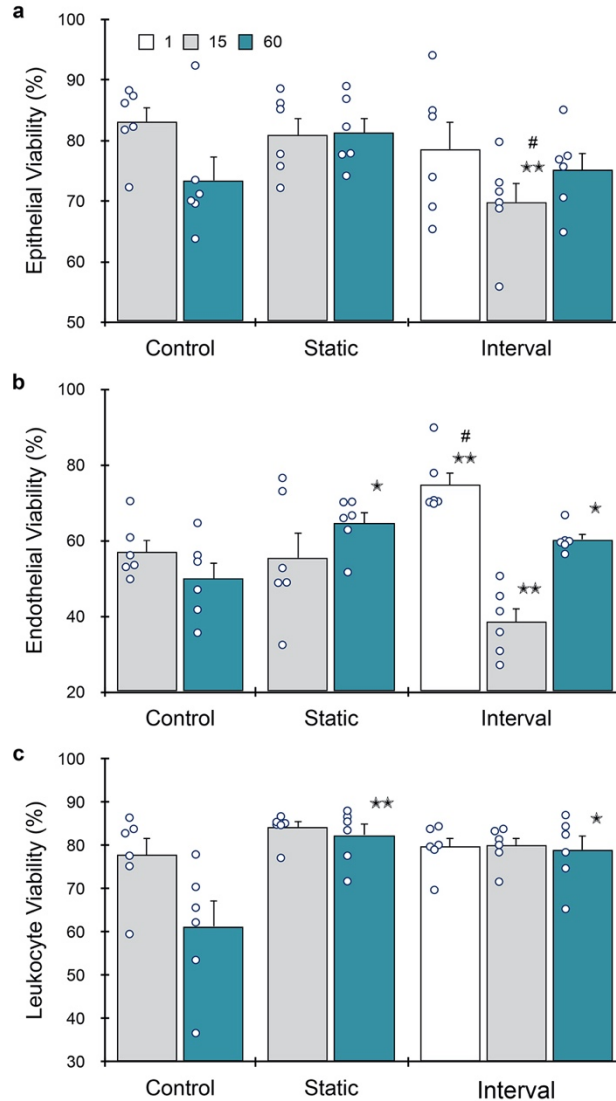

Supplementary Figure 11. Cell viability from final microfluidic platform studies using murine breast tumor (n=6 independent samples). (a) Epithelial cell viability was ~70-80% for all conditions. (b) Endothelial cell viability was generally low at ~50-60%. However, the 1 min device interval was higher at 75%, while the 60 min control and 15 min device interval were lower at 50% and 40%, respectively. (c) Leukocyte viability remained ~80% for all but the 60 min control, which was ~60%. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the control at the same digestion time. Cross-hatches indicate  $p < 0.05$  relative to the

static condition at the same digestion time. p-values for all comparisons are presented in the Source Data file.

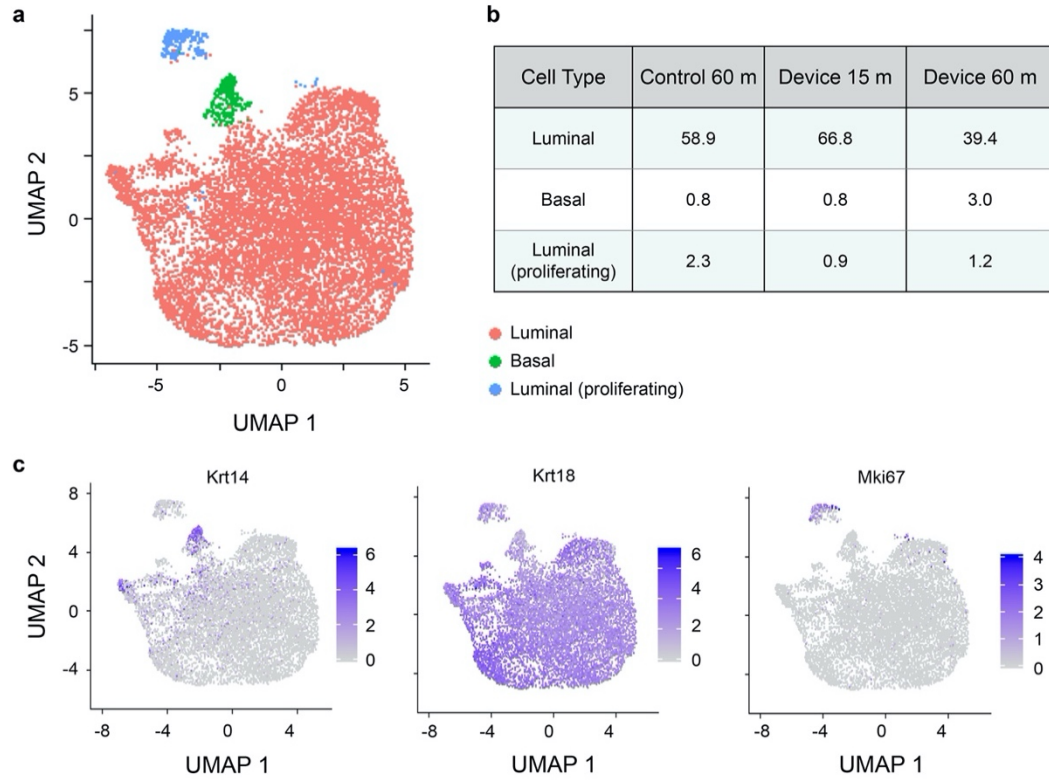

Supplementary Figure 12. Sub-clustering epithelial cells for murine breast tumor. (a) The epithelial cluster contained 3 distinct sub-clusters that corresponded to luminal, basal, and proliferating luminal. (b) Population distributions in each sub-cluster. Luminal cells were enriched in the 15 min interval, while basal cells were enriched at 60 min. (c) The sub-clusters were identified primarily based on expression of *Krt14* (basal), *Krt18* (luminal), and *Mki67* (proliferating) genes.

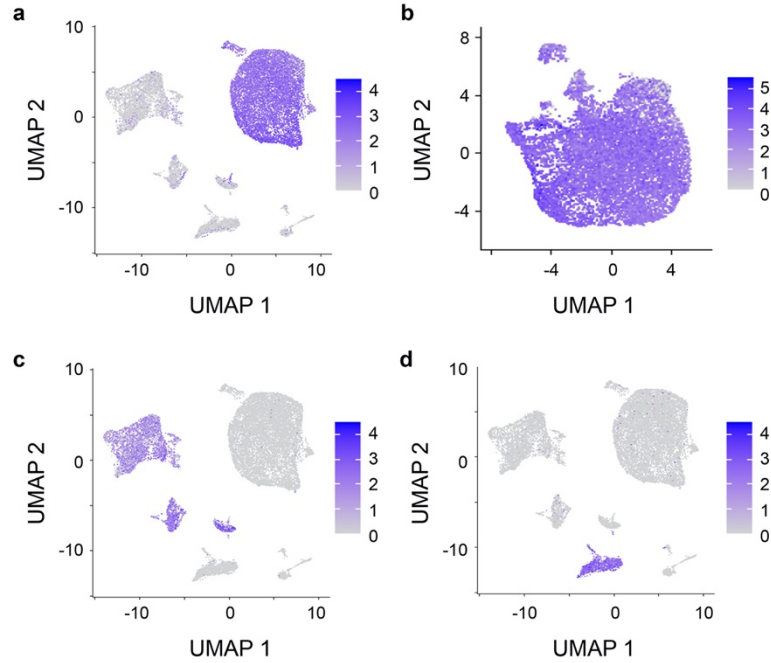

Supplementary Figure 13. Expression of *EpCAM*, *CD45*, and *CD31* in breast tumor clusters.

(a,b) *EpCAM* was highly expressed within the (a) epithelial cluster and (b) each sub-cluster. (c) *CD45* was highly expressed in the macrophage, T lymphocyte, and granulocyte clusters. (d) *CD31* was highly expressed in the endothelial cluster.

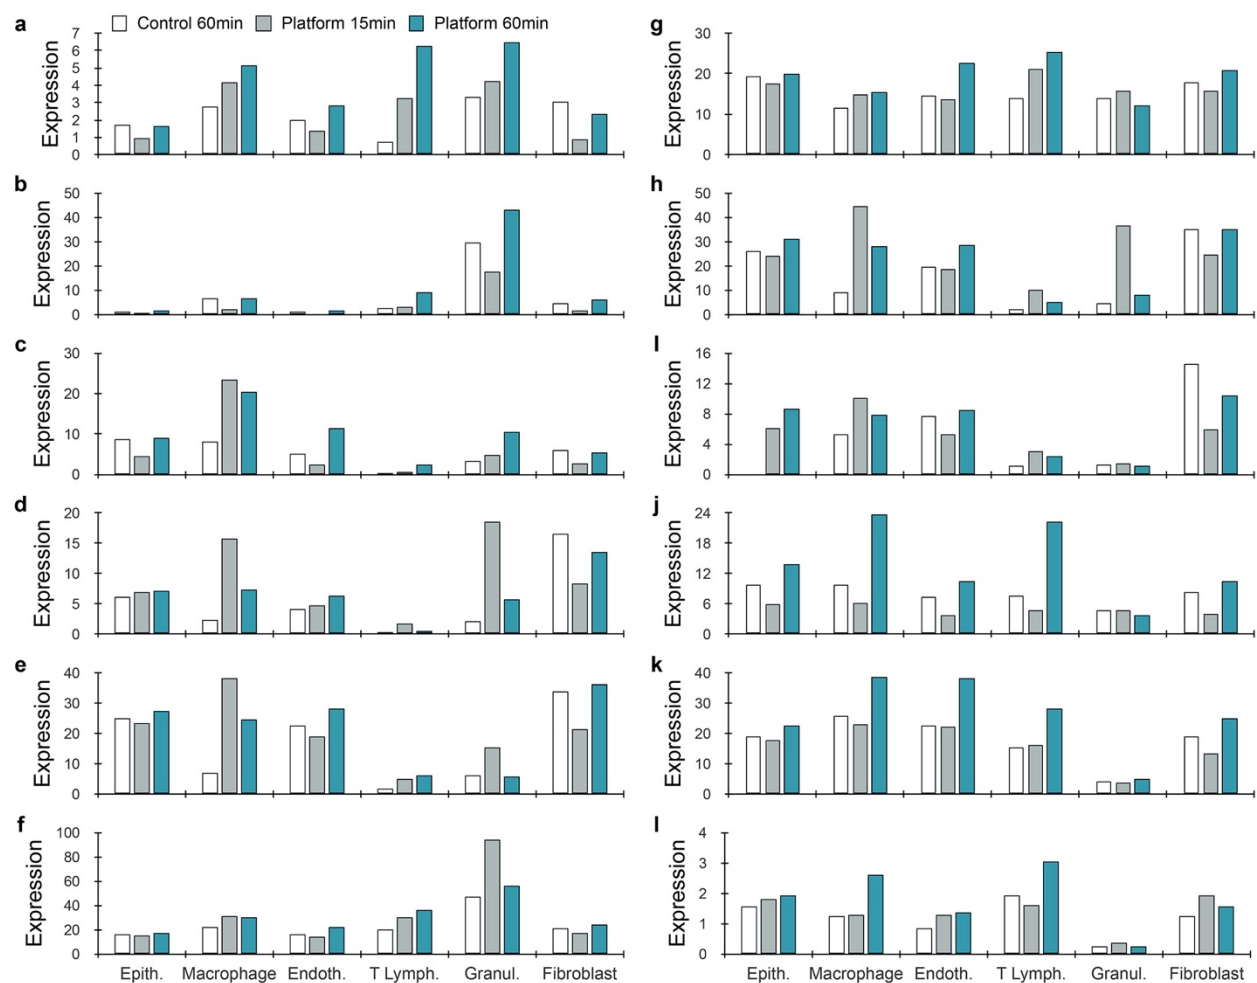

Supplementary Figure 14. Expression of select stress response genes for each breast tumor cell cluster. Average gene expression for common stress response genes including (a) *Nr4a1*, (b) *Gadd45b*, (c) *Atf3*, (d) *Egr1*, (e) *Jun*, (f) *Junb*, (g) *Jund*, (h) *Fos*, (i) *Fosb*, (j) *Hsp90aa1*, (k) *Hspa8*, and (l) *Hspd1*.

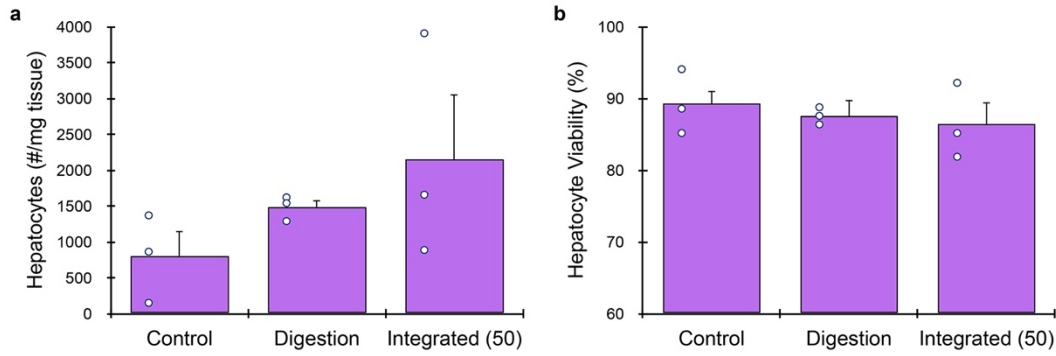

Supplementary Figure 15. Device optimization studies using murine liver (n=3 independent samples). Liver was processed with the minced digestion for 15 min and passed through the modified dissociation/filter device (50  $\mu$ m filter only). (a) Hepatocytes increased by 30% relative to the digestion device alone and by nearly 3-fold relative to 15 min control. (b) Hepatocyte viability was >85% for all conditions. Data are presented as mean values  $\pm$  SEM from at least three independent experiments. Circles indicate values for experimental replicates. p-values for all comparisons are presented in the Source Data file.

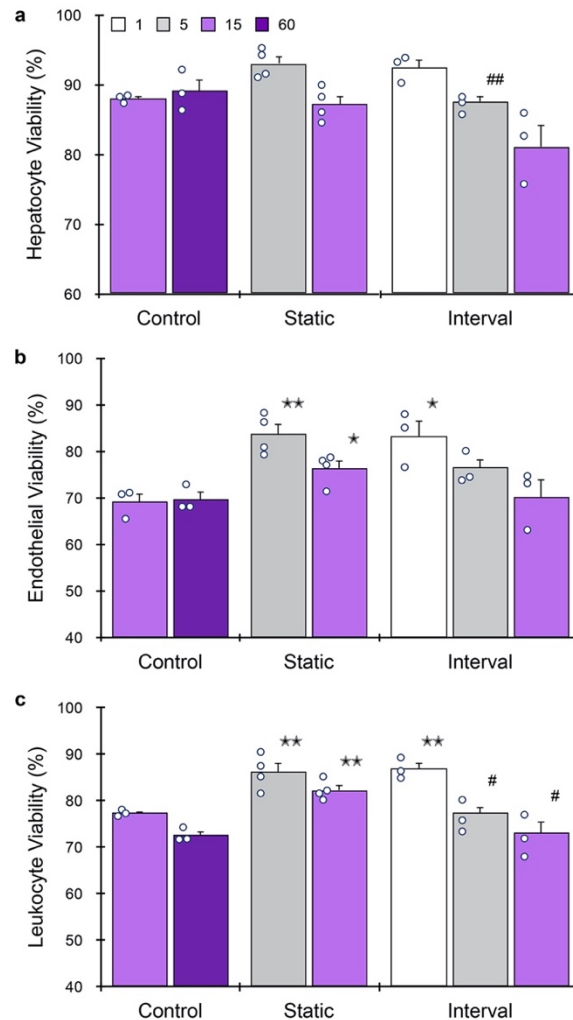

Supplementary Figure 16. Cell viability from final microfluidic platform studies using murine liver (n=3 or 4 independent samples). (a) Hepatocyte viability remained ~90% for all conditions except the 60 min interval, which decreased to ~85%. (b) Endothelial cell and (c) leukocyte viabilities were generally between ~70% and 85%, and increased with device processing at the early time points. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the 60 min control. Cross-hatches indicates  $p < 0.05$  and double cross-hatches indicate  $p < 0.01$  relative to the static condition at the same digestion time. p-values for all comparisons are presented in the Source Data file.

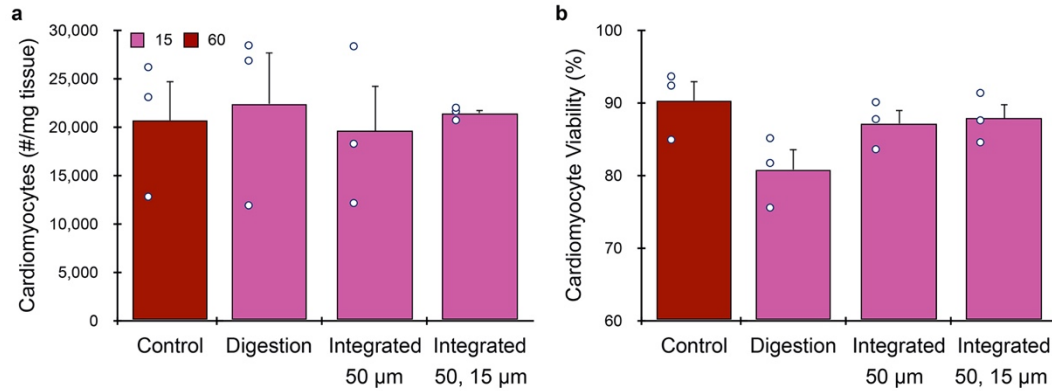

Supplementary Figure 17. Device optimization studies using murine heart (n=3 independent samples). Heart was processed with the minced digestion device for 15 min and passed through the integrated dissociation/filter with the original (50 and 15 µm filters) or modified (50 µm filter only) format. (a) Cardiomyocyte yield and (b) viability were similar for all conditions. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates.

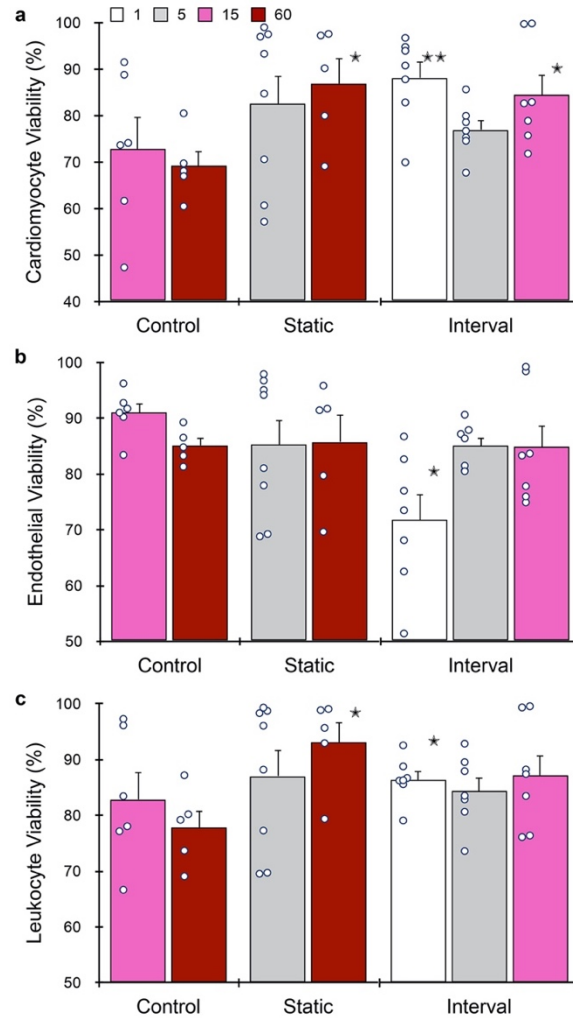

Supplementary Figure 18. Cell viability from final microfluidic platform studies using murine heart (n=5 to 8 independent samples). (a) Cardiomyocyte viability for device processed samples matched or exceeded controls. (b) Endothelial cell and (c) leukocyte viability was generally >80% for device and control conditions. Data are presented as mean values +/- SEM from at least three independent experiments. Circles indicate values for experimental replicates. Two-sided T test was used for statistical testing. Stars indicate  $p < 0.05$  and double stars indicate  $p < 0.01$  relative to the 60 min control. p-values for all comparisons are presented in the Source Data file.

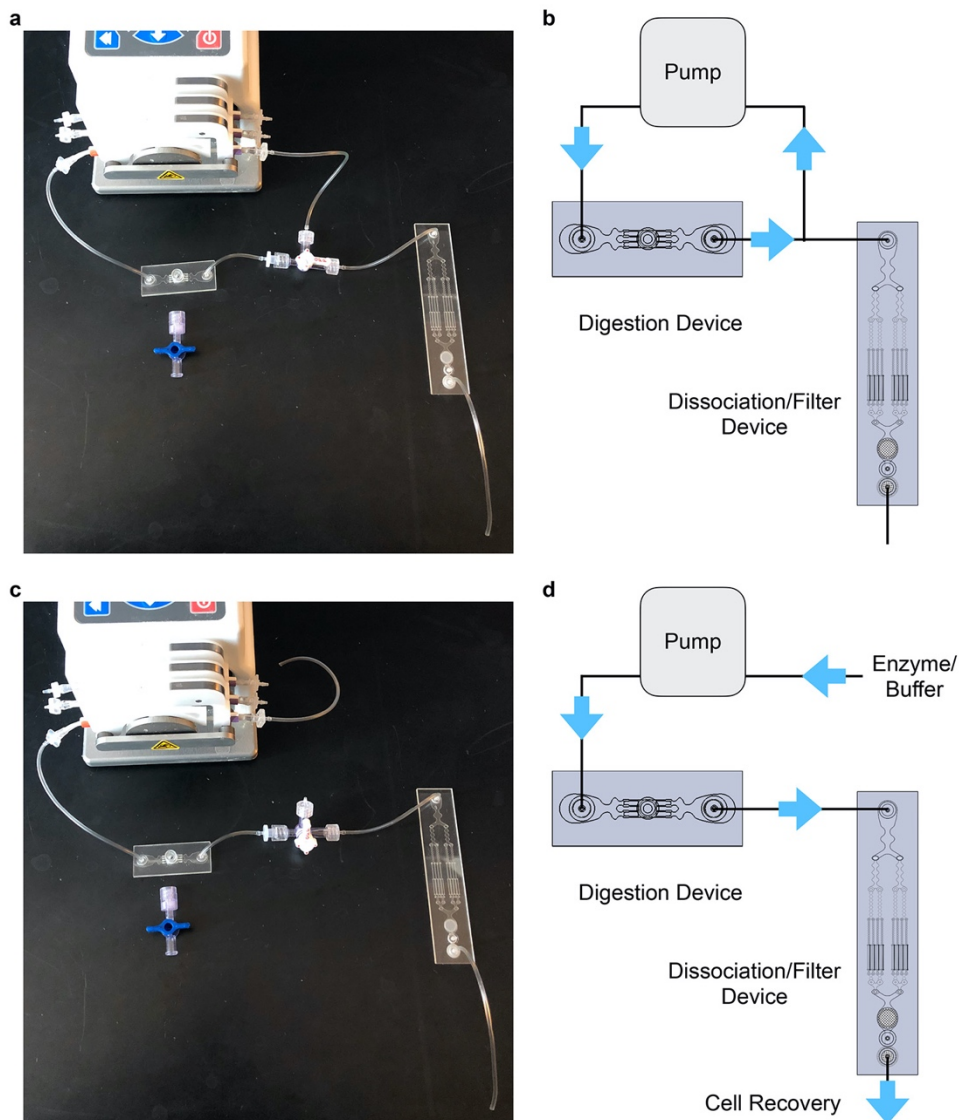

Supplementary Figure 19. Integrated fluidic system. (a,c) Picture of the system including peristaltic pump, digestion device, dissociation/filter device, and connections via valving and tubing. Including are configurations used for (a) recirculation through the digestion device and (c) sample elution during intervals or at the end of the run. (b,d) Schematics depicting flow paths, inputs, and outputs under (b) recirculation and (d) elution. For elution, fresh enzyme solution was used for intervals and buffer was used for final elution.

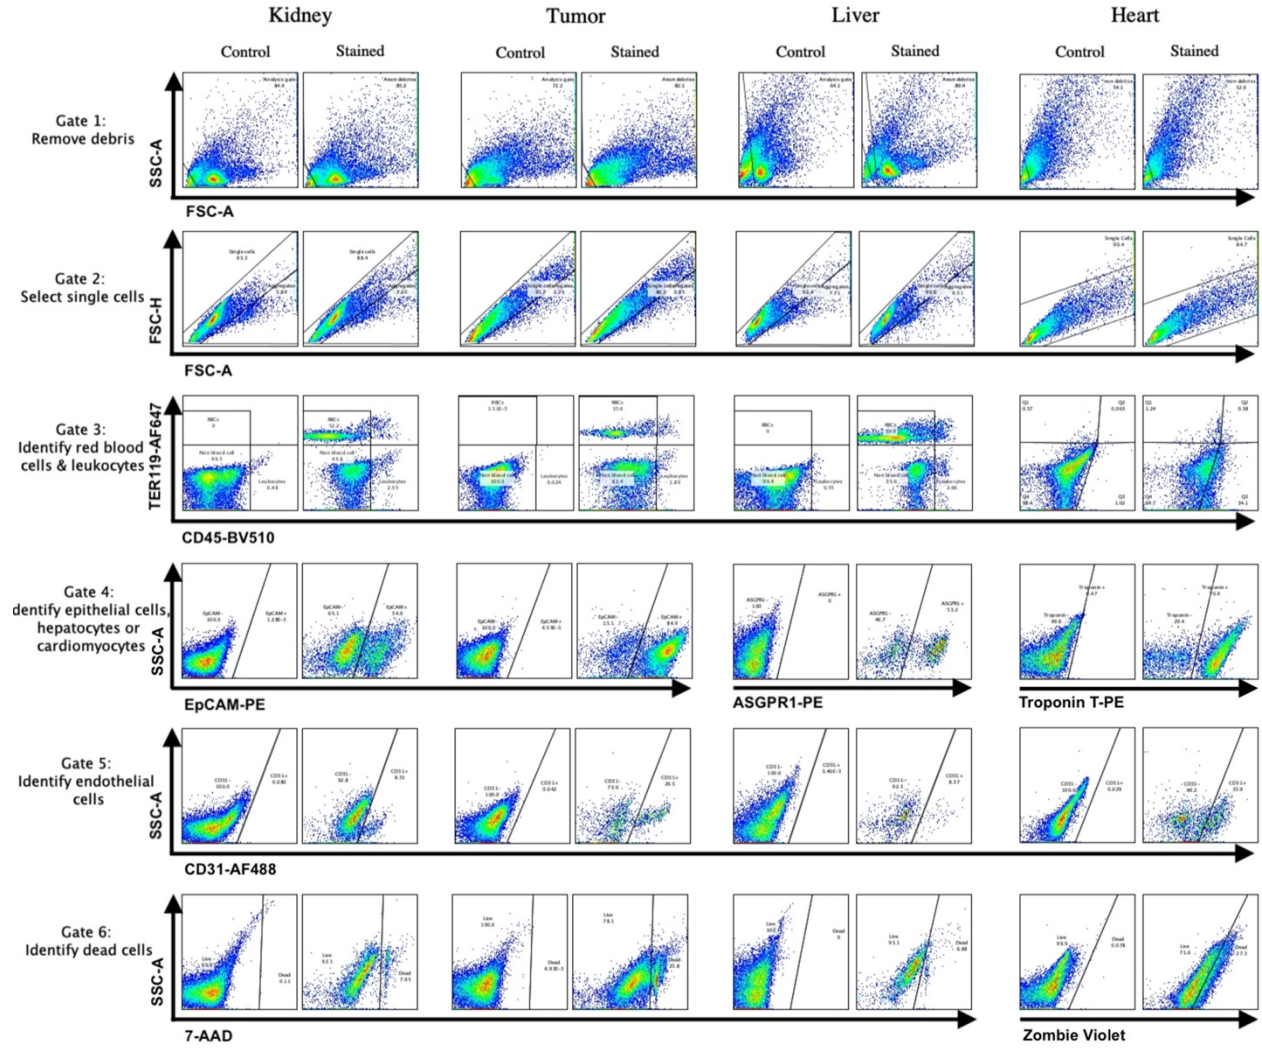

Supplementary Figure 20. Flow cytometry gating schemes. Cell suspensions were stained fluorescent probes (listed in Table 1) and signals were assessed by flow cytometry. Data was then analyzed using a sequential gating scheme. Gate 1 used FSC-A vs. SSC-A to exclude debris near the origin. Gate 2 used FSC-A vs. FSC-H to select single cells. Gate 3 used CD45-BV510 vs. TER119-AF647 to distinguish leukocytes (CD45+TER119-) and red blood cells (CD45-TER119+). Gate 4 was applied to the CD45-TER119- subset, and used PE to identify epithelial cells via EpCAM (kidney and tumor), hepatocytes via ASGPR1 (liver), or cardiomyocytes via Troponin T (heart). Gate 5 was applied to the EpCAM/ASGPR1/Troponin T negative cell subset and used CD31-AF488 to identify endothelial cells. Finally, gate 6 used 7-AAD (kidney, tumor, liver) or Zombie Violet (heart) to distinguish live and dead cells.

## REFERENCES

1. Qiu, X. *et al.* Microfluidic channel optimization to improve hydrodynamic dissociation of cell aggregates and tissue. *Nat. Sci. Reports* 8, 2774 (2018).  
<https://doi.org/10.1038/s41598-018-20931-y>
2. Qiu, X., De Jesus, J., Pennell, M., Troiani, M. & Haun, J. B. Microfluidic device for mechanical dissociation of cancer cell aggregates into single cells. *Lab Chip* 15, 339-350 (2015). <https://doi.org/10.1039/C4LC01126K>
3. Qiu, X. *et al.* Microfluidic filter device with nylon mesh membranes efficiently dissociates cell aggregates and digested tissue into single cells. *Lab Chip* 18, 2776–2786 (2018).  
<https://doi.org/10.1039/C8LC00507A>
4. Tirosh, I. *et al.* Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science* 352, 189–196 (2016). <https://doi.org/10.1126/science.aad0501>
5. Park, J. *et al.* Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. *Science* 360, 758–763 (2018).  
<https://doi.org/10.1126/science.aar2131>
6. Karaiskos, N. *et al.* A single-cell transcriptome atlas of the mouse glomerulus. *J. Am. Soc. Nephrol.* 29, 2060-2068 (2018). <https://doi.org/10.1681/ASN.2018030238>

# Supplementary material for: Microfluidic platform accelerates tissue processing into single cells for molecular analysis and primary culture models
**Source:** Nat Commun. 2021 May 17;12:2858. doi: 10.1038/s41467-021-23238-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry: ACEA NovoExpress Software version 1.4.1. Next-generation sequencing: NovaSeq Control Software (NVCS) version 1.6.0 and Real-Time Analysis (RTA) version 3.4.4.

Data analysis FlowJo version 10. 10x Genomics Cell Ranger software version 3.1.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files. The source data file was provided with this paper. All RNAseq data matrices along with their associated meta data have been deposited in the GEO database under accession code GSE163508 and SRA database under accession code PRJNA685210.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Given that this study employed new devices and involved optimization, no sample size calculations were performed prior to experiments. Instead we included manually digested controls as a comparison, and for both devices and controls, tested different digestion times. For dissociation/filtering studies, different processing conditions were tested and compared to digestion alone.                                                                                                                                                                                                                                            |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | We focused on consistency between independent experimental replicates (different mice) for each tissue model. We performed at least 3 independent replicates (3 different mice) for all flow cytometry tests. If results from experimental replicates were reliable and differences with controls were statistically significant, sample size was deemed sufficient at 3. Otherwise, additional replicates were performed to obtain these metrics. A single replicate was used for single cell RNA sequencing due to cost associated with the method. All attempts at replications were successful and data is included in the results. |
| Randomization   | Randomization was not required. All testing conditions for each replicate, including controls and device conditions, were performed on tissue from the same source mouse.                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | Blinding was not required because the same tissue source mouse was used for all testing conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibody information and staining concentrations: 5 µg/mL anti-mouse CD45-AF488 (clone 30-F11, Cat. # 103122, BioLegend, San Diego, CA), 7 µg/mL EpCAM-PE (clone G8.8, Cat. # 118206, BioLegend, San Diego, CA), and 5 µg/mL TER119-AF647 (clone TER-119, Cat. # 116218 BioLegend, San Diego, CA), 12.5 µg/mL CD45-BV510 (Clone 30-F11, Cat. # 103138, BioLegend, San Diego, CA), 8 µg/mL CD31-AF488 (clone MEC13.3, Cat. # 102514, BioLegend, San Diego, CA), 10 µg/mL ASGPR1-PE (clone 8D7, Cat. # sc-52623 PE, Santa Cruz Biotechnology, Dallas, TX), 0.15 µg/mL Troponin T (clone REA400, Cat. # 130-120-545, Milentyi Biotec, San Diego, CA). |
| Validation      | Each antibody was tested using the appropriate tissue type and, if possible, cell lines. Antibodies were validated by the manufacturer for the application of flow cytometry and for murine species.                                                                                                                                                                                                                                                                                                                                                                                                                                               |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                           |
|---------------------|-------------------------------------------|
| Cell line source(s) | MCF7 cells were obtained from ATCC        |
| Authentication      | None of the cell lines were authenticated |

|                                                                      |                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------|
| Mycoplasma contamination                                             | Cell lines tested negative for mycoplasma                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study. |

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | BALB/c or C57B/6 mice were used for normal kidney, liver, and heart experiments. MMTV-PyMT were used for tumor studies. We used both male and female mice, and ages were approximately 6 weeks. All mice were maintained at the University of California, Irvine according to the guidelines of the Institutional Animal Care and Use Committee. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | BALB/c or C57B/6 mice were deemed waste from IACUC approved studies at UCI. An IACUC protocol was approved for MMTV-PyMT mouse studies.                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                        |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Protocols are described in detail in the methods section. This study used cells resulting from 4 tissues, and sought to quantify the numbers of endothelial, leukocyte, and red blood cells from each tissue. Additional markers were used in a tissue-specific manner (EpCAM for kidney and tumor, ASGPR1 for liver/hepatocytes, traponin T for heart/cardiomyocytes) |
| Instrument                | Novocyte 3000 Flow Cytometer (ACEA Biosciences) was used for analysis of cell populations. A FACS Aria Fusion (BD Biosciences) was used for cell sorting prior to single cell RNA sequencing.                                                                                                                                                                          |
| Software                  | Data was analyzed using FlowJo                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | Cell population abundance was reported as bar graphs of percent total for each processing condition for each tissue type.                                                                                                                                                                                                                                              |
| Gating strategy           | The gating strategy is clearly outlined in the supplementary information methods. A supplementary figure is also included to show representative samples.                                                                                                                                                                                                              |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

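Droplet libraries of mouse kidney and of MMTV-PyMT mammary tumor were analysed, 6 in all, with 1 library for each of the 60 min control, the 15 min platform interval and the 60 min platform interval of each tissue. Cells had been sorted for viability before loading. The mapping of libraries to conditions was taken from the sample labels and the paper.

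The authors made the count values with Cell Ranger, aligned reads to an indexed mm10 genome, joined the libraries of a tissue with its aggregation step, which evens out read depth, and deposited whole-number UMI counts per gene and cell before their filters. Depth is therefore already partly equalised between libraries, and UMIs removed by that step cannot be recovered here. The deposited matrices held 34034 kidney and 24527 tumor cells over 31053 genes, with 299659624 and 288643018 UMIs. Per library, kidney held 69691783, 116998401 and 112969440 UMIs and the tumor 90414805, 101222030 and 97006183 UMIs in the control, 15 min and 60 min libraries, at medians of 5987, 7976 and 5575 and of 8195, 10285.5 and 10031.5 UMIs per cell.

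Cells with fewer than 200 genes, more than 3000 (kidney) or 4000 (tumor) genes, or more than 50% (kidney) or 25% (tumor) mitochondrial UMIs were removed, following the paper's methods. Genes found in at least 3 kept cells numbered 19085 in kidney and 19552 in the tumor. Counts were scaled to 10000 per cell and log-transformed. Principal components of 2000 variable genes (20 components) gave a graph of 20 neighbours with Jaccard weights, which was split by the Leiden method at a resolution of 0.5 with seed 0. The epithelial-like cells of the tumor and the distal and mesangial group of the kidney were clustered a second time with the same settings.

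Clusters were named from 19 kidney and 16 tumor lists of marker genes. A list's score was the mean over its genes of the log2 ratio between the cluster's mean and the median of all clusters' means, with 0.1 added to both, and the list with the highest score gave the name. Sub-clusters used the median of the first clustering. A marker counted as detected when at least 10% of the cluster's cells held it and its mean was at least 1.5 times that median, after the same addition to the median. A cluster stayed unnamed with fewer than 3 detected markers, with more markers of another class than of its own among its 10 leading genes, with all markers of more than 1 class detected at scores within 1 of each other, or when it was shallow relative to its libraries and none of its markers were among the leading genes. The lists were fixed before the data were examined, as were the rule for named genes and the alternatives not said to be added later. The thresholds of the naming rule were written after the clusters had been seen. The gap of 0.5 between segment scores and the form of the rule for sub-clusters were completed after shares had been set beside the study's. In kidney, unnamed clusters held 0.578, 0.131 and 1.70% and an unnamed sub-cluster 0.782, 0.322 and 0.926% of the control, 15 min and 60 min cells. In the tumor, the values were 12.7, 3.19 and 7.89% for clusters and 3.73, 6.34 and 1.76% for sub-clusters. A difference from the study may therefore come from the rebuilt names. Stress scores were compared only for classes of at least 20 cells in both libraries.

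With 1 library per condition, no test was possible between conditions and no p-value, standard error or number of changed genes was made from cells. Shares carry exact binomial and sums of counts exact Poisson intervals at 95%, which cover counting error only. Differences of shares carry Newcombe intervals, and aggregates intervals on the log scale from the binomial variances. A share of 0 was given with the limit of 3 counts. Doublets were removed only through the limit on genes. The Scrublet caller of scanpy, run per library, marked 1.36, 0.0260 and 3.98% of the kidney cells and 1.54, 2.40 and 2.12% of the tumor cells with at least 200 genes, and did not work in the 15 min kidney library.

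The platform aggregate was the 15 min share times 1 plus the 60 min share times 1.5, as in the study's tables, over the control's share. The stress score used 12 genes, 24 bins and 100 control genes per gene on cells thinned to 1000 UMIs. The longer list used in the paper was not used here. The largest share of free RNA in a class was taken as the sum, over the other classes of the study, of the CPM of their marker genes in the class over that in their own class, plus the highest such ratio of the class's own markers in any other class. Proximal tubule cells were represented by Kap, Miox, Gpx3 and Fxyd2 and tumor epithelial cells by Krt18, Krt8, Wfdc18, Trf and Csn3. A change in the CPM of the 12 genes was set against free RNA in 2 steps, with the bounds of the Poisson intervals. In the library with the higher level, each cell gave up as many UMIs of these genes as the class with the fewest held per cell. What was left was divided by the most that the other library allows, its level over 1 minus its largest share of free RNA. Free RNA was set aside where this ratio was above 1. This rests on free RNA giving each droplet of a library a like number of these UMIs, and it was chosen after the values had been seen.

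Genes were named by a fixed rule: every gene the paper names for these libraries, the sex-linked genes Xist, Ddx3y, Kdm5d, Uty and Eif2s3y, abundant genes per tissue read in lymphocyte-like cells, and per class and platform library the 3 largest rises and falls in CPM among genes with at least 500 UMIs, taken as a log2 ratio with 1 count added. Results that need some of these genes are not reported here. By the last part of this rule 84 kidney and 72 tumor entries were named, of which 25 and 30 had at least 50% of their UMIs in 5 cells. The sex-linked genes gave 5.51, 6.62 and 8.09 CPM of Kdm5d, 10.0, 11.7 and 11.8 CPM of Uty and 46.6, 41.4 and 49.6 CPM of Eif2s3y in the control, 15 min and 60 min kidney libraries. In those of the tumor, Kdm5d was at 0, 0.0198 and 0.0309 CPM, Uty at 0, 0.00988 and 0.0206 CPM, and no UMI of Eif2s3y was counted. Gene positions came from the GENCODE M21 annotation of mm10, which may differ from the release the authors used.

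Alternatives were no upper limit on genes and mitochondrial share, Scrublet calls left out, 30 components, a resolution of 1, stress genes left out of the variable genes, cells assigned by marker score without clusters, and weights from the flow cytometry cell numbers. For stress scores they also included no thinning, thinning to 2000 UMIs, a list of 120 genes and the CPM of summed counts. Leaving out the 5% highest Scrublet scores, and giving every cluster to its best-scoring class, were added after the data had been seen.

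The ranking of genes was tested on simulated data for the comparison of macrophage-like cells between the 60 min platform library and the control, with 200 genes changed by 2 on the log2 scale. The changed genes were drawn from those with enough counts to be ranked, and the ranking ran on 3068 genes in kidney and 4715 in the tumor. Of the changed genes, 100% in kidney and 100% in the tumor were recovered. Clustering returned 100% of 4000 simulated cells to their own class in each tissue, an easy test because every class was drawn from 1 profile. For the same comparison, thinned scores of unchanged simulated cells at 10000 and 2000 UMIs differed by 0.0197 in kidney and −0.0207 in the tumor.

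The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.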

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

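The tests of dendritic-like cells among leukocyte-like cells, of the naming of shallow cells, of free RNA in the stress scores, of depth and of single genes for macrophage-like cells, of the mixture within the kidney macrophage-like class, of depth and mixture for T lymphocyte-like cells, and those without the 5% highest Scrublet scores, were chosen only after the results had been seen.

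Macrophage-like cells moved in opposite directions in the 2 tissues at 15 min. The stress score differed from the control by −0.122 in kidney and by 0.557 in the tumor, and the difference between the tissues was not tested, with 1 library on each side. Unthinned values were −0.168 and 0.530, which argues against depth as the cause. Leaving out any 1 of the 12 genes left the tumor difference at 0.422 or more, the lowest without Jun, and the kidney difference at or below −0.0285, the closest to 0 without Hsp90aa1. With the list of 120 genes the kidney difference was −0.125 and the tumor difference 0.0312, or 0.142 SDs of the control cells, compared with 0.864 SDs for the 12 genes, so the tumor side depends on the list. Compared within clusters, the tumor difference was 0.339, so a changed mixture of clusters was not its whole cause. In kidney the difference within clusters was 0.0146, and a different mixture of macrophage-like clusters may account for the kidney side. These clusters were made without the stress genes but can still follow activation: one tumor macrophage-like cluster, led by Il1a and Cd207, held 531 control cells, 24 at 15 min and 454 at 60 min. In the tumor the 12 genes rose from 11576 to 22015 CPM. With as many of their UMIs taken from each cell as the class with the fewest held per cell, 17217 CPM were left, 1.35 times the most that the control allows. This argues against free RNA on the tumor side, if free RNA gives each droplet a like number of these UMIs. On the kidney side, where the level fell from 17271.5 to 15568.5 CPM, what was left in the control was 0.724 times the most that the 15 min library allows. This fall cannot be told apart from a difference in free RNA, because free RNA with that many of these UMIs would cover it. Without upper limits on genes and mitochondrial share the kidney difference was 0.00251, and without the 5% highest Scrublet scores −0.0145. Both are smaller in size than the −0.122 of the main setting, so the kidney side depends on which cells are kept. Tissue, sex, age and strain differ together between the experiments, and a biological difference stays open and untested.

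T lymphocyte-like cells also moved apart at 15 min, by −0.271 in kidney and 0.249 in the tumor, and this difference was not tested either. Without thinning the values were −0.325 and 0.289, which argues against depth. Within its clusters the tumor difference was 0.254, and leaving out any 1 of the 12 genes left it at 0.183 or more, the lowest without Fos, so neither a changed mixture of the tumor clusters nor 1 gene accounts for it. The list of 120 genes gave −0.144 in kidney and 0.0227 in the tumor, the latter 0.172 SDs of the control cells, compared with 0.675 SDs for the 12 genes. The tumor class includes a cluster in which NK cell markers were detected, with mean scores of −0.0747 in the control and 0.124 at 15 min, compared with 0.178 and 0.491 in the other cluster. In kidney 1 cluster held 99.5% of the control cells and 100% of the 15 min cells of the class, and the difference within it was −0.268, which argues against a changed mixture of clusters on that side as well. The 12 genes fell from 9319.6 to 4933 CPM in kidney and rose from 6522 to 8996 CPM in the tumor. With free RNA taken out of the higher level as for macrophage-like cells, what was left was 0.841 times the most that the other library allows in kidney and 0.346 times in the tumor. Free RNA therefore cannot be told apart from a change in the cells on either side, because the class with the fewest of these UMIs held enough per cell to cover the change. At the largest share that the marker genes allow, free RNA would need 2.20 times the 12-gene level of the richest class in kidney. In the tumor it would need 1.38 times that level. The content of these genes in free RNA was not measured, so these values do not decide the question. A difference between the tissues also stays open and untested.

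Hemoglobin RNA, which the paper does not discuss, appeared in kidney macrophage-like cells of the platform. Hbb-bs was at 1.35 CPM in the control (8 UMIs), 2716 CPM at 15 min and 617 CPM at 60 min. At 15 min 1 cell held all 2422 UMIs. At 60 min 97.4% of 5850 UMIs lay in the 5 cells with the most. The level in lymphocyte-like cells was 0.184% of that in macrophage-like cells at 60 min, which argues against free RNA. A few cells carrying the RNA are thus the candidate explanation, and how they came to carry it was not tested. A single S1-like cell likewise held 99.8% of the 3423 UMIs of Hbb-bs in its class at 60 min. A difference between the platform and the control stays open, as untested.

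Kidney dendritic cell-like cells, a class the paper does not report, made up 5.72% of the kept cells at 60 min and 2.48% in the control. Among leukocyte-like cells alone the share was 16.6% (15.4 to 17.9%) at 60 min and 9.01% (7.66 to 10.5%) in the control, so fewer proximal tubule-like cells do not account for it. Their median depth was 2254 UMIs at 60 min and 10025.5 in the control. Among leukocyte-like cells with at least 4000 UMIs the shares were 10.9% (9.65 to 12.3%) and 9.86% (8.20 to 11.7%). These intervals overlap, so the difference lies among cells under this depth, which may be damaged cells or cells with little RNA. The excess also depended on how these cells were named. With 30 components dendritic cell-like cells made up 1.74% at 60 min and 1.73% in the control, and the shallow cells (422 and 48) formed an unnamed cluster that scored highest for the macrophage list. They were also unnamed with the 5% highest Scrublet scores left out (1.65 and 1.73%) and without upper limits (1.09 and 0.659%). Without upper limits, a cluster led by Cd209a and Tnip3 stayed unnamed too. It held 281 of 13479 cells at 60 min and 190 of 7888 in the control. A cluster led by these genes was dendritic cell-like with 30 components. The difference left without upper limits therefore also depends on naming. At a resolution of 1, with stress genes left out and with Scrublet calls left out the shallow cells counted as dendritic. The shares at 60 min were then 5.77, 5.77 and 5.72%. By marker score without clusters the shares were 3.56% at 60 min and 2.29% in the control. These settings do not decide whether the naming accounts for the whole excess. A true difference between the 60 min interval and the control stays open, as untested.

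A kidney cluster in which all macrophage and all endothelial markers were detected held 49 cells, all at 60 min, where a cluster of 1 library may be that library and not a type. Without upper limits on genes and mitochondrial share, a similar cluster was also led by Cxcl10, with all markers of both classes detected. It held 8 control, 5 15 min and 110 60 min cells, so such cells were not confined to 1 library there. Of the 49 cells, 75.5% (37 cells) were among the 5% of cells with the highest Scrublet scores, compared with 2.88% of the kept cells of the 60 min library. Doublets of macrophages and endothelial cells are a candidate explanation, although the cluster was led by Cxcl10 and Ifnb1, genes of neither marker list.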

How the results depend on the processing

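Leaving out the 5% highest Scrublet scores and giving every cluster to its best-scoring class were chosen after the data had been seen. The paper reports 1 source mouse for all conditions of a replicate, but no paired analysis was possible because each condition had 1 library.

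Of 76 shares and aggregates under alternatives, 63 stayed within the counting interval of the reported value, 13 moved beyond it and 0 changed direction. For those that moved, the cause was not tested, apart from the setting that gave every cluster a class.

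Without upper limits on genes and mitochondrial share, the kidney proximal tubule-like difference was 29.5 points at 15 min and −21.2 points at 60 min, the kidney endothelial-like difference 12.1 points at 60 min, and the tumor fibroblast-like aggregate 8.87 times the control. Cells assigned by marker score without clusters gave proximal tubule-like differences of 36.1 and −20.8 points, tumor epithelial-like differences of 7.71 points at 15 min and −14.7 points at 60 min, and a basal-like aggregate of 4.35. With every cluster given to its best-scoring class, the tumor epithelial-like differences were 6.64 and −18.4 points, since the shallow unnamed cluster then counted as epithelial. Flow cytometry weights gave aggregates of 2.97 for tumor endothelial-like and 4.56 for basal-like cells.

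The kidney endothelial-like aggregate stayed between 4.09 and 4.41 under 9 alternatives. Ranges were 29.5 to 36.1 points for the proximal tubule-like difference at 15 min, 6.64 to 15.1 points for the epithelial-like difference at 15 min and 8.87 to 13.2 for the fibroblast-like aggregate. The number of classes with a lower score at 15 min was 6 to 7 of 7 in kidney and 2 to 3 of 6 in the tumor. With a higher score at 60 min it was 4 to 7 in kidney and 5 to 6 in the tumor. These counts hide changes of single classes. Of the 26 class differences at 15 and 60 min, 6 changed sign under at least 1 of 12 alternatives. At 60 min these were tumor fibroblast-like cells under 7 alternatives, kidney endothelial-like cells under 4, S2–S3-like cells under 3 and the distal and mesangial group under 1. At 15 min, without upper limits on genes and mitochondrial share, the kidney macrophage-like difference was 0.00251 and the tumor epithelial-like difference 0.0123.

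Depth limits the rare classes. The control held 40 fibroblast-like, 58 basal-like and 21 mesangial-like cells, and the 15 min kidney library 4 mesangial-like cells.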

Differences from the paper's values

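The kidney sub-types carried the differences in value, and the names behind them were rebuilt here. The paper's own labels for these sub-types do not match between Table S3 and Fig. S6c. Dividing the paper's total by its value relative to the control in Table S3 gives control shares of 4.39% for loop of Henle and 2.21% for distal convoluted tubule cells, where Fig. S6c, read by eye, has about 2.2% and about 4.3%. For collecting duct and mesangial cells the table gives 1.28 and 0.929%, and the figure about 0.9% and about 1.3%. Each of these is closer to the other member of its pair, and which labels are right is not known here. The comparisons that follow use the labels as printed. With the labels of Table S3 exchanged, a check chosen after seeing the values, the paper's totals relative to the control are 2.8 for loop of Henle and 1.8 for mesangial cells, both within 1.5 times the values here. The weighted 60 min shares are then outside for the distal convoluted tubule (the paper's 7.0%, 3.85% here), collecting duct (0.9%, 3.56% here) and mesangial cells (2.1%, 0.891% here). With the labels of Fig. S6c exchanged, the distal convoluted tubule, at about 2.2% in Fig. S6c, is within 1.5 times and loop of Henle, at about 4.3%, is outside 2.11%. Printed or exchanged, 5 of 8 values of Table S3 and 1 of 4 of Fig. S6c lie within 1.5 times the values here.

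For loop of Henle cells, the paper's total relative to the control is 1.8 in Table S3, and the value here was 2.85. Of the alternatives set before the data were examined, 1 came within 1.5 times the paper's value, with 2.22 by marker score without clusters. The others did not, with 2.76 without upper limits, 2.90 with Scrublet calls left out, 2.71 with 30 components, 2.91 at a resolution of 1, 2.89 with stress genes left out and 2.76 with flow cytometry weights. Giving every cluster to its best-scoring class, chosen after seeing the values, gave 2.67, also within 1.5 times.

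For mesangial cells, the paper's total in Table S3 is 1.4 and the value here was 2.63. It came within 1.5 times the paper's value at 2.08 by marker score without clusters, but not at 2.98 without upper limits, 2.55 with Scrublet calls left out, 2.59 with 30 components, 2.60 at a resolution of 1, 2.71 with stress genes left out and 2.68 with flow cytometry weights.

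The paper's weighted 60 min share of collecting duct cells in Table S3 is 2.1%, and the value here was 3.56%. It came within 1.5 times the paper's value at 2.37% with 30 components. It stayed outside at 1.25% without upper limits, 3.66% with Scrublet calls left out, 3.43% at a resolution of 1, 3.46% with stress genes left out and 3.35% by marker score without clusters. The 1.25% leaves out an unnamed sub-cluster led by Fxyd4 and Aqp2, with 171 cells at 60 min.

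Control shares of sub-types were also read by eye from Fig. S6c. The paper's collecting duct share is about 0.9% in Fig. S6c, and the value here was 2.87%. Of the alternatives set before the data were examined, the share was within 1.5 times at 1.04% without upper limits, and outside at 2.87% with Scrublet calls left out, 2.14% with 30 components, 2.82% at a resolution of 1, 2.84% with stress genes left out and 3.19% by marker score without clusters. Without upper limits, however, a sub-cluster of 117 control cells led by Fxyd4 and Aqp2 stayed unnamed. A sub-cluster led by these genes was collecting duct-like in the main setting, so the nearness of 1.04% rests on naming. For the distal convoluted tubule, the paper's share is about 4.3% in Fig. S6c, read by eye, and the value here was 2.17%. It was within 1.5 times at 3.87% without upper limits, 2.91% with 30 components and 2.87% by marker score without clusters, but not at 2.14% with Scrublet calls left out, 2.21% at a resolution of 1 and 2.23% with stress genes left out. For mesangial cells, the paper's share is about 1.3% in Fig. S6c, read by eye, and the value here was 0.357%. It reached 0.968% by marker score without clusters, within 1.5 times, and was outside at 0.304% without upper limits, 0.376% with Scrublet calls left out, 0.357% with 30 components, 0.408% at a resolution of 1 and 0.391% with stress genes left out.

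The paper's share of epithelial cells in the tumor control is 62.0%, within 1.5 times the 53.5% found here. Giving every cluster to its best-scoring class, chosen after seeing the values, gave 61.8%.

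The paper states that processing in the device did not heighten the stress response of any kidney cell type. At 60 min the 12-gene score was above the control in 5 of 7 kidney classes, by 0.671 in macrophage-like cells. In S2–S3-like cells the difference was 0.000252 and in endothelial-like cells −0.00932, both smaller than the 0.0197 found between simulated macrophage-like cells of unequal depth with no change, and in the distal and mesangial group it was −0.0821. The paper states that tumor scores were alike across cell types and conditions. In the tumor the score was above the control in 6 of 6 classes at 60 min, by 0.621 in macrophage-like and 0.509 in T lymphocyte-like cells. With the wider list of stress genes, the score was above the control at 60 min in 4 kidney and 5 tumor classes. The paper's score uses a longer list than the 12 genes, and none of these differences had a replicate.

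The main text pairs luminal cells with Krt14 and basal cells with Krt18, while the legend of Supplementary Fig. 12 has the reverse pairing. Here Krt14 was at 2078 CPM in basal-like and 102 CPM in luminal-like cells, and Krt18 at 722 and 2702 CPM. Both genes were among the markers used for naming. The paper states in its results that isolation improved for all tumor cell types, while its legend of Fig. 6 has granulocytes depleted. Here the aggregate was above the control in 5 of the 6 classes, with 0.785 for granulocyte-like cells, and for proliferating cells its interval (0.979 to 1.60) included 1. The legend of Fig. 4 states that macrophages were enriched at 60 min in kidney, in a sentence that sets the 2 platform intervals side by side. Macrophage-like cells numbered only 163 of the 8390 kept cells at 15 min, so the 60 min share was above that of the 15 min interval. Set against the control it was close, with 15.3% at 60 min and 15.0% in the control. With dendritic cell and granulocyte-like cells the shares were 21.5 and 18.1%, over all kept cells.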

Other observations

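The tests of free RNA and of the mixture of clusters for the 60 min stress scores were chosen, in this form, only after the result had been seen.

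Stress scores at 60 min were above the control in 5 of 7 kidney classes, in S2–S3-like cells by only 0.000252, and in 6 of 6 tumor classes. In kidney the differences ran from −0.0821 in the distal and mesangial group to 0.671 in macrophage-like cells. Of the 8 classes with more than 1 cluster of at least 20 cells in both libraries, 6 were above the control within clusters, S2–S3-like cells by only 0.00971, while kidney endothelial-like cells (−0.00935) and the distal and mesangial group (−0.0516) were below. The macrophage-like difference within clusters was 0.350 in kidney and 0.409 in the tumor. This argues against a changed mixture of clusters as the whole cause in most of these classes. In kidney B lymphocyte-like and T lymphocyte-like and tumor endothelial-like and granulocyte-like cells, 1 cluster held at least 94.4% of the class in both libraries. The differences within it were 0.220, 0.185, 0.407 and 0.219, which argues against a changed mixture of clusters there, while types too fine to form clusters were not tested. In tumor fibroblast-like cells the 1 cluster that could be compared held 62.5% of the control and 27.3% of the platform cells, with a difference of 0.211 within it and 0.0469 in the whole class, so the part of the mixture stays open. One of their clusters held 15 control and 221 platform cells and the other 25 and 79.

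The 12 genes rose at 60 min from 17271.5 to 31481 CPM in kidney macrophage-like cells, and from 11576 to 21826 CPM, 12609 to 18753 CPM and 6522 to 12829 CPM in tumor macrophage-like, endothelial-like and T lymphocyte-like cells. With as many of these UMIs taken from each cell as the class with the fewest held per cell, 27118.5, 17953, 13243 and 5406 CPM were left, in the same order. The most that the control allows was 18787, 12753, 13950.5 and 6987 CPM. In both macrophage-like classes the level left was at least 1.41 times the most that the control allows, which argues against free RNA there, if free RNA gives each droplet a like number of these UMIs. In the other classes above the control the ratio was at most 0.949, in tumor endothelial-like cells, so free RNA cannot be told apart there from a response of the cells themselves, because its own content of these genes was not measured. At the largest share that the marker genes allow, free RNA would have to hold the 12 genes at 4.65 times the level of the class richest in them to account for the rise in tumor endothelial-like cells, and at 4.21 times for T lymphocyte-like cells. A difference between preparations and an effect of the device stay open in all classes, as untested.

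The shallow tumor cluster, epithelial by its markers, held 8.32, 1.17 and 2.76% of the control, 15 min and 60 min cells. Gm42418, Gm26917 and Lars2 made up 7.69% of its UMIs in the control, and 0.845% in epithelial-like cells. Its macrophage marker level, 172 CPM, was 2.94% of that of all kept control cells pooled (5866 CPM), compared with 60.9 CPM in epithelial-like cells. Droplets holding mainly free RNA cannot be told apart from damaged epithelial cells by this value, since the composition of the free RNA itself was not measured.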
